# RBL2 represses the transcriptional activity of Multicilin to inhibit multiciliogenesis

**DOI:** 10.1038/s41419-024-06440-z

**Published:** 2024-01-22

**Authors:** Erik J. Quiroz, Seongjae Kim, Lalit K. Gautam, Zea Borok, Christopher Kintner, Amy L. Ryan

**Keywords:** Cell signalling, Mechanisms of disease, Respiratory tract diseases, Stem-cell differentiation

## Abstract

A core pathophysiologic feature underlying many respiratory diseases is multiciliated cell dysfunction, leading to inadequate mucociliary clearance. Due to the prevalence and highly variable etiology of mucociliary dysfunction in respiratory diseases, it is critical to understand the mechanisms controlling multiciliogenesis that may be targeted to restore functional mucociliary clearance. Multicilin, in a complex with E2F4, is necessary and sufficient to drive multiciliogenesis in airway epithelia, however this does not apply to all cell types, nor does it occur evenly across all cells in the same cell population. In this study we further investigated how co-factors regulate the ability of Multicilin to drive multiciliogenesis. Combining data in mouse embryonic fibroblasts and human bronchial epithelial cells, we identify RBL2 as a repressor of the transcriptional activity of Multicilin. Knockdown of RBL2 in submerged cultures or phosphorylation of RBL2 in response to apical air exposure, in the presence of Multicilin, allows multiciliogenesis to progress. These data demonstrate a dynamic interaction between RBL2 and Multicilin that regulates the capacity of cells to differentiate and multiciliate. Identification of this mechanism has important implications for facilitating MCC differentiation in diseases with impaired mucociliary clearance.

## Introduction

Multiciliated cells (MCCs) are key drivers of directional ciliary flow along epithelia in many tissues including the airways, reproductive tract, and brain [1–6]. In the airways, MCCs play an integral role in the lung’s primary innate defense system, providing both a physical barrier from the environment and mechanical force that drives mucus, pathogens, and foreign debris out of the lungs in a process called mucociliary clearance [7]. Due to their central role in maintaining airway homeostasis, dysregulated MCC function is a critical pathophysiologic feature underlying many respiratory diseases, including chronic obstructive pulmonary disease (COPD) and cystic fibrosis (CF) [8, 9]. Primary ciliary dyskinesia (PCD) [10], a genetic disease arising from mutations in cilia related genes, results in non-motile, dyskinetic, or absent cilia, and symptomatically recapitulates secondary ciliary dyskinesia, characterized as the disruption of ciliary function from disease or injury [11–14]. Repeated injury, characteristic of chronic lung disease, can lead to airway remodeling and changes in the cellular composition of airway epithelium, resulting in a decreased number of MCCs covering the airway surface [8]. Due the prevalence of MCC dysfunction in respiratory diseases, it is therefore critical to understand the mechanisms controlling multiciliogenesis and how these may be targeted to restore functional mucociliary clearance.

To accomplish their function, each airway MCC must generate ~150 motile cilia [15]. Cilia are microtubule-based organelles anchored to the plasma membrane by a basal body, formed from a mature parent centriole during cellular quiescence [15]. Most cell types extend a single cilium because centriole number is tightly controlled, with centriole duplication occurring only once per cell cycle [16]. By contrast, differentiating MCCs generate hundreds of centrioles as post-mitotic cells, thus engaging novel centriole biogenesis mechanisms outside the cell cycle and in a manner capable of significantly increasing centriole number. This process of massive centriole amplification is mediated by a MCC-specific transcriptional program that induces expression of the centriolar proteins that allow for centriolar duplication, which normally occurs only during S phase, as well proteins that form a structure unique to MCCs known as the deuterosome [17–23].

Geminin family proteins, GEMC1 and Multicilin, encoded by the gene *MCIDAS*, have been identified as master transcriptional regulators of multiciliogenesis, controlling both the induction of deuterosome-mediated centriole biogenesis and activating the gene regulatory network necessary to produce motile cilia [4, 24–27]. GEMC1 and Multicilin share similar sequence homology, with a conserved coiled-coil domain and carboxy terminus; however, GEMC1 has been shown to help specify MCC fate, while Multicilin is sufficient to induce multiciliogenesis and can bypass GEMC1 [28]. Upstream of GEMC1 and Multicilin, inhibition of NOTCH signaling is critical in regulating multiciliogenesis; a direct link between NOTCH-mediated cell fate determination and induction of Multicilin remains unknown [28]. During multiciliogenesis, Multicilin acts transcriptionally in a complex with cell cycle transcription factors E2F4 or E2F5, along with dimerization partner DP-1, activating the expression of centriole biogenesis genes and key downstream transcription factors, including c-MYB, TP73, and FOXJ1 [24]. Paradoxically, this activation occurs despite the well-known role of the E2F4 and 5 in post-mitotic cells as repressors of gene expression during cell cycle progression, by acting in a complex with the retinoblastoma (RB) family of co-repressors, and the multi-vulval class B (DREAM) complex [29].

While Multicilin is known to be sufficient to drive multiciliogenesis in certain cell types [30–32], it has become apparent that this does not apply to all cell types, nor occur evenly across all cells in the same cell population. In our prior study using mouse embryonic fibroblasts (MEFs), expression of Multicilin alone was insufficient and could only stimulate multiciliogenesis after serum starvation and when co-expressed with E2f4 modified by replacing the C-terminus with a VP16 transactivator, indicating that the Multicilin requires a specific cellular context in order to promote multicilogenesis [33]. In this report we further investigate how co-factors regulate the ability of Multicilin to drive multiciliogenesis. We identify RBL2 as a repressor of the transcriptional activity of Multicilin and demonstrate its dynamic interaction during differentiation of human airway epithelial cells at the air-liquid interface (ALI). Identification of this mechanism has important implications for facilitating MCC differentiation in diseases where mucociliary clearance is impeded.

## Results

### E2F4 C-terminus substitution with VP16 attenuates Rbl2-Multicilin interaction in MEFs

In their canonical roles, the E2F4 pocket protein binding domain (PPBD) is known to bind co-repressors to inhibit cell cycle gene expression, while the transactivating domain (TAD) of E2F family proteins associates with epigenetic modifiers to activate transcription (Supplementary Fig. S1a) [34]. We have previously reported that overexpression of Multicilin was not sufficient to induce multiciliogenesis effectively in MEFs [33]. This block could be overcome by overexpressing Multicilin along with a modified form of E2F4 where both the PPBD and TAD domains were replaced with a viral transactivation domain VP16 (E2f4ΔCT-VP16), as evidenced by robust centriole amplification and increased expression of multiciliogenesis-related proteins (Supplementary Fig. S1b, c) [33]. To determine whether the proteins associated with the Multicilin complex change when cells express Multicilin along with wildtype E2F4 (limited multiciliogenesis) compared to E2f4ΔCT-VP16 (extensive multiciliogenesis) we performed proteomics.

Adenoviral vectors were used to express Multicilin tagged at the N-terminus with 3xFLAG (FLAG-MCI, Fig. 1a), FLAG-MCI along with wildtype E2F4 (FLAG-MCI+E2f4, Fig. 1b), or FLAG-MCI along with E2f4ΔCT-VP16 (FLAG-MCI+E2f4VP16, Fig. 1c). MEFs were transduced, and immunoprecipitation performed using FLAG to co-purify proteins complexed to Multicilin. The bound proteins to FLAG-MCI were eluted and silver staining performed to identify the MCI-3xFLAG (Fig. 1e). Mass spectrometry analysis identified multiple proteins with similar abundance between FLAG-MCI and FLAG-MCI+E2f4VP16, with 8 of the 10 most abundant proteins being present in both conditions. These proteins included known Multicilin binding partners, TFDP-1, GMNN, E2F4, and E2F5, as well as ribosomal proteins whose interaction with Multicilin has not previously been described: RPS27, RPS27L and RPS14 (Fig. 1d). A complete list of the proteins complexed with Multicilin is included in Supplementary Table S1. The other 2 of the 10 most abundant proteins bound to FLAG-MCI were 26 S protease regulatory subunit 7 (PSMC2) and Retinoblastoma-like protein 2 (RBL2). Notably, RBL2 had the largest decrease in relative abundance comparing FLAG-MCI to E2f4VP16 of all proteins detected in both samples, with a ratio of 9.2:1.

**Fig. 1:**
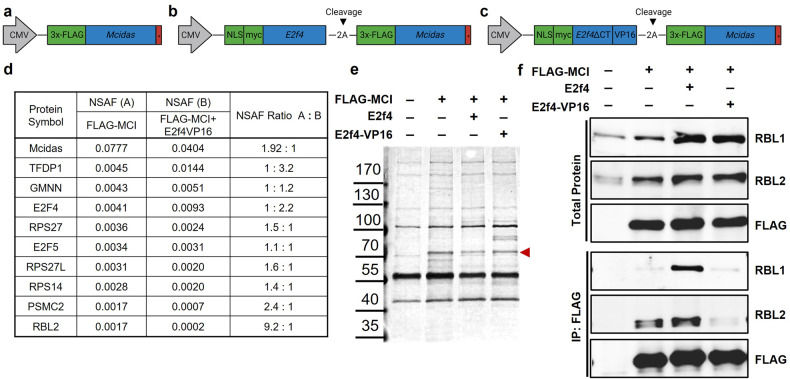
Multicilin physically interacts with Rbl2 in mouse embryonic fibroblasts. **a**–**c** Schematics of the adenoviral constructs for FLAG-MCI (**a**), FLAG-MCI+E2f4 (**b**), and FLAG-MCI+E2f4VP16 (**c**). **d** Normalized spectral abundance factor (NSAF) for the top 10 most abundant proteins co-immunoprecipitating with FLAG-MCI relative to FLAG-MCI+E2f4VP16 (see Supplementary Table S1). **e** Representative silver stain of total protein lysate, the red arrowhead indicates 3xFLAG-MCI. **f** Representative western blot analysis for Rbl1, Rbl2, and FLAG for total protein (top) and co-immunoprecipitations (Co-IP, bottom) with FLAG from non-infected mouse embryonic fibroblasts (MEFs) and MEFs infected with Ad5 FLAG-MCI, FLAG-MCI+E2f4 and FLAG-MCI+E2f4VP16.

Immunoblotting analysis detected a strong interaction between Multicilin and RBL2 in MEFs expressing either FLAG-MCI or FLAG-MCI+E2f4; however, the RBL2-Multicilin interaction was abolished in MEFs expressing FLAG-MCI+E2f4VP16 (Fig. 1f). Similarly, an interaction with RBL1 was observed in MEFs expressing FLAG-MCI in the presence of E2f4, but not E2f4VP16 (Fig. 1f). The retinoblastoma family of proteins, including RB, RBL1 and RBL2, have been well characterized in their roles as cell cycle inhibitors through interactions with the E2F family of transcription factors [35, 36]. The RBL2-E2F4 complexes have been identified as the predominant repressors of cell cycle genes during quiescence [35, 36]. Taken together, the canonical role of RBL2 as a co-repressor of E2F4 and our observation that RBL2 complexes strongly with Multicilin in the presence of E2f4 relative to E2f4ΔCT-VP16, suggest that RBL2 may regulate the capacity of the Multicilin transcriptional complex to activate MCC gene expression.

### RBL2 represses the ability of Multicilin to drive ectopic multiciliogenesis in MEFs

To further investigate a regulatory role of RBL2 in the Multicilin-E2F4 transcriptional complex, we tested siRNAs for *Rbl2* knockdown in MEFs (siRbl2#1-3, Supplementary Table S2), identifying siRbl2#1 (siRbl2) as most efficient at reducing *Rbl2* gene expression, with a reduction of 1.42 ± 0.44 log2 fold change compared to a nontargeting control (siCTL) (Supplementary Fig. S2a). An siRNA targeting *Rbl1* (siRbl1) was also tested and compared as an additional control. Successful knockdown was validated at the protein level by western blot (Fig. 2a, Supplementary Fig. S2b, c).

**Fig. 2:**
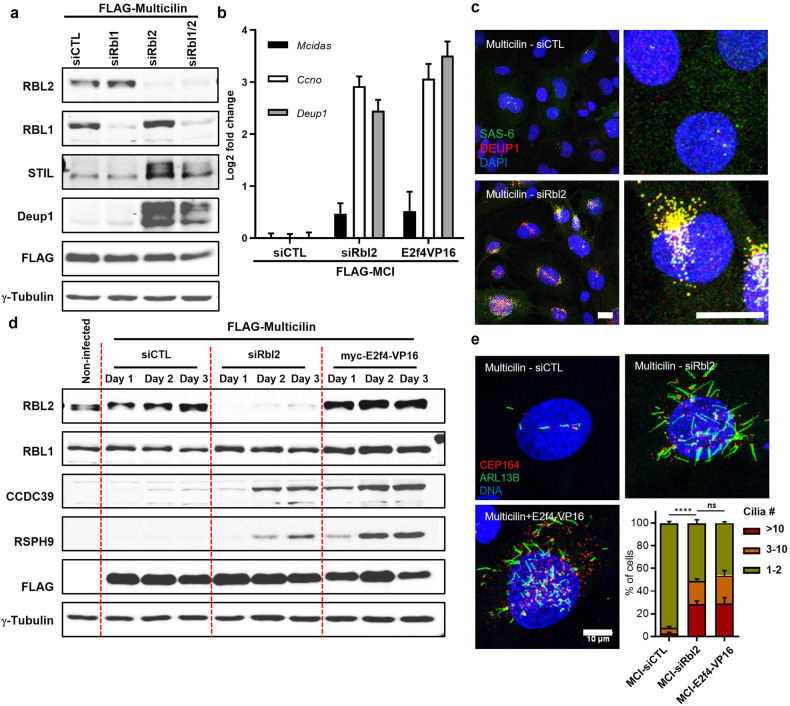
Rbl2 depletion increases the transcriptional activity of Multicilin stimulating multiciliogenesis in fibroblasts. **a** Representative western blot for RBL2, RBL1 and centriole biogenesis proteins STIL and DEUP1, comparing FLAG-Multicilin in the presence of a non-targeting siRNA (siCTL) or siRNA targeting *Rbl1* (siRbl1), *Rbl2* (siRbl2), or both siRbl1 and siRbl2 (siRbl1/2). **b** qRT-PCR for MCC genes *Mcidas*, *Ccno* and *Deup1* comparing FLAG-Multicilin with either siRbl2 or E2f4VP16 relative to siCTL (Data expressed as mean ± SEM., *N* = 2 experimental replicates, normalized to *Gapdh*). **c** Confocal images comparing FLAG-Multicilin in the presence of either siCTL or siRbl2 stained for centriole biogenesis markers DEUP1 (red), SAS-6 (green) and nuclei are counterstained with DAPI (blue). Scale bars = 20 µm. **d** Representative western blot comparing FLAG-Multicilin in the presence siCTL, siRbl2, or E2f4VP16 for RBL2, RBL1, FLAG, axonemal proteins CCDC39 and RSPH9 and γ-Tubulin (loading control). **e** Confocal images for cilia marker ARL13B (green) and basal body marker CEP164 (red) nuclei are counterstained with DAPI (blue). Cilia are quantified per cell, data represents mean ± SD, *N* = 3, **** *P* < 0.0001, unpaired t-test. Scale bar = 10 µm.

Multicilin-expressing, *Rbl2*-depleted MEFs (FLAG-MCI+siRbl2) showed a marked increase in the transcriptional activation of core multiciliogenesis genes *Ccn*o, *Deup1 and Mcidas* relative to control siRNA MEFs (FLAG-MCI+siCTL), reaching levels comparable to those in Multicilin-expressing MEFs with E2f4VP16 (FLAG-MCI-E2f4VP16) (Fig. 2b). Similar increases were observed at the protein level, since a depletion of RBL2, but not RBL1, in Multicilin-expressing MEFs significantly induced the expression of centriolar assembly proteins, STIL and DEUP1 (Fig. 2a), as well as ciliary axonemal protein, CCDC39 (Supplementary Fig. S2b). In Multicilin-expressing MEFs with siRbl2, robust centriole amplification was observed as shown in representative confocal images showing DEUP1 and SAS-6, markers of centriole amplification via the deuterosome pathway (Fig. 2c, Supplementary Fig. S2d). Immunoblotting confirmed the presence of axonemal proteins, CCDC39 and RSPH9, in both siRbl2 and E2f4VP16, but not siCTL, indicating sufficient activation of late-stage multiciliogenesis by Multicilin only in the absence of Multicilin interaction with RBL2 (Fig. 2d). The formation of cilia was validated by immunostaining with cilia marker, ARL13B, and basal body marker, CEP164 (Fig. 2e). Quantification of cilia number per cell revealed that Multicilin induction efficiently stimulated multiciliogenesis in Rbl2-depleted and E2f4VP16 expressing, but not in control siRNA-transfected MEFs, with average percentages of cells with >10 cilia at 28.6 ± 1.5%, 29.0 ± 3.0%, and 2.7 ± 0.6%, mean±S.E.M. respectively (Fig. 2e).

To further evaluate the ability of RBL2 to regulate Multicilin-dependent activation of multiciliogenesis, we performed bulk RNA-sequencing to determine Multicilin-induced transcriptional changes comparing Multicilin induced MEFS with siCTL, siRbl2 or E2f4VP16 to noninfected MEFs (Supplementary Table S3). 

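RNA from 12 MEF cultures, 3 in each of 4 groups, was sequenced. MEFs are embryonic fibroblasts, cells that normally form a primary cilium and not motile cilia. The groups are non-infected MEFs and 3 kinds of MEFs infected with adenovirus for FLAG-tagged Multicilin (gene Mcidas). These received a non-targeting siRNA (siCTL MEFs), an siRNA against Rbl2 (siRbl2 MEFs), or the E2f4VP16 fusion, an E2f4 with the VP16 activation domain in place of its own C-terminal region (E2f4VP16 MEFs). The methods state that the RNA came from individual experiments. The sample labels place collection at day 4, 2 days after infection, and name an siRNA for the siCTL and siRbl2 groups alone. They do not say whether the non-infected and E2f4VP16 MEFs were transfected with any siRNA. A difference from non-infected MEFs therefore covers the virus, any transfection and the transgenes together. The paper draws a separate adenoviral construct for Multicilin with E2f4VP16, so the vector also differs between E2f4VP16 MEFs and the siRNA groups.

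The authors trimmed the reads with fastp, mapped them with STAR, counted them with featureCounts and normalized them with DESeq2 on Galaxy. The deposited values are its regularized log2 (rlog) values for 28256 genes with reads and 12597 genes at 0 reads in all 12 libraries. This transform draws the values of a gene toward their mean, most of all where reads are few, so differences between groups are smaller than log2 folds of reads. Over 395 genes of Table S3 the median ratio of the rlog difference to the log2 fold of the paper is 0.665. Whole read counts were recovered from the rlog values: 90.5% of the values fell within 0.1 of a whole number, where 20% would by chance. For genes with a mean of at least 1000 reads the share is 65.7%, so the levels of these genes are close estimates. Recovered reads per library number 24266426 to 33343207 in non-infected, 24569413 to 25612210 in siCTL, 23160460 to 25013580 in siRbl2 and 24090791 to 27399405 in E2f4VP16 MEFs. Levels below are normalized reads, as mean ± standard deviation of 3 libraries. Differences are log2 differences of rlog values with their standard error (SE), tested with limma over 15502 genes and adjusted for the number of genes (Benjamini and Hochberg). A gene counts among the called genes at an adjusted p under 0.05 and a log2 difference of at least 2 in either direction. With 3 libraries against 3 an exact permutation test of a single gene gives no p under 0.1, so the adjusted p rests on the moderated test. The counts of called genes are the same at an unadjusted p under 0.05, so the size asked for sets them.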

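The Rbl2 transcript fell in siRbl2 MEFs to 419 ± 24.8 normalized reads, from 1276 ± 88.8 in siCTL MEFs, a ratio of 0.328 (log2 difference -1.02, SE 0.0379, adjusted p = 5.69e-20, exact p = 0.1, the smallest 3 against 3 can give). All 3 siRbl2 libraries (410, 447 and 400) lie below all 3 siCTL libraries (1278, 1365 and 1187). Rbl2 stood at 1337 ± 50.9 in non-infected and at 1312 ± 39.6 in E2f4VP16 MEFs, with a log2 difference of -0.02 between them (adjusted p = 0.667). Its paralog Rbl1, another pocket protein, had a log2 difference of 0.07 between siRbl2 and siCTL MEFs (adjusted p = 0.11). Rbl1 was higher in all infected groups than in non-infected MEFs. Its libraries stood at 403 to 426 normalized reads in non-infected, 1065 to 1099 in siCTL, 1108 to 1212 in siRbl2 and 1690 to 1770 in E2f4VP16 MEFs.

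Mcidas, which the adenovirus carries, was read 0, 1 and 1 times in the non-infected libraries. It reached 27056 ± 615 normalized reads in siCTL, 22905 ± 1060 in siRbl2 and 15471 ± 414 in E2f4VP16 MEFs (log2 differences from non-infected MEFs 4.17, 3.99 and 3.58). The level in siRbl2 MEFs was lower than in siCTL MEFs (-0.18, adjusted p = 1.51e-07), and that in E2f4VP16 MEFs lower again (-0.41 against siRbl2 MEFs, adjusted p = 7.99e-16). E2f4 reads were 5.15 times as many in E2f4VP16 as in siCTL MEFs (8231 ± 255 against 1600 ± 7.74, 1.66, SE 0.0286, adjusted p = 5.33e-29). Reads of Mcidas and E2f4 come from the endogenous genes and the viral transgenes alike, which these values do not separate.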

Multicilin-induction with E2f4VP16 induced the most dramatic changes in overall gene expression compared to the non-infected MEFs, with similar trends occurring in the presence of siRbl2 and with siCTL having less substantial transcriptional changes (Supplementary Fig. S3). 

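In E2f4VP16 MEFs 329 genes were higher and 31 lower than in non-infected MEFs, in siRbl2 MEFs 240 and 63, and in siCTL MEFs 64 and 49. The genes that rose most in E2f4VP16 MEFs were Trp73, a transcription factor of the multiciliated cell (MCC) program (log2 difference 5.16, SE 0.0345), and Foxj1, the master regulator of motile cilia (5.01, SE 0.0229). Myb, which acts early in MCC differentiation, followed (4.75, SE 0.0313). In siRbl2 MEFs the radial spoke gene Lrrc23 (4.19), the deuterosome gene Deup1 (4.02) and the dynein light chain gene Dynlrb2 (3.97) led, along with Mcidas. In siCTL MEFs Mcidas was followed by Hap1, which rose from 13.3 to 2486 ± 114 normalized reads (3.50), and by Rsad2 (3.21), an antiviral gene that interferon induces. The largest decreases in siCTL MEFs were those of Stab1 (-3.14), Mrc1 (-3.04) and Fcrls (-3.03), genes typical of macrophages. Cx3cr1 (-3.40), Stab1 (-3.29) and Adgre1 (-3.25), also macrophage genes, fell most in siRbl2 MEFs, and Galnt9 (-2.74) and Syt1 (-2.57) in E2f4VP16 MEFs. Predicted genes, RIKEN symbols among them, and genes whose groups overlap are left out of this ranking. It goes by rlog differences, which are shrunken most where reads are few, so ratios of reads would order the genes otherwise. Foxj1 ranks below Hap1 in siCTL MEFs, though its libraries stood at 3894 to 4154 normalized reads there, against 9.65 to 11.5 in non-infected MEFs.

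Over all tested genes, the mean distance between libraries (root mean square of log2 differences, 9 pairs of libraries) from non-infected MEFs was 0.743 for E2f4VP16, 0.645 for siRbl2 and 0.499 for siCTL MEFs, against 0.131 to 0.146 within groups. Among the infected groups siRbl2 MEFs lay closest to siCTL MEFs (0.349), then to E2f4VP16 MEFs (0.459), and siCTL MEFs lay at 0.574 from E2f4VP16 MEFs. The first 2 principal components hold 61.8% and 25.9% of the variance. At any size of difference, 79.4%, 72.9% and 67.4% of genes passed the adjusted p in the 3 comparisons, with medians of the absolute log2 difference of 0.355, 0.259 and 0.211. The groups did not overlap in 79.7%, 73.4% and 68.6% of genes, where chance gives 10%. The number past a log2 difference of 2 depends on the shrinkage of the rlog values: on recovered reads, a test chosen after the values were seen, the counts are 1166 and 471 in E2f4VP16, 1091 and 259 in siRbl2, and 721 and 230 in siCTL MEFs.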

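Over the MCC-associated genes of Table S4, siRbl2 and E2f4VP16 MEFs lay closest to each other of all pairs of groups, at a mean distance of 0.394. From non-infected MEFs the distances were 0.570 for siCTL, 1.06 for siRbl2 and 1.18 for E2f4VP16 MEFs, and siCTL MEFs lay at 0.645 from siRbl2 and at 0.796 from E2f4VP16 MEFs. Within groups they were 0.102 to 0.123. Of 1269 tested genes of this list, 809 rose and 282 fell in E2f4VP16 MEFs, 773 rose and 269 fell in siRbl2 MEFs, and 657 rose and 293 fell in siCTL MEFs, each against non-infected MEFs. The sizes part the groups more than these tallies: 131 members in E2f4VP16, 106 in siRbl2 and 9 in siCTL MEFs were higher by a log2 difference of at least 2. Tekt1, a tektin of the axonemal doublets, stood at 58.6 normalized reads in siCTL, 727 ± 38.2 in siRbl2 and 1023 ± 43.6 in E2f4VP16 MEFs. Hyls1, a centriole protein needed for cilium formation, stood at 154 in non-infected MEFs, then at 772, 2006 ± 38.9 and 3305 ± 56.9.

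The list at hand holds 1397 symbols, 1 fewer than the regions drawn in Fig. 3g add up to, and 1393 of them are in the file, 88 under an older symbol. The study took the list from earlier publications and not from these libraries. On recovered reads 241, 223 and 125 members pass the same size in E2f4VP16, siRbl2 and siCTL MEFs.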

Evaluating a panel of MCC-related genes [37], both E2f4VP16 and siRbl2 induce comparable transcriptional changes, while siCTL more closely reflects non-infected MEFs (Fig. 3a, Supplementary Fig. S4). 

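Genes of the motile axoneme rose together in siRbl2 and E2f4VP16 MEFs. Of 37 radial spoke, nexin and central apparatus genes, which shape the beat of the cilium, all 37 rose in both groups (median log2 difference from non-infected MEFs 2.56 and 2.84, list test adjusted p = 2.17e-21 and 2.17e-18). Spag6l, a central apparatus gene read 0 times in non-infected MEFs, reached 389 normalized reads in siRbl2 and 820 in E2f4VP16 MEFs. Of 26 axonemal dynein genes, the motors of the cilium, 25 rose in siRbl2 (26 when adjusted over the list alone) and 24 in E2f4VP16 MEFs, and 0 fell (medians 2.56 and 2.71, adjusted p = 2.39e-14 and 6.24e-12). Dnali1 rose from 4.95 to 1129 and 1305 normalized reads. Of 22 genes of microtubule inner proteins, which line the doublets, 21 and 22 rose (medians 2.75 and 2.92, adjusted p = 3.03e-13 and 1.57e-11). Dynein assembly factors, which preassemble these motors in the cytoplasm, rose in 17 of 17 and in 16 of 17, with Pih1d1 lower in E2f4VP16 MEFs (medians 1.57 and 1.75, adjusted p = 5.11e-11 and 4.32e-09). Zmynd10 rose from 4.74 to 953 and 1002 normalized reads.

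Genes that primary cilia also use rose with smaller medians. Of 39 intraflagellar transport and BBSome genes, which carry cargo into the cilium, 34 rose and 2 fell in siRbl2 MEFs (Hspb11 -0.13 and Ttc21b -0.11), and 35 rose and 4 fell in E2f4VP16 MEFs, these 2 with Bbip1 and Kifap3 (medians 0.74 and 0.87, adjusted p = 1.54e-11 and 6.12e-10). Ift80 rose from 858 ± 89.1 to 3940 ± 210 and 4687 ± 224. Of 24 transition zone genes, which gate the base of the cilium, 22 rose and Invs fell in both groups (medians 1.00 and 1.19, adjusted p = 8.42e-10 and 1.42e-08). Tmem107 rose to 1621 ± 16.1 and 1195 ± 30.6 from 152 ± 25.4.

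At the centriole, 25 of 27 deuterosome and centriole assembly genes rose in both groups, with 0 lower in siRbl2 MEFs and Cep63 and Cetn3 lower in E2f4VP16 MEFs (medians 1.27 and 1.39, adjusted p = 1.76e-14 and 6.76e-12). Plk4, the kinase that starts centriole duplication, rose from 512 ± 26.9 to 5609 ± 204 and 6215 ± 174 normalized reads. Of 13 genes of the centriole appendages, by which basal bodies dock, 9 and 11 rose and 1 (Ccdc120) fell (medians 0.47 and 0.52, adjusted p = 7.04e-04 and 1.16e-04). This call is lost with an estimated correlation between genes (adjusted p = 0.122 and 0.0852), and the others above are kept. The list test is camera with a correlation of 0.01 between genes, adjusted over 186 tests. As recovered reads, with genes at 0 set to a floor of 3 reads over the group, the median log2 ratios in siRbl2 and E2f4VP16 MEFs are 5.03 and 5.66 for radial spokes, 4.96 and 5.26 for axonemal dyneins, 4.85 and 5.59 for inner proteins and 2.54 and 2.79 for assembly factors.

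**Figure D1:**
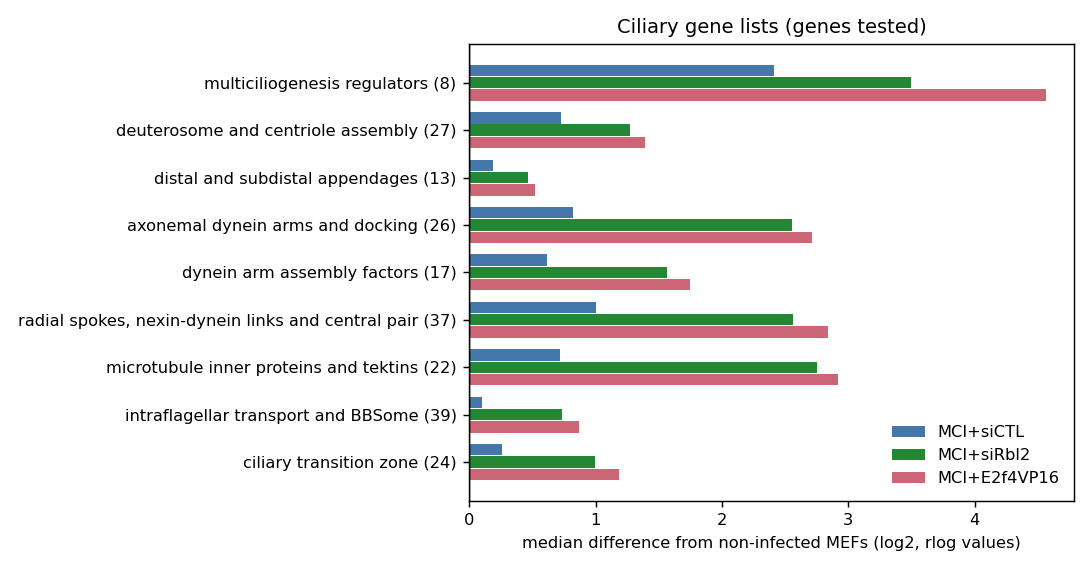
Median log2 difference (rlog values) from non-infected MEFs of the tested genes of 9 ciliary gene lists in siCTL, siRbl2 and E2f4VP16 MEFs, 3 libraries in each group. The lists were fixed before the data were examined, though after the tables of the paper had been seen.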

Gene Ontogeny (GO) analysis of differentially expressed genes (DEGs) comparing experimental conditions and the non-infected controls (adj p > 0.05, |FC | > 2) highlighted significant enrichment in Multicilin-induced MEFs, in the presence of either E2f4VP16 or siRbl2, for biological processes (GO:BPs) such as cilium organization, cilium movement, and protein localization to cilium as well cellular components (GO:CCs) cilium, centriole, manchette and dynein axonemal particle (Fig. 3b). Multicilin-induction with siCTL had a significant enrichment in GO:CC deuterosome and GO:BPs cilium organization and multiciliated differentiation; however, the most significantly enriched GO:BPs were immune system process and response to interferon-beta (Fig. 3b). 

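In siCTL MEFs genes of the interferon response and of antigen presentation rose. All 35 interferon-stimulated genes rose against non-infected MEFs (median log2 difference 2.06, list test adjusted p = 2.05e-22), 19 of them by a log2 difference of at least 2. Oasl1, an antiviral gene of the oligoadenylate synthetase family, rose from 5.87 ± 4.31 to 546 ± 84.4 normalized reads (3.05, SE 0.103), and Iigp1, an interferon-induced GTPase, from 85.0 ± 17.8 to 3103 ± 517 (3.13, SE 0.114). Of 19 genes of guanylate-binding proteins, immunity-related GTPases and interferon-gamma response, 18 rose and Socs1, a feedback inhibitor of cytokine signaling, fell by 0.25 (list median 1.97, adjusted p = 3.69e-10). All 14 genes of antigen presentation by MHC class I rose (median 1.38, adjusted p = 1.54e-11), H2-K1 by 8.22 times to 10558 ± 168 normalized reads. On recovered reads the median log2 ratio is 3.23 for the interferon-stimulated and 2.31 for the MHC class I genes. With an estimated correlation between genes the calls of all 3 lists are lost (adjusted p = 0.13, 0.185 and 0.0669). In the same MEFs all 13 macrophage markers fell (median -2.37, adjusted p = 1.14e-11, adjusted p = 0.014 with an estimated correlation), Lyz2 from 4731 ± 444 to 282 ± 61 normalized reads.

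Ciliary genes rose in siCTL MEFs as well. All 8 tested regulators of MCC differentiation rose (median 2.41, adjusted p = 2.54e-09): Foxj1 from 10.3 ± 1.01 to 4028 ± 130 normalized reads (2.59) and Ccno, a regulator of centriole amplification, from 15.1 ± 2.49 to 1272 ± 32.3 (2.36). Of 27 deuterosome and centriole assembly genes 23 rose and 3 fell (Cetn3 -0.25, Cep97 -0.21 and Cep63 -0.18, list median 0.73, adjusted p = 9.97e-10), with Deup1 at 939 ± 67 and Cep152 at 1221 ± 119 normalized reads, from 0 and 140 ± 22.9. Axonemal genes rose with smaller medians than the MCC regulators: 34 of 37 radial spoke genes (median 1.00, adjusted p = 1.07e-12), 21 of 26 axonemal dynein genes with Dnal4 lower (0.82, adjusted p = 7.8e-07), 19 of 22 inner protein genes with Tekt2 lower (0.72, adjusted p = 6.93e-07), and 15 of 17 assembly factors with Pih1d1 lower (0.61, adjusted p = 4.85e-06, adjusted p = 0.0543 with an estimated correlation, where the call is lost). Of 24 transition zone genes 15 rose and 2 fell, Fuz and Cc2d2a (list median 0.26, adjusted p = 3.34e-04), and of 13 appendage genes 8 rose while Ccdc120, Ttbk2 and Cep164 fell (0.19, adjusted p = 0.0191, adjusted p = 0.254 with an estimated correlation). Intraflagellar transport genes, with 19 higher and 9 lower of 39, did not pass the list test (0.10, adjusted p = 0.0711). On recovered reads, with genes at 0 at the floor, the median log2 ratio of the radial spoke genes in siCTL MEFs is 2.45, that of the centriole assembly genes 1.21 and that of the MCC regulators 6.88.

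**Figure D2:**
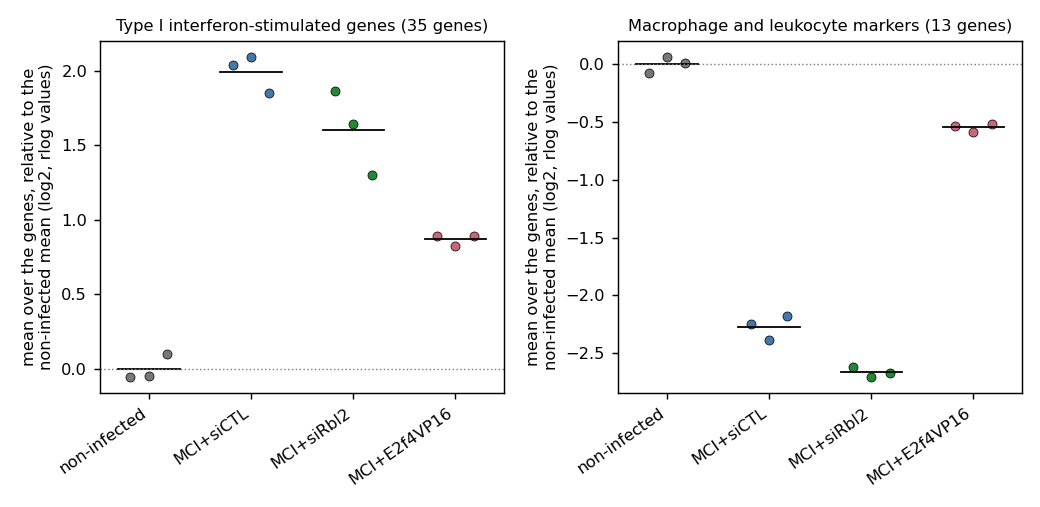
Mean rlog value of 35 interferon-stimulated genes and of 13 macrophage markers in each library, relative to the mean of the non-infected MEFs. Points are libraries and lines are group means.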

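Interferon and antigen presentation genes were higher than in non-infected MEFs with siRbl2 and with E2f4VP16 too. All 35 interferon-stimulated genes rose in siRbl2 MEFs (median log2 difference 1.52, list test adjusted p = 1.51e-15), and 30 rose while Ifit3b and Ddx58 fell in E2f4VP16 MEFs (0.97, adjusted p = 5.01e-07). Iigp1 stood at 2522 ± 1020 normalized reads in siRbl2 and at 494 ± 53.2 in E2f4VP16 MEFs, and the chemokine gene Cxcl10 at 480 ± 205 and 20.8 ± 9.39, against 13.6 ± 5.79 in non-infected MEFs (0.18 in E2f4VP16 MEFs, adjusted p = 0.347). Of the 19 genes of guanylate-binding proteins, immunity-related GTPases and interferon-gamma response, 18 rose in siRbl2 (median 1.80, adjusted p = 1.7e-07) and 12 in E2f4VP16 MEFs (0.65, adjusted p = 0.0191), and Socs1 fell in both (-0.43 and -1.08). Of 14 MHC class I genes, 14 rose in siRbl2 (adjusted p = 7.26e-07) and 10 in E2f4VP16 MEFs, where Tapbp, a peptide-loading chaperone, fell by 0.23 (list median 0.75 in both, adjusted p = 0.0023 in E2f4VP16 MEFs). With an estimated correlation all 6 calls are lost (adjusted p = 0.204 and 0.39 for interferon-stimulated, 0.256 and 0.566 for guanylate-binding and related, 0.151 and 0.336 for MHC class I genes).

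Compared directly, 35 of 35 interferon-stimulated genes were lower in E2f4VP16 than in siCTL MEFs (median -1.03, adjusted p = 3.44e-12, adjusted p = 0.257 with an estimated correlation), Cxcl10 at -2.61. Against siRbl2 MEFs 31 were lower and Oas3 was higher (list median -0.63, adjusted p = 3.33e-09, adjusted p = 0.327 with an estimated correlation). Between siRbl2 and siCTL MEFs 28 were lower (29 when adjusted over the list alone) and Dhx58 was higher (list median -0.35, adjusted p = 2.67e-07, adjusted p = 0.382 with an estimated correlation), with Oasl1 at -0.16 (adjusted p = 0.208). The libraries of these 2 groups overlap on this list, with means above non-infected MEFs of 1.85 to 2.09 in siCTL and 1.30 to 1.87 in siRbl2 MEFs. MHC class I genes were lower in siRbl2 than in siCTL MEFs in 14 of 14 (list median -0.54, adjusted p = 1.57e-09, adjusted p = 0.0915 with an estimated correlation), H2-K1 at 5024 ± 179 normalized reads. Between E2f4VP16 and siRbl2 MEFs 5 MHC class I genes were higher and 8 lower, and the list did not pass (median -0.19, adjusted p = 0.452). Of the 13 macrophage markers 13 were lower than in non-infected MEFs in siRbl2 (median -2.92, adjusted p = 2.06e-10) and 12 in E2f4VP16 MEFs (-0.57, adjusted p = 0.0189, adjusted p = 0.256 with an estimated correlation), where Cd68 was higher (0.49).

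By number, 10 interferon-stimulated genes in siRbl2 and 2 in E2f4VP16 MEFs were higher by a log2 difference of at least 2, and 24 and 10 on recovered reads, where siCTL MEFs have 28. For the guanylate-binding and related list the counts in siCTL, siRbl2 and E2f4VP16 MEFs are 9, 3 and 0 by limma on rlog values (0 in E2f4VP16 MEFs at an unadjusted p as well) and 16, 16 and 5 on recovered reads. For MHC class I genes they are 3, 0 and 0 by limma on rlog values and 8, 4 and 4 on recovered reads. These lists are not the members of the GO terms. Ifit3 and Ifit3b, and the H2-Q genes, are near copies that share reads.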

Similar numbers of DEGs from these GO terms were also noted in the E2f4VP16 and siRbl2 MEFs, however the greater total number of DEGs decreased the enrichment significance for these GO terms (Supplementary Table S3). 

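Foxj1 stood at 41031 ± 1250 normalized reads in E2f4VP16 and 15020 ± 292 in siRbl2 MEFs, a ratio of 2.73 (log2 difference 1.10, adjusted p = 9.61e-27). All 8 MCC regulators were higher in E2f4VP16 than in siRbl2 MEFs (median 0.76, list test adjusted p = 2.09e-07). Trp73 was 5.78 times as high (9462 ± 195 against 1637 ± 47.4, 1.90) and Ccno 1.89 times (10713 ± 223 against 5675 ± 207, 0.69, adjusted p = 3.75e-19). Deup1 (0.41), Cdc20b, the host gene of the miR-449 cluster (0.83), and Dynlrb2 (0.31) were higher too. Cfap65, a protein of the motile axoneme, had a log2 difference of 0.06 (adjusted p = 0.554), and Lrrc23 was lower in E2f4VP16 MEFs (-0.58, adjusted p = 3.21e-09).

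The ciliary lists were higher in E2f4VP16 MEFs by smaller margins. Of 37 radial spoke genes 28 were higher and 2 lower (median 0.34, adjusted p = 3.85e-05, adjusted p = 0.0346 with an estimated correlation). For 22 inner protein genes 15 were higher and 1 lower (0.25, adjusted p = 0.00786), for 26 axonemal dynein genes 14 and 3 (0.21, adjusted p = 0.0113), for 17 assembly factors 9 and 2 (0.26, adjusted p = 0.017) and for 27 deuterosome and centriole genes 16 and 6 (0.13, adjusted p = 0.0152). For 39 intraflagellar transport genes 21 were higher and 7 lower (0.13, adjusted p = 0.0149), for 24 transition zone genes 13 and 3 (0.12, adjusted p = 0.0363) and for 13 appendage genes 9 and 0 (0.16, adjusted p = 0.0115). With an estimated correlation these 7 calls are lost (adjusted p = 0.134, 0.123, 0.254, 0.316, 0.221, 0.132 and 0.221 in the order given). In the same comparison all 13 macrophage markers were higher in E2f4VP16 MEFs (median 2.19, adjusted p = 1.02e-11), Adgre1 at 440 ± 32.2 against 15.5 ± 4.13 normalized reads.

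Of the 98 MCC-list genes called higher or lower than in non-infected MEFs in both groups, 57 were higher and 12 lower in E2f4VP16 than in siRbl2 MEFs (median 0.22), and 29 did not pass. Of the 9 MCC-list genes called in both siRbl2 and siCTL MEFs, 8 were higher with siRbl2 and 1 did not pass (median 1.11), and of the 7 called in both E2f4VP16 and siCTL MEFs all 7 were higher with E2f4VP16 (2.19). These genes were chosen by their difference from the shared non-infected MEFs, so the tallies are not independent of that choice. Against siCTL MEFs the 8 regulators were higher in both groups (medians 1.06 with siRbl2, adjusted p = 2.29e-13, and 2.24 with E2f4VP16, adjusted p = 3.19e-09). Foxj1 was 3.73 times as high with siRbl2 and 10.2 times with E2f4VP16. Dynlrb2 stood at 71.8 ± 4.98 normalized reads in siCTL, 1225 ± 10.1 in siRbl2 and 1631 ± 120 in E2f4VP16 MEFs. Against siCTL MEFs 37 of 37 radial spoke genes were higher with E2f4VP16 (1.79, adjusted p = 1.3e-19), as were 24 of 26 axonemal dynein genes (1.90, adjusted p = 3.47e-13). All 13 macrophage markers were higher in this comparison as well (1.76, adjusted p = 2.72e-08, adjusted p = 0.0274 with an estimated correlation).

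**Figure D3:**
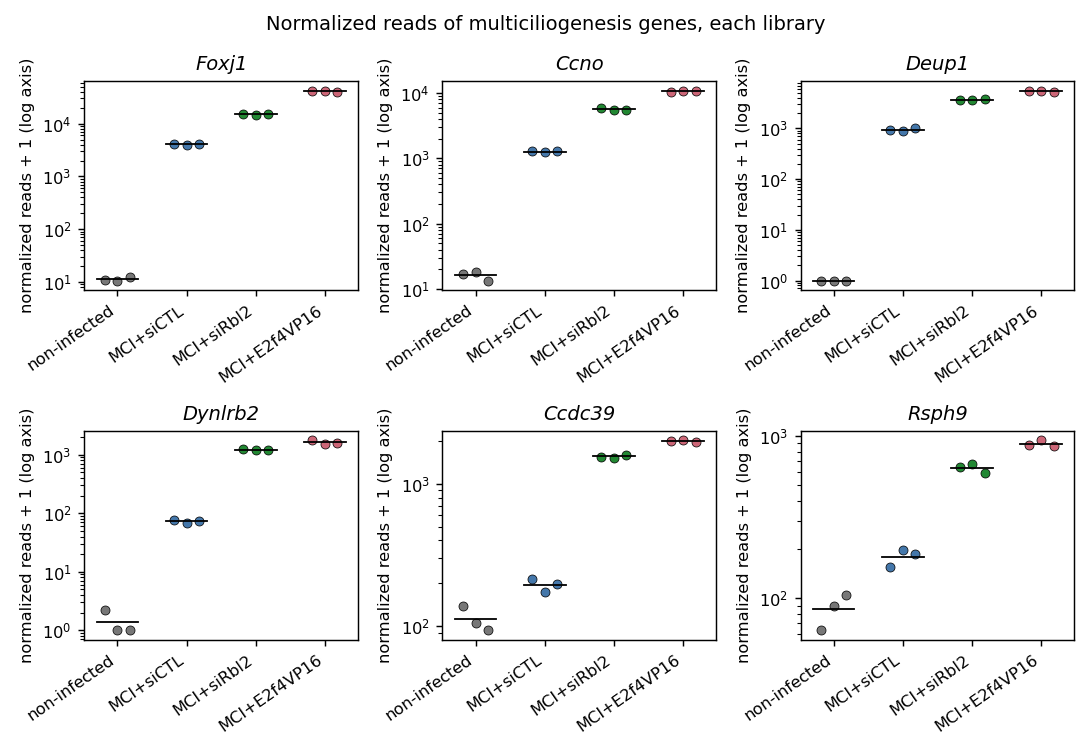
Normalized reads plus 1, on a log axis, of Foxj1, Ccno, Deup1, Dynlrb2, Ccdc39 and Rsph9 in the 4 groups. Points are libraries and lines are group means.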

Comparing common DEGs between samples, Multicilin-induced MEFs with E2f4VP16 have higher MCC gene expression compared to *Rbl2*-depleted MEFs (Fig. 3c), however both are significantly increased compared to siCTL (Fig. 3d, e). 

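Of genes higher than in non-infected MEFs by a log2 difference of at least 2, 137 were called with E2f4VP16 alone, 30 with siRbl2 alone and 26 with siCTL alone. Another 174 were called with siRbl2 and E2f4VP16 but not with siCTL, 20 with siCTL and siRbl2, 2 with siCTL and E2f4VP16, and 16 in all 3 groups. Jag2, a Notch ligand, is in the region of siRbl2 and E2f4VP16 (22.4 normalized reads in non-infected MEFs, 186 in siCTL, 340 in siRbl2 and 1349 in E2f4VP16 MEFs). Dnah3, an inner arm dynein heavy chain, is called with E2f4VP16 (3.19) and has a log2 difference of 1.17 with siRbl2. Mcidas, Foxj1, Ccno, Deup1 and Trp73 are called in all 3 groups, and the antiviral gene Mx1 with siCTL (2.53) and siRbl2 (2.25) but not with E2f4VP16 (0.19, adjusted p = 0.307).

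The 190 genes called with both siRbl2 and E2f4VP16 compare with 5.09 if the 2 lists were independent. The 3 groups are compared with the same 3 non-infected libraries, too few to give each comparison its own 2. A chance offset of these shared controls could therefore add to this excess. In 20 simulated sets of unchanged groups against these controls the highest overlap by limma is 0, also at any size of difference. The simulated groups were drawn around the means of these same controls. A chance offset of the controls is thereby left out, so the 0 alone cannot decide this question. Over all tested genes the non-infected libraries lay 0.134 to 0.153 apart (root mean square), against the log2 difference of 2 asked for. With each of them left out in turn, the set called with siRbl2 and E2f4VP16 but not siCTL held 176, 168 and 172 genes. It held 174 with all libraries. These values argue against the shared controls as the source of most of the excess. Genes near the threshold may still owe their call to them. A gene called in 1 group and not in another is not thereby shown to differ between them. On recovered reads the region of siRbl2 and E2f4VP16 holds 329 genes and that of all 3 groups 484.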

The Venn diagram shown in Fig. 3f compares all DEGs, with >2-fold changes in expression, across all experimental conditions relative to non-infected controls. We identified 448 DEGs significantly upregulated specifically in the Multicilin-induced and *Rbl2*-depleted or E2f4VP16 expressing MEFs, but not in the Multicilin-induced siCTL MEFs (Fig. 3g). Of these 448 genes, 99 are present in a previously reported mouse MCC-associated gene list (Fig. 3g, Supplementary Table S4) [37, 38]. This data supports a regulatory role for the suppression of *Rbl2* in enabling Multicilin to activate transcriptional pathways to induce massive centriole biogenesis and form multiple motile cilia.

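The 174 genes called with siRbl2 and E2f4VP16 and not with siCTL hold much of the motile axoneme: 22 of 37 tested radial spoke, nexin and central apparatus genes, 15 of 26 axonemal dynein genes, 14 of 22 inner protein genes and 5 of 17 assembly factors. Cfap206, a radial spoke component, stood at 98.5 ± 5.03 normalized reads in siCTL, 1317 ± 90 in siRbl2 and 1799 ± 95.4 in E2f4VP16 MEFs. Meig1, which has a part in building the sperm flagellum, stood at 22.6 ± 6.09, 523 ± 35.9 and 641 ± 42.7, and Ak7, an adenylate kinase of motile cilia, at 41.5 ± 9.81, 653 ± 19.6 and 820 ± 36.3. Of the centriole assembly genes 4 of 27 are in the set (Cep152, Hyls1, Kif24 and Plk4), and of the MCC regulators Foxn4 and Rfx2. E2f7 and E2f8, repressors among the E2F factors, are in it as well, with E2f7 at 2370 ± 90.4, 4101 ± 35.9 and 7663 ± 228.

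Against siCTL MEFs the median log2 differences of the set are 1.64 with siRbl2 and 1.91 with E2f4VP16. Leaving out genes called with siCTL fixes their direction, so these medians give a size and no test. Of the 174 genes 173 were higher in siCTL than in non-infected MEFs (median 1.02). Between E2f4VP16 and siRbl2 MEFs 108 were higher, 17 lower and 49 did not pass (median 0.26). The set was chosen by its difference from the same non-infected libraries, so these tallies too are not independent of that choice. The number in the set is 432 on recovered reads with a filter on reads, 346 when limma tests whether the difference exceeds 1 and 444 at a log2 difference of at least 1.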

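The MCC-associated list of Table S4 holds 1269 of the 15502 tested genes. Of the 174 genes, 91 (52.3%) are in it. They include Foxn4, a regulator of MCC differentiation (45.8 normalized reads in siCTL, 457 ± 54.6 in siRbl2 and 603 ± 33.2 in E2f4VP16 MEFs), and the 4 centriole genes Plk4, Cep152, Hyls1 and Kif24. Of the 15 axonemal dynein genes 9 are in the list. The 6 that are not are Dnah2, Dnah6, Dnah9, Dnah11, Dnah12 and Wdr78, with Dnah6 at 140, 946 and 1645 normalized reads. Of the 22 radial spoke and central apparatus genes 13 are in the list, and 9 are not: Cfap46, Cfap54, Cfap69, Cfap70, Drc1, Hydin, Iqcg, Rsph4a and Spag6l. Hydin and Rsph4a belong to the genes whose loss causes primary ciliary dyskinesia. Of the 5 assembly factors Ccdc103, Lrrc6, Pih1d2 and Zmynd10 are in the list and Dnaaf1 is not (21.8, 394 and 465). Of 14 inner protein genes 10 are, and Cfap126, Cfap45, Cfap52 and Ribc2 are not. Rfx2, E2f7, E2f8 and Jag2 are in the set but not in the list.

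The count is 154 of 346 when limma tests whether the difference exceeds 1 and 166 of 444 at a log2 difference of at least 1. On recovered reads it is 84 of 329 (25.5%), and 92 of 432 (21.3%) with a filter on reads, so the share depends on the scale of the values. No enrichment test was run, since the list at hand lacks 1 of its genes.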

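With Rbl2 depleted, motile cilium genes rose against siCTL MEFs, with larger medians than genes of the centriole. All 37 radial spoke genes (median log2 difference 1.45, list test adjusted p = 6.02e-35), all 22 inner protein genes (1.63, adjusted p = 4.07e-22), 25 of 26 axonemal dynein genes (1.50, adjusted p = 6.96e-24) and all 17 assembly factors (1.08, adjusted p = 1.34e-16) rose, and 0 fell. Ccdc39, a ruler of axonemal repeat length, rose 7.99 times, from 195 ± 19.7 to 1554 ± 46.2 normalized reads (1.97, SE 0.054, adjusted p = 4.58e-23). Rsph9, a radial spoke head protein, rose 3.54 times, from 179 ± 21.8 to 633 ± 39.5 (1.20, adjusted p = 3.1e-15). The largest differences were those of Lrrc23 (2.89), Meig1 (2.77) and Cfap65 (2.72, from 29.2 ± 5.86 to 587 ± 34.2).

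Of 27 deuterosome and centriole assembly genes 25 rose (26 when adjusted over the list alone) and 0 fell (median 0.62, adjusted p = 3.47e-20). Deup1, on which deuterosomes are built, rose 3.95 times (1.40), and Plk4 2.58 times (0.94). Stil and Sass6, which build the cartwheel of a new centriole, rose 1.78 times (1037 ± 35.5 to 1841 ± 69.4, 0.57, adjusted p = 5.08e-15) and 1.54 times (487 ± 21 to 752 ± 43.4, 0.42, adjusted p = 1.44e-08). Intraflagellar transport genes rose in 37 of 39 (38 over the list alone, median 0.54, adjusted p = 5.84e-24) and transition zone genes in 21 of 24, with Invs at -0.28 (median 0.62, adjusted p = 3.36e-15). Appendage genes rose in 10 of 13 (median 0.26, adjusted p = 5.56e-06, adjusted p = 0.0509 with an estimated correlation, where this call alone of those above is lost), Cep164 by 0.10 (adjusted p = 0.00535). Arl13b, a GTPase of the ciliary membrane, rose 1.19 times (932 ± 50.8 to 1110 ± 25.3, 0.17, adjusted p = 1.65e-04).

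In all, 36 genes were higher and 0 lower in siRbl2 than in siCTL MEFs at a log2 difference of at least 2 by limma (0 lower at an unadjusted p as well). On recovered reads 292 were higher and 9 lower, and 375 and 12 with a filter on reads. At any size 3874 rose and 3959 fell, a split that moves to 3203 and 5086 with the library medians set equal. Of the 13 macrophage markers 9 were lower in siRbl2 MEFs (10 over the list alone) and 0 higher (median -0.52, adjusted p = 0.00185, adjusted p = 0.151 with an estimated correlation). The paper compares the genes called with siRbl2 or E2f4VP16 but not with siCTL with the MCC list, and reads its data as support for a regulatory role of Rbl2 suppression, which would let Multicilin switch on transcription for centrioles and motile cilia. The RNA values bear on transcript levels, and protein and cilia were measured elsewhere in the study.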

**Fig. 3:**
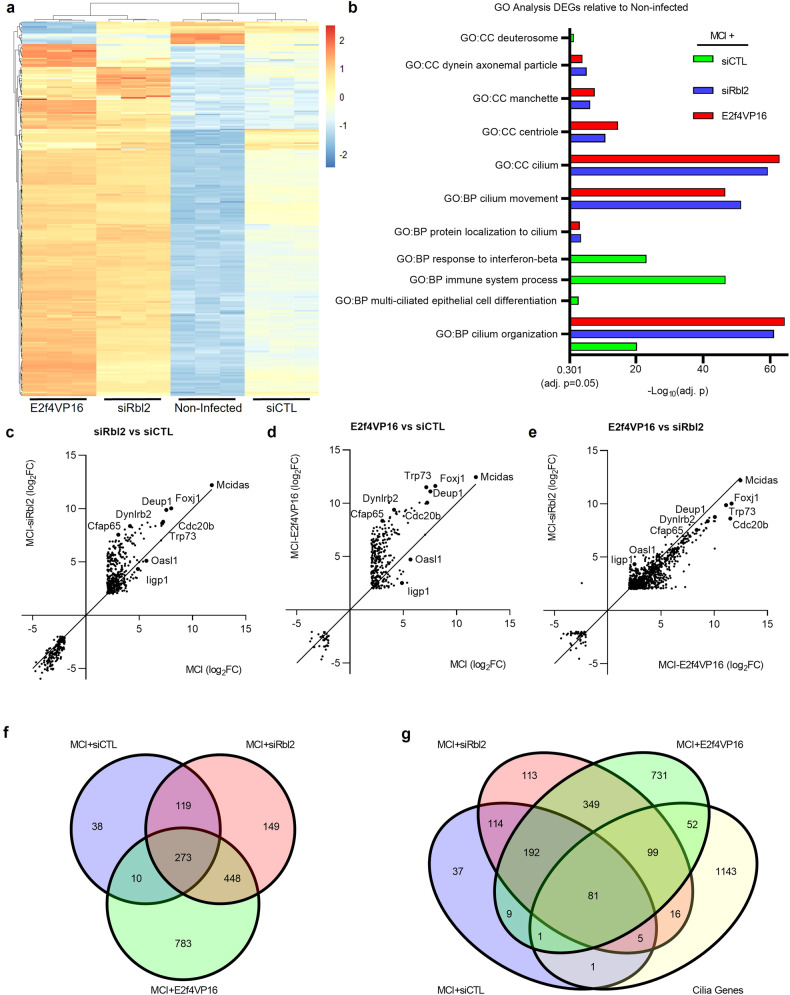
Transcriptome profiling confirms induction of multiciliogenesis in the presence of siRbl2 or E2f4VP16 compared to Multicilin alone. **a** Unsupervised heatmap of RNA-seq data for MCC-associated genes comparing non-infected MEFs and FLAG-MCI MEFs with either siCTL, siRbl2 or E2f4VP16. **b** Gene ontology (GO) analysis of differentially expressed genes (DEGs) (Supplementary Table S3) comparing non-infected MEFs and FLAG-MCI MEFs with either siCTL, siRbl2 or E2f4VP16. GO terms include biological process (GO:BP) and cellular components (GO:CC). **c**–**e** Scatter plots comparing significant DEGs in FLAG-MCI MEFs (relative to uninfected, absolute log2 fold change>2, adj. *p* < 0.5) for siRbl2 vs. siCTL (**c**), E2f4VP16 vs siCTL (**d**), and siRbl2 vs E2f4VP16 (**e**). **f**, **g** Venn diagrams representing significantly increased DEGs in FLAG-MCI relative to uninfected controls (log2 fold change>2, adj. *p* < 0.5, Supplementary Table S5) comparing siRbl2, siCTL and E2f4VP16 (**f**) and compared to known MCC-specific genes [37] (**g**). *N* = 3 experimental replicates for all RNAseq data.

### RBL2 expression does not change the extent of multiciliogenesis from HBECs

Since knockdown of *Rbl2* allowed Multicilin to induce ectopic multiciliogenesis in MEFs, a cell type that is not innately capable of multiciliogenesis, we investigated whether *RBL2* knockdown in human MCC progenitors can potentiate multiciliogenesis. To accomplish this, we compared the differentiation of human bronchial epithelial cells (HBECs) at the air-liquid interface (ALI) with or without *RBL2* knockdown (Fig. 4). qRT-PCR analysis after 14 days of ALI differentiation confirmed that shRBL2 (shRBL2#1 and #2) significantly decreased expression of *RBL2* when compared to non-targeting controls (shNTC#1 and #2), by 2.37 ± 0.63 and 1.30 ± 0.19 log2 fold change, respectively (Fig. 4a). The reduction in *RBL2* expression resulted in a modest increase in the expression of early MCC differentiation genes including *SAS6, DEUP1* and *TP73* (Fig. 4b), however the expression of genes associated with differentiated human airway epithelium, including goblet (*MUC5AC)*, club (*CC10)*, and ciliated (*FOXJ1) cells* was unchanged (Fig. 4c). This suggests that the proportion of MCCs generated in the presence of *RBL2* knockdown was unchanged. Immunoblotting confirmed knockdown of RBL2 at the protein level alongside increased expression of TP73, while more mature MCC markers, FOXJ1 and axonemal protein CCDC39, remained unchanged (Fig. 4d, e). Immunostaining for cilia maker acetylated α-tubulin (ATUB) was used to evaluate the efficiency of MCC differentiation by quantifying the area of ciliated cell coverage on the apical surface at ALI day 14, while live video analysis was used to measure cilia beat frequency (CBF). No significant changes in total ciliated cell coverage, nor in CBF were detected in RBL2 knockdowns compared to controls (Fig. 4g, h). These data show that ectopic reduction of RBL2 expression does not change MCC maturation and function and suggests that RBL2 activity may already be endogenously regulated during the early stages of HBEC differentiation at the ALI.

**Fig. 4:**
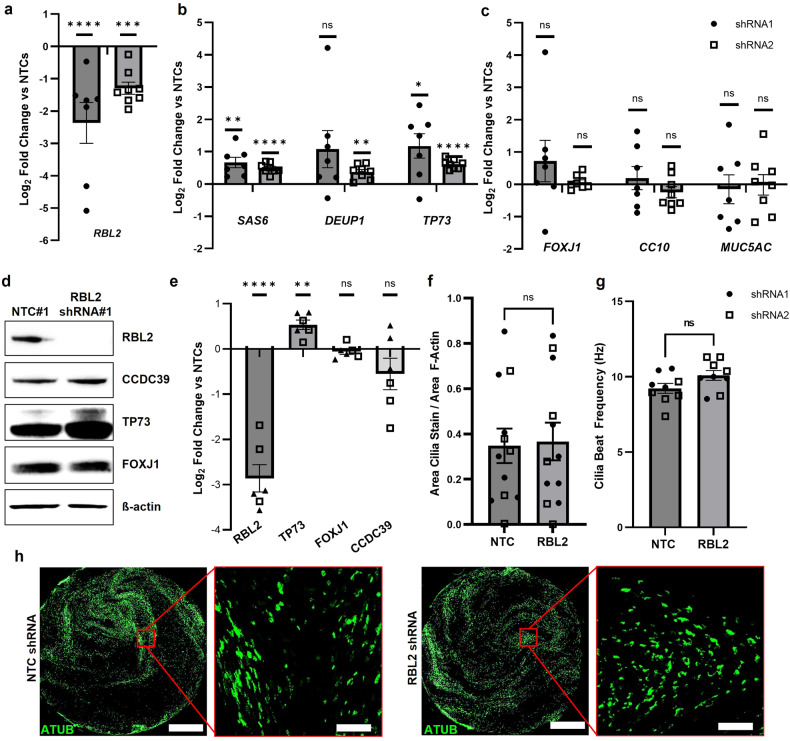
RBL2 knockdown does not impact the efficiency of MCC differentiation in HBEC. qRT-PCR comparing HBECs treated with shRNA-RBL2 (shRNA#1 (filled circles), shRNA#2 (open squares)) or a non-targeting control (NTC) at Day 14 if ALI culture for *RBL2* (**a**), early MCC markers *SAS6*, *Deup1* and *TP73* (**b**) and differentiated epithelial cell markers *FOXJ1* (MCC), *CC10* (club), and *Muc5AC* (goblet) (**c**). Data is corrected for *RPLP0* and normalized to NTC shRNA, *N* = 4–5 biological replicates each with *n* = 1–2 experimental replicates paired for each shRNA. **d** Representative western blot for shRNA#1 and NTC#1 at Day 14 ALI for RBL2 and MCC proteins CCDC39, TP73 and FOXJ1. **e** Quantification of protein expression from *N* = 3 biological replicates for each shRNA. **f** Quantification of cilia coverage at D14 ALI expressed as a ratio of area of total acetylated α-tubulin (ATUB, cilia) over total growth area (area F-Actin), *N* = 5–6 biological replicates each *n* = 1-2 experimental replicates. **g** Analysis of cilia beat frequency (CBF) at D14 ALI, *N* = 4–5 biological replicates. **h** Representative IF images of ATUB (green), scale bars represent 1 mm and 100 µm. Data is expressed as mean ± SEM and compared using two-tailed paired t-tests (**a**–**c**, **e**) ratio-paired t-test (**f**) paired t-test (**g**) and *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001.

### ALI culture phosphorylates RBL2, allowing Multicilin to drive multiciliogenesis in HBECs

To determine whether RBL2 interactions with Multicilin are indeed altered during the early phase of ALI differentiation of HBECs, we evaluated RBL2-Multicilin interactions comparing ALI to submerged cultures in differentiation media. Doxycycline (DOX) induction of lentiviral-transduced FLAG-tagged Multicilin in HBECs was performed over a 4-day period prior to sample collection (Fig. 5a, Supplementary Fig. S5a-b). Immunoprecipitation of FLAG-tagged Multicilin and immunoblotting for RBL2 revealed a higher amount of RBL2 complexed with Multicilin in the submerged cultures (Fig. 5a, Sub D0 and Sub D4), compared to ALI cultures (Fig. 5a, ALI D4 and ALI D21). Total RBL2 remained consistent in all conditions (Fig. 5a, Supplementary Fig. S5b). These data demonstrate that ALI culture attenuates the direct interaction between RBL2 and Multicilin in HBECs, which in turn potentiates Multicilin transcriptional activity to drive MCC differentiation.

**Fig. 5:**
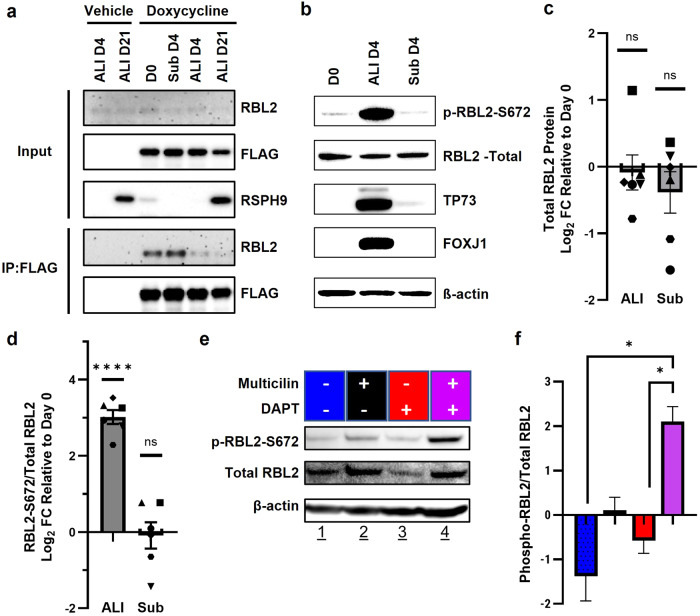
Air-liquid interface attenuates the interaction between RBL2-Multicilin. **a** Representative western blot for total protein and immunoprecipitation with FLAG in FLAG-MCI induced HBECs either submerged (Sub) or ALI culture. **b** Representative western blot for total RBL2, phosphorylated serine 672 RBL2 (RBL2 S672) and MCC proteins TP73 and FOXJ1 at D0, D4 (Sub) and ALI D4. Protein quantification for total-RBL2 (**c**) and RBL2 S672:total RBL2 (**d**), *N* = 6 biological replicates. **e** Representative western blot for Multicilin-induced HBECs at Sub D4 in the presence of 5 µM DAPT or vehicle. **f** Protein quantification for DAPT treatment from *N* = 3, from 1-2 biological replicates and 1-2 experimental replicates. Data represents mean ± SEM and is compared using a paired t-test (**c**, **d**) and 2-way ANOVA and post-hoc Tukey’s multiple comparisons test (**f**).

Cyclin-dependent kinases are known to phosphorylate the RB family of proteins, interrupting their interaction with E2F family transcription factors to regulate gene expression and cell cycle progression [39, 40]. Canonically, RBL1/2 interactions with E2F4/5 actively repress cell cycle genes [36]. The ability of Multicilin to co-opt E2F4 to induce centriole biogenesis in cells not actively dividing, suggests a mechanism whereby RBL2 may be phosphorylated and inactivated. RBL2 has over 26 reported phosphorylation sites [41–43], of which hyperphosphorylation is associated with dissociation from E2F4 and RBL2 degradation [41, 44, 45]. Among these phosphorylation sites, phosphorylation of S672 has been shown to be important for attenuating E2F4-RBL2 interactions and is necessary for ubiquitination and degradation [44]. We therefore investigated whether S672 RBL2 phosphorylation status differed between HBECs in ALI and submerged culture. We observed no significant difference in total RBL2 protein expression while S672-phosphorylated RBL2 (S672-RBL2) was significantly higher in HBECs cultures at the ALI compared to submerged (Fig. 5b–d). Immunoblotting analysis confirmed that MCC differentiation was activated, evidenced by the induction of Multicilin transcriptional targets, FOXJ1 and TP73, at D4 ALI differentiation (Fig. 5b). These data suggest that the RBL2-dependent regulation of Multicilin activity, during ALI differentiation, is associated with increased RBL2 phosphorylation.

Expression of Multicilin in HBECs is known to be dependent on the inhibition of NOTCH signaling downstream of air exposure [13]. To determine if RBL2 phosphorylation in differentiating HBECs can be regulated by NOTCH inhibition and Multicilin activity, independent of ALI, we inhibited NOTCH signaling using 5 µM of the γ-secretase inhibitor (DAPT) and induced Multicilin for 4 days in HBECs submerged in differentiation media. Immunoblotting analysis revealed that inhibition of NOTCH signaling alone decreased total RBL2 protein expression, while Multicilin induction alone increased S672-RBL2 expression; both conditions resulted in increases in S672-RBL2:total RBL2 (Fig. 5e, f). Interestingly, only the combination of NOTCH-inhibition and Multicilin-induction significantly increased the S672-RBL2:total RBL2 compared to each factor alone (Fig. 5f, g). This data supports a regulation of RBL2 phosphorylation downstream of both NOTCH-inhibition and Multicilin-induction and suggests that they work synergistically to phosphorylate RBL2 at S672.

### RBL2 knockdown increases the transcriptional activity of Multicilin in submerged HBECs

As RBL2 phosphorylation is associated with dissociation from the E2F proteins allowing transcriptional activation, we depleted RBL2 in submerged Multicilin-inducible HBECs to determine whether Multicilin-dependent transcriptional activation of multiciliogenesis would be potentiated independent of regulation by ALI differentiation. Multicilin expression was induced for 4 days in submerged cultures. Induction alone (red bars, Fig. 6a) had no effect on *RBL2* expression, but significantly increased expression of MCC genes *TP73*, endogenous *MCIDAS*, and *FOXJ1* (Fig. 6a). RBL2 knockdown alone had no significant impact on *TP73* gene or protein expression (Fig. 6a–d), however, increased MCC gene expression was observed for *FOXJ1* (Fig. 6a). Interestingly, the combination of RBL2-knockdown and Multicilin-induction led to a significant increase in the expression of MCC genes *SAS6*, *DEUP1*, *TP73* and *FOXJ1* (blue bars + DOX, Fig. 6a), the number of TP73-positive cells (Fig. 6b, c), and total TP73 protein expression (Fig. 6d) when compared to either condition alone. Additionally, only in the combination of RBL2-knockdown and Multicilin-induction were we able to observe some cells with multi-nucleated basal bodies and visible cilia axonemes, shown in confocal images for pericentrin and ATUB (Fig. 6e). We also found that Multicilin-induced MCCs with RBL2 depletion had active ciliary beating, observed in Supplementary Movie S1, indicating functional cilia differentiation. These data support a new role for RBL2 in the direct inhibition of the activity of Multicilin. Only in the absence of RBL2 can Multicilin efficiently drive the transcriptional network necessary for multiciliogenesis.

**Fig. 6:**
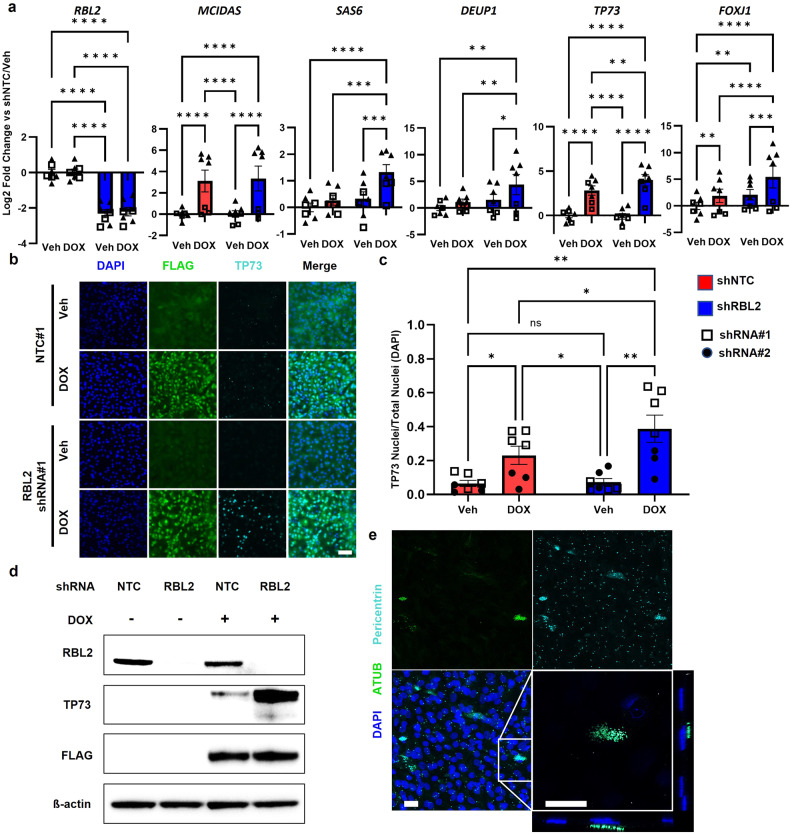
RBL2 inhibits the activity of Multicilin in HBECs. **a** RT-qPCR for HBECs comparing nontargeting controls (shNTC#2, red) to RBL2 (shRBL2#2, blue) in the presence (DOX) or absence (Veh, H_2_O) of Multicilin induction. Gene expression is relative to RPLP0 and normalized to the NTC shRNA. *N* = 4 biological replicates, *n* = 2 experimental replicates (squares, triangles). **b** Representative IF images for FLAG (Green), TP73 (Cyan) and DNA (DAPI, blue) in HBECs. Scale bars represent 200 µm. **c** Quantification of TP73 positive cells. *N* = 3–4 biological replicates per shRNA **d** Representative western blot for RBL2, TP73 and FLAG in HBECs comparing shNTC#2 to shRBL2#2 in the presence (DOX) or absence (Veh) of Multicilin induction **e** Representative confocal images of basal bodies (Pericentrin, cyan) and cilia (acetylated α-tubulin, ATUB, green) with DNA counterstain (DAPI, blue) in shRBL2 with Multicilin induction. Scale bars represent 25 µm. Data represents mean ± SEM and is compared using a 2-way ANOVA and post-hoc Tukey’s multiple comparisons test (**a**–**c**) with significance at *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

This study was designed to elucidate the mechanisms that regulate the potential of human airway epithelial cells to become multiciliated. We previously reported that Multicilin can drive ectopic multiciliogenesis in MEFs, but only when using a modified version of E2f4 where the C-terminus is replaced with a VP16 transcriptional activator [33]. Here we show that E2f4-VP16 disrupts the interaction of RBL2 with the Multicilin/E2F protein complex, and that depletion of RBL2 alone increases the transcriptional activity of Multicilin in both MEFs and HBECs. Additionally, culture of HBECs at the ALI increases the levels of phosphorylated S672-RBL2 and disrupts the interaction of Multicilin with RBL2. This phenotype was recapitulated in submerged cells only in the presence of both Multicilin-induction and NOTCH-inhibition. Collectively, the data support a novel mechanism whereby the ALI facilitates phosphorylation of RBL2, downstream of the inhibition of NOTCH signaling, allowing the Multicilin-E2f4 transcriptional complex to drive multiciliogenesis independently of cell-cycle mediated RBL2 phosphorylation. This new mechanism is summarized in the schematic in Fig. 7.

**Fig. 7:**
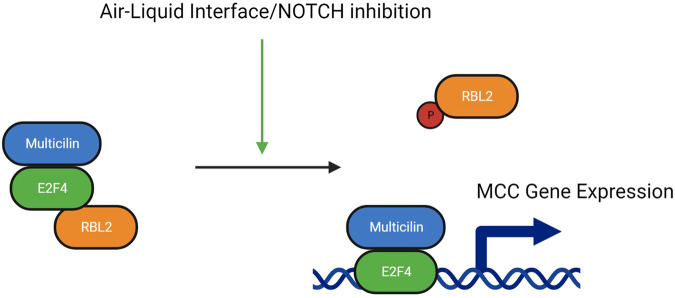
Regulation of Multiciliogenesis and the activity of Multicilin by RBL2. Schematic depicting the new mechanism of regulating MCI activity during multiciliogenesis. Unphosphorylated RBL2 binds to E2F4 and inhibits Multicilin-induction of MCC gene expression. Differentiation at an air-liquid interface and inhibition of NOTCH signaling both phosphorylate RBL2 and dissociate it from the E2F4/Multicilin complex, allowing for induction of MCC gene expression.

Multicilin and GEMC1 initially were associated with the cell cycle as Geminin superfamily proteins through sequence homology of their coiled-coiled domains with Geminin, a negative regulator of DNA replication [24, 46]. Data from a variety species, however, indicates that Multicilin and GEMC1 expression is necessary for proper MCC differentiation [17, 24–27, 46–49], with loss of function in either gene causing reduced generation of motile cilia [27, 49], without apparently leading to general cell cycle defects. Both GEMC1 and Multicilin lack a known DNA binding domain, and instead use their conserved C-terminal TIRT domains to interact with the transcription factors E2F4 and E2F5 [28, 49]. GEMC1 has been shown to more effectively complex with E2F5 and is thought to specify MCC fate by driving the expression of Multicilin and other downstream MCC transcriptional regulators, while Multicilin complexes with both E2F4 and E2F5 [28, 49] to potentiate multiciliogenesis through a positive feedback loop, activation of massive centriole biogenesis, and upregulating the expression of downstream transcription factors. E2F4 and E2F5 have been well characterized as repressors of cell cycle progression, through their interactions with RBL1 and RBL2, which recruit various epigenetic regulators to repress the expression of cell cycle genes [50–53]. The mechanism by which Multicilin co-opts E2F4 to induce transcription is largely unexplored, however recent work has shown that the GEMC1 and MCIDAS complex with TP73 [54] and TRRAP [49] and that their TIRT domains confer differential affinity for SWI/SNF subcomplexes [49]. E2F4 and E2F5 are dual-role transcription factors, both acting in essentially all cell types as repressors during the cell cycle, but as activators in progenitors during multiciliogenesis; how the cell differentially regulates the function of E2F4 and E2F5 in this context is still unknown.

Our previously published work demonstrated that multiciliogenesis can be induced in MEFs, a mesenchymal cell type that is not innately capable of MCC differentiation, through a process requiring serum starvation and expression of Multicilin and E2f4ΔCT-VP16 [33]. This suggested that a specific cellular state is required to potentiate multiciliogenesis downstream of Multicilin induction, specifically requiring G0/G1 arrest as well as additional unknown factors that can facilitate the role of E2f4 as a transcriptional activator. Here our identification of Rbl2 as a repressor of Multicilin, an interaction which can be interrupted by replacing the PBDB with VP16, is not surprising as serum starvation has been shown to increase hypo-phosphorylation of Rbl2 and E2f-Rbl2 interactions in the MEF derived cell line, NIH3T3 [55]. As Rbl2-depleted MEFs expressing FLAG-MCI were able to generate cilia akin to that of Multicilin-induced MEFs expressing E2f4VP16, it is likely that MEFs have an innate capacity to utilize endogenous E2f4 to function as a transcriptional co-activator, however, this is reduced by the presence of active Rbl2.

Interestingly, Rbl1 was not efficiently co-immunoprecipitated with FLAG-MCI when expressed alone in MEFs. Multicilin-RBL1 interactions did not appear to be altered by ALI differentiation (data not shown), despite RBL1, and not RBL2, being identified in complex with Multicilin and GEMC1 in recently reported experiments performed in HEK293 cells [49]. RBL2 has been reported to associate with E2F4 during G0 and G1, while RBL1/E2F4 complexes form mainly during S-phase of the cell cycle [56]. This may explain why we detected Rbl1 complexed with Multicilin only when wildtype E2f4 was overexpressed, as endogenous E2f4 would preferentially bind Rbl2, but in the presence of excess E2f4, complexes with E2f4 were able to form. Additionally, our Rbl1 knockdown did not increase MCC specification. Taken together this points to a mechanism where RBL1 regulates GEMC1/E2F5 specification of MCCs, while RBL2 regulates the potential of Multicilin/E2F4 to drive multiciliogenesis.

In conclusion, we provide evidence to support a mechanism by which ALI culture decreases the interaction of RBL2 with Multicilin. Submersion is believed to mimic a hypoxic environment and inhibit differentiation by maintaining NOTCH signaling [13]. We show here that RBL2 interaction with Multicilin is regulated by its phosphorylation and only the combination of NOTCH-inhibition and Multicilin-induction was capable of increasing phospho-RBL2 in submerged cultures, suggesting that RBL2 phosphorylation is downstream of NOTCH-inhibition.

## Materials and Methods

### Cell culture

#### Mouse embryonic fibroblasts (MEFs)

Freshly prepared primary MEFs were obtained from the Genome Manipulation Core at the Salk Institute (strain DR4, non-irradiated). MEFs were grown in DMEM supplemented with 10% FBS and 0.1 mM nonessential amino acid (#11140-050; Invitrogen) in a 37 °C humidified incubator with 5% CO2. Only MEFs cultured for less than 4 passages were used in experiments.

#### Human bronchial epithelial cells (HBECs)

Primary HBECs were either a gift from Dr. Steve Brody (Wash U) or isolated from explant donor lungs as previously described [57] and cultured for one passage in Airway Epithelial Growth Medium (Promocell C-21160). Continued passaging of HBECs was performed in Pneumacult-Ex Plus (StemCell Technologies #05040) and differentiation of cells was performed in differentiation media, either PnuemaCult-ALI (StemCell Technologies #05001) or VALI media [58] on Transwell inserts (Corning #3470, #3460). Expansion and differentiation of HBECs was performed according to the Pneumacult-ALI manufacturer guidelines, with the exception that all cell culture surfaces were coated in PureCol (Advanced Biomatrix #5005) according to product guidelines. The use of de-identified HBECs was approved by the IRB of both the University of Southern California and the University of Iowa as “not Human Subjects Research.”

### Virus production and infection

#### pAd/CMV/V5 expressing mouse Multicilin and E2f4 proteins

The plasmids used in this study are modified from those described in Kim et al. [33]. Mouse Multicilin (GenBank: AK134107.1) was obtained from the Riken mouse FANTOM clone library (clone ID 5830438C23). Mouse E2f4 (NCBI Ref: NM_148952.1) was derived from a cDNA obtained from Dharmacon (clone ID 4987691), by using the full-length coding domain (wildtype) or by using a C-terminal truncation (1–774 bp) that was replaced with the transcriptional activation domain of VP16 (Viral Protein 16; amino acids 413–490) from the UL48 gene of Herpes Simplex Virus-1 (HSV-1; GenBank: KM222726.1). The NLS based on SV40 T-antigen (PKKKRKV) and the 6xmyc tags were derived from the CS2 vectors. S2 cleavage sequence used in this study was T2A. Genes assembled in a pENTR/D-TOPO vector (K240020, Invitrogen) were validated by sequencing, and then transferred to the pAd/CMV/V5-DEST vector (#V49320; Invitrogen) using Gateway cloning.

#### Adenovirus

Adenoviruses were generated by GT3 core at the Salk Institute. Vector DNAs were initially transfected into 293 T cells, validated for intact protein expression by immunoblot and immunostaining, and then used to generate crude adenovirus lysates and titer calculated. Primary MEFs were plated with 10% FBS-DMEM for overnight, then treated with 2% FBS-DMEM for 1 day before adenovirus infection. Adenovirus infection was performed by adding the adenovirus crude lysate to the MEF cells for four hours, washing with pre-warmed PBS once, then growing infected cells with 2% FBS-DMEM. The cells were subjected to relevant analysis according to days post-infection (PI).

#### Lentivirus production and infection

Lentiviruses were generated in either the GT3 Core Facility of the Salk Institute or University of Iowa Viral Vector Core (http://www.medicine.uiowa.edu/vectorcore). Additionally, lentivirus was also prepared using the calcium-phosphate transfection method [59] and third-generation lentiviral packaging plasmids, pMDLg/RRE, pRSV-Rev, and pMD2.G (#12253, #12251, #12259; Addgene) as previously described [60]. RBL2 and non-targeting control shRNA lentiviral transfer plasmids were either purchased from Sigma or generated by cloning sequences into pSicoR-Ef1a-mCh-Puro-Puro (#31847;Addgene, see Supplementary Table S5) as previously described [61]. Doxycycline inducible-FLAG-Multicilin lentiviral transfer plasmid was received as a gift from Alvarez R & Verma IM, (Unpublished).

### Gene knockdown (KD) experiments

#### RBL2 KD via siRNA transfection

MEFs were grown in 10% FBS-DMEM overnight, then treated with 2% FBS-DMEM. Six hours after serum-reduced treatment, siRNAs were transfected into MEFs using Lipofectamine RNAiMAX (Invitrogen, #13778150) according to the manufacturer’s instructions. The transfection is performed by adding the pre-mixed complex of siRNA with the reagent in reduced serum media (Opti-MEM; Invitrogen, #31985062) to cells without a media change. Eighteen hours later, the cells were washed with 2% FBS-DMEM and infected with the indicated adenovirus. Four hours after infection, the cells were washed with pre-warmed PBS once, 2% FBS-DMEM once then grown under serum-reduced condition with 2% FBS-DMEM. The cells were subjected to further analysis according to days post-infection (PI). The siRNA for negative control (#12935–113) and siRNAs against Rbl1 (AM16708 ID#151420), Rbl2#1 (AM16708 ID#151423), Rbl2#2 (AM16708 ID#68825), Rbl2#3 (AM16708 ID#68921) were purchased from Thermo Fisher Scientific. The oligo sequences of siRNAs used in this study; siRbl1 (5′-GCU AAG UUA AGC UUA AUA Ctt-3′), siRbl2#1 (5′-CCU UCA UUG GUU AGC AUG Utt-3′) and siRbl2#2 (5′-GGG AAA UGA CCU UCA UUG Gtt-3′), siRbl2#3 (5’-GGG ACC GCU GAA GGA AAC Utt-3’).

#### RBL2 knockdown via shRNA transduction

HBECs cultured in Pneumacult-Ex Plus were dissociated into single-cell suspensions using Accutase (#AT 104, Innovative Cell Technologies), counted, and the appropriate number of cells per infection condition were pelleted by centrifugation at 400 g for 5 minutes. Cells were then resuspended at a density of 500 K cells/mL in lentivirus diluted to an MOI of 20 in Pneumacult-Ex Plus with 10 µg/mL polybrene (#TR-1003, Millipore Sigma) and incubated at 37 °C for 2 hours, vortexed every 20 minutes to prevent cell clumping. Without removing the virus, cells were seeded at the appropriate cell density for either cell expansion or air-liquid interface differentiation and then incubated overnight 37 °C. Virus was removed the next day and cells were cultured in 1 µg/mL puromycin for at least three days before use in experiments.

### Real-time quantitative polymerase chain reaction (qRT-PCR)

Total RNA was isolated from experimental MEFs (Quick-RNA prep kit; ZYMO RESEARCH, #R1054) or HBECs (Quick-RNA Microprep Kit; ZYMO RESEARCH, #R1051) and at least 500 ng RNA was converted in cDNA using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, # 4368814). Gene expression was then assayed by quantitative PCR using PowerUp SYBR (Applied Biosystems, #A25742) and appropriate primer pairs in triplicate on the ABI Prism 7900HT thermal cycler (Applied Biosystems, #4329001) or the QuantStudio5 (Applied Biosystems, # A28575). Gene expression in HBECs and MEFs was normalized using reference genes *RPLP0* and *Gapdh*, respectively and calculated as log2 fold change versus the average of control samples as stated. Primer sequences are listed in Supplementary Table S2.

### Immunoprecipitation, immunoblotting analysis, and silver staining

For identifying proteins interacting with FLAG-tagged Multicilin by MASS analysis, MEFs were infected by pAd/CMV/V5 vector encoding 3xFLAG-Multicilin, NLS-6xmyc-E2f4ΔCt-VP16-T2A-Multicilin, and NLS-6xmyc-E2f4WT-T2A-Multicilin. Non-infected MEFs were used as the negative control. Two days after infection, the noninfected MEFs or infected MEFs were lysed in lysis buffer (50 mM HEPES-KOH [pH 7.5], 500NaCl, 5 mM EDTA [pH 8.0]), 2% Triton, DNase I (10ug/ml)) by incubation on ice for 20 min. Lysates were cleared by centrifugation at 12,000 rpm for 20 min at 4 °C, then precleared by incubation with Protein G agarose (Invitrogen #20397) agitating for 1 h at 4 °C. Spun-down beads were incubated with FLAG M2 agarose (Sigma #A2220) agitating for 2.5 hours at 4 °C. The beads were washed twice with wash buffer (1:1 mix of 50 mM HEPES and Lysis buffer), washed with lysis buffer twice, then washed twice again with wash buffer. Spun-down beads were incubated with 40uL of FLAG peptide (500 ng/mL) for bound protein elution overnight at 4 °C. Elutes were subjected to protein sampling for further immunoblot analysis and silver staining. Eluted protein samples and experimental protein lysates were subjected to SDS-PAGE and transferred to a PVDF membrane that was then blocked with 0.5% casein blocker (#161-0783, Bio-Rad) in PBS for 30 min followed by incubation with the indicated primary antibodies overnight at 4 °C in 0.1% Tween-20 in blocking buffer. After extensive washing in 0.1% Tween-20 in PBS, the blots were incubated with Alexa 680 or 800-conjugated anti- mouse or rabbit secondary antibodies (Invitrogen, A21058, A21076, A32735) for 45 min at room temperature, washed with 0.1% Tween-20 in PBS, and imaged using Odyssey (LI-COR). Silver staining was performed with Pierce Silver Stain Kit (Thermo #24612) based on the manufacturer’s instructions.

### Mass spectrometry analysis

Samples were precipitated by methanol/ chloroform and redissolved in 8 M urea/100 mM TEAB, pH 8.5. Proteins were reduced with 5 mM tris(2-carboxyethyl)phosphine hydrochloride (TCEP, Sigma-Aldrich) and alkylated with 10 mM chloroacetamide (Sigma-Aldrich). Proteins were digested overnight at 37 °C in 2 M urea/100 mM TEAB, pH 8.5, with trypsin (Promega). Digestion was quenched with formic acid, 5% final concentration. The digested samples were analyzed on a Fusion Orbitrap tribrid mass spectrometer (Thermo). The digest was injected directly onto a 30 cm, 75 um ID column packed with BEH 1.7um C18 resin (Waters). Samples were separated at a flow rate of 300 nl/min on a nLC 1000 (Thermo). Buffer A and B were 0.1% formic acid in water and 0.1% formic acid in 90% acetonitrile, respectively. A gradient of 1–35% B over 110 min, an increase to 50% B over 10 min, an increase to 90% B over 10 min and held at 90%B for a final 10 min was used for 140 min total run time. Column was re-equilibrated with 15 µl of buffer A prior to the injection of sample. Peptides were eluted directly from the tip of the column and nanosprayed directly into the mass spectrometer by application of 2.5 kV voltage at the back of the column. The Orbitrap Fusion was operated in a data-dependent mode. Full MS scans were collected in the Orbitrap at 120 K resolution with a mass range of 400 to 1600 m/z and an AGC target of 5e5. The cycle time was set to 3 sec, and within these 3 s the most abundant ions per scan were selected for CID MS/MS in the ion trap with an AGC target of 1e4 and minimum intensity of 5000. Maximum fill times were set to 50 ms and 100 ms for MS and MS/MS scans, respectively. Quadrupole isolation at 1.6 m/z was used, monoisotopic precursor selection was enabled, and dynamic exclusion was used with an exclusion duration of 5 sec. Protein and peptide identification were done with Integrated Proteomics Pipeline – IP2 (Integrated Proteomics Applications). Tandem mass spectra were extracted from raw files using RawConverter [62] and searched with ProLuCID [63] against Uniprot mouse database. The search space included all fully tryptic and half-tryptic peptide candidates. Carbamidomethylation on cysteine was considered as a static modification. Data was searched with 50 ppm precursor ion tolerance and 600 ppm fragment ion tolerance. Identified proteins were filtered to using DTASelect [64] and utilizing a target-decoy database search strategy to control the false discovery rate to 1% at the protein level [65].

### Immunocytochemistry and image processing

MEF centriolar and cilia imaging was performed as previously described [33]. HBECs were grown on Corning 6.5 mm Transwell inserts (#3470) or Nunc Lab-Tek chamber slides (#177445) and fixed in 4% paraformaldehyde in PBS overnight at 4 °C. Cells were concurrently permeabilized and blocked-in antibody dilution buffer (5% bovine serum albumin, 0.3% Triton X-100, PBS) before incubation with antibodies (Supplementary Table S6) in antibody dilution buffer. Samples were incubated at room temperature with primary antibodies for 2 hours and secondary antibodies for 45 minutes. Counterstains in PBS were performed directly after secondary antibody incubation (DAPI 1 µg/mL 5 minutes, Phalloidin (Biolegend#424203) 5 units/mL), with [3x] 5-minute PBS washes performed after primary antibody and counterstain incubations. Samples were mounted with No. 1.5 coverslips using Fluoromount-G mounting medium (Invitrogen #00-4958-02). Fluorescent image tile scans were performed on either the DMi8 (Leica) or Revolution (Echo) fluorescent microscope systems and processed in Fiji [66]. TP73 positive cells were quantified by thresholding for positive DAPI and TP73 signal based on control samples, water shedding and then analyzing particle counts to give the number of nuclei positive for each stain. Cilia area coverage was calculated by thresholding for positive acetylated α-tubulin staining and then dividing by the area covered by counterstain (Phalloidin), with a threshold set high enough to give the positive signal for the entire cell coverage area. For Cilia quantification three independent experiments were performed in each of which 153-310 cells were counted per experiment totaling 676 cells for siCTL, 660 cells for siRbl2 and 651 cells for E2f4VP16.

### RNA sequencing

Total RNA was isolated using Quick-RNA prep kit (Zymo Research Cat#R1054). RNAseq libraries were constructed with Illumina Truseq RNA Sample Preparation kit v2 according to the manufacturer’s instructions and sequenced on a HiSeq 2500 at 1×50 base pairs to a depth of 20-40 million reads. Each RNAseq condition was performed in triplicate with RNAs isolated from three individual experiments using MEFs. Preprocessing of fastq files and differential expression analysis was performed using tools available on Galaxy server (https://usegalaxy.org/). Quality check and adapter trimming of the reads were performed with fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and FastP tools [67], respectively. Reads were mapped to the mouse reference genome assembly (GCF_000001635.27_GRCm39_genomic.fna) and BAM files were generated using RNA-STAR [68]. Further genomic feature was assigned with featureCounts [69] using mouse genomic coordinates file (GCF_000001635.27_GRCm39_genomic.gtf). Finally differential gene expression analysis was performed using DEseq2 tool [70]. For differential expression studies, genes with Log2 fold change ≥ 2 (compared to Control/NTC) were considered and adjusted *p* value ≤ 0.05 was set as threshold value for statistical significance. r-Log normalized counts for genes with significant differential expression were used to generate heatmaps and Euclidean clustering method was applied. pHeatmap, ggplot2, dplyr, tidyverse and their dependency packages were used to generate heatmaps and volcano plots in RStudio (RStudio Team, 2020; R Core Team, 2021). Codes and processed data files used for volcano plots and Heatmaps is available in Git-Hub repository (https://github.com/gautam-lk/RyanLab_RBL2). Scatterplots were prepared in GraphPad Prism (Version 9.4.1) and a web-based tool, InteractiVenn, (http://www.interactivenn.net/index2.html) was used to generate Venn diagram(s) using DEGs with log2 fold change>2 and adj. *p* < 0.5 compared to uninfected cells, and a cilia gene list (Supplementary Table S4) obtained from previously published reports [37, 38]. The Gene Ontology-based biological, cellular and molecular functions were predicted using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) (Supplementary Table S3).

### Cilia beat frequency analysis

ALI inserts were placed on glass bottom dishes (VWR #75779-574) and cilia movement was captured using a 60x water immersion objective on an inverted Zeiss microscope system equipped with a heated CO_2_ chamber and highspeed camera with video capture and CBF analysis performed using Sisson-Ammons Video Analysis Software (SAVA). At least 5 random field of views with beating cilia were captured per sample, with at least 3 samples analyzed per condition.

### Statistical analysis

Data was analyzed in GraphPAD Prism 9.4.1 and are expressed as the mean with error bars representing SEM. Data represents 4-6 biological replicates and 1-3 experimental replicates or two independent sets of target and control shRNA, per experiment, as indicated in the figure legends. Paired biological samples are denoted in each figure by data point symbol shape when not otherwise labeled. Comparison of treatment to control groups was performed by two-tailed students paired t-test or ratio paired t-test, as appropriate. Comparisons of multiple groups was performed by 2-way ANOVA followed by post hoc Tukey’s multiple comparison test. *P* value significance is as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Original Data File

Supplementary Information

Reporting Summary

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

Supplemental Table S5

Supplemental Table S6

Supplemental Video S1

## Data Availability

The RNA sequencing data generated in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accession code GSE235682. The main data supporting the findings of this study are available within the article and its Supplementary Figures and Supplementary Tables

## Code availability

The customized code used for RNAseq data analysis can be found at https://github.com/gautam-lk/RyanLab_RBL2.

# Supplementary material for: RBL2 represses the transcriptional activity of Multicilin to inhibit multiciliogenesis
**Source:** Cell Death Dis. 2024 Jan 22;15(1):81. doi: 10.1038/s41419-024-06440-z
**Supplement:** Supplementary file 1 — Original Data File

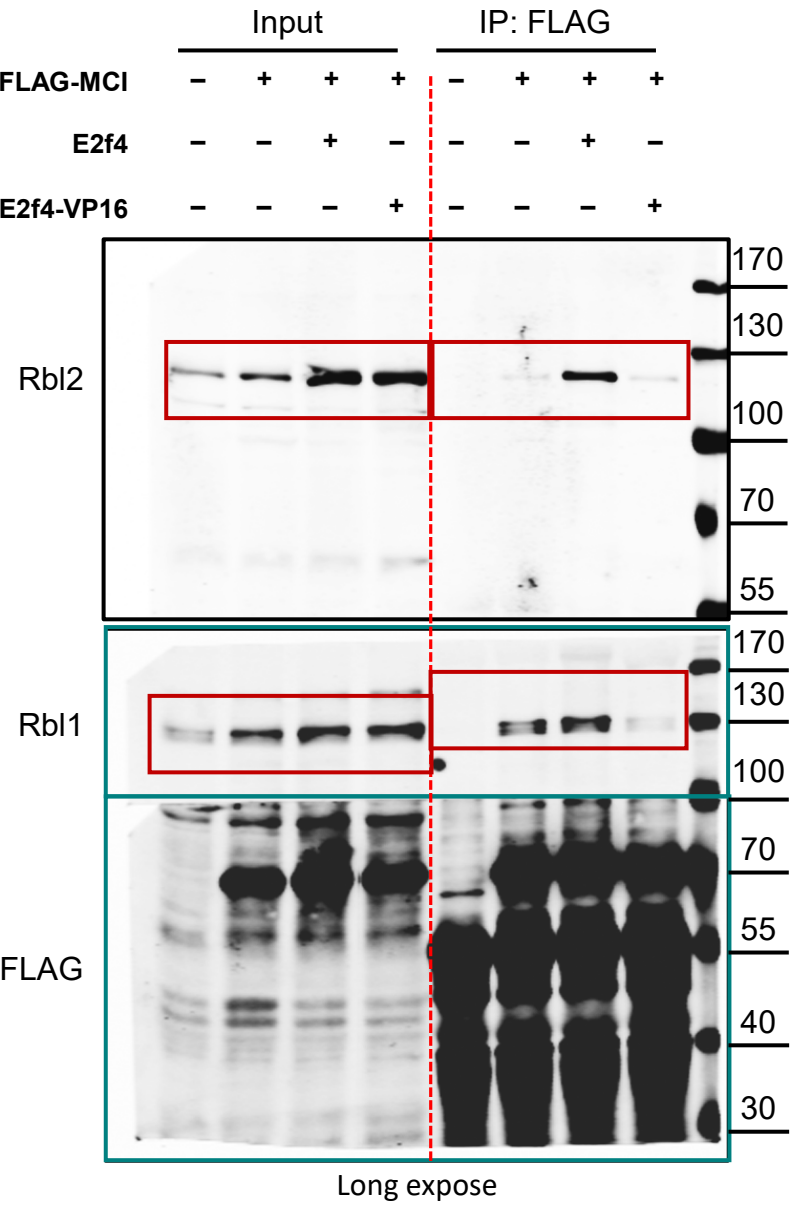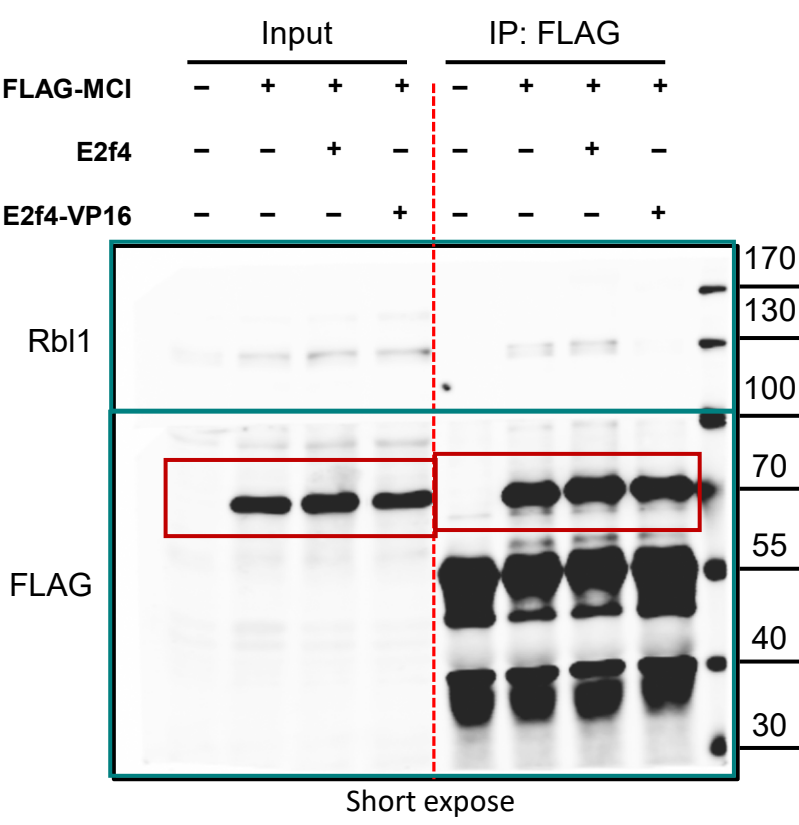

Raw Data related to Figure 1

Full immunoblots for figure 1D

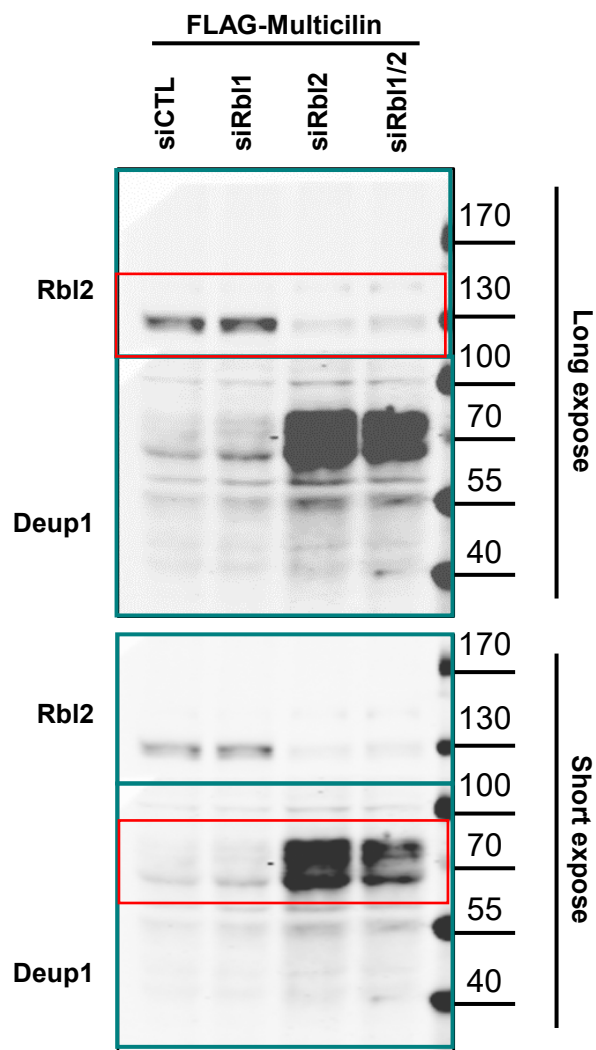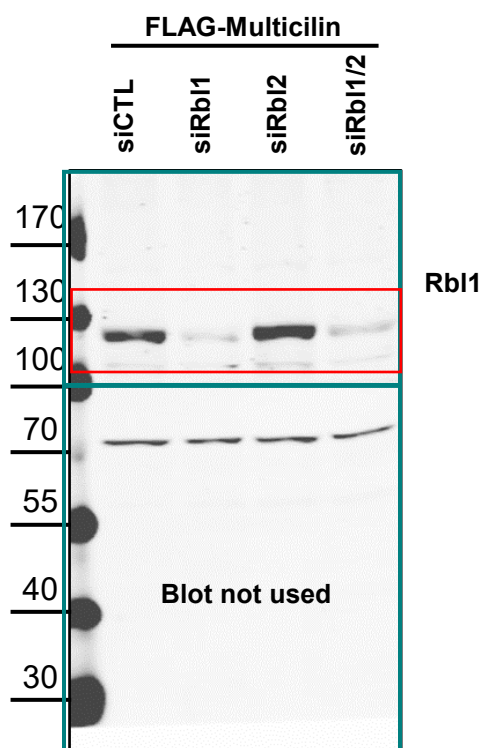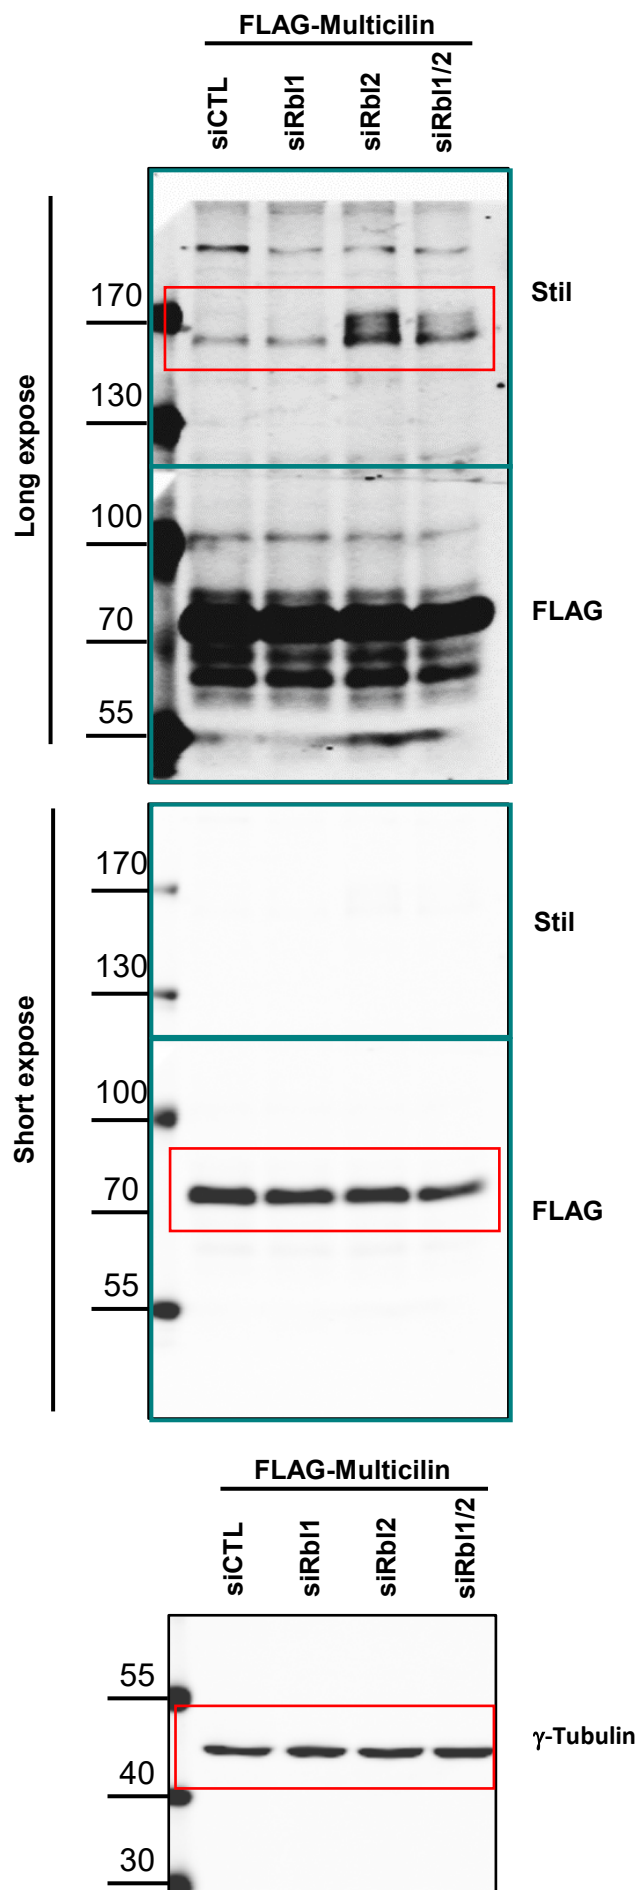

Raw Data related to Figure 2a

Full immunoblots related to Figure 2a

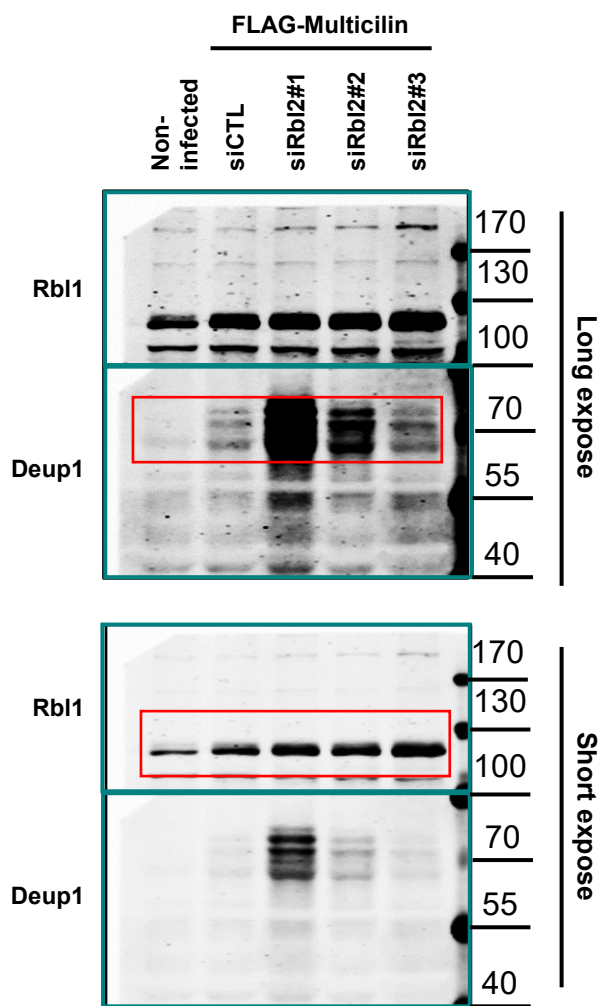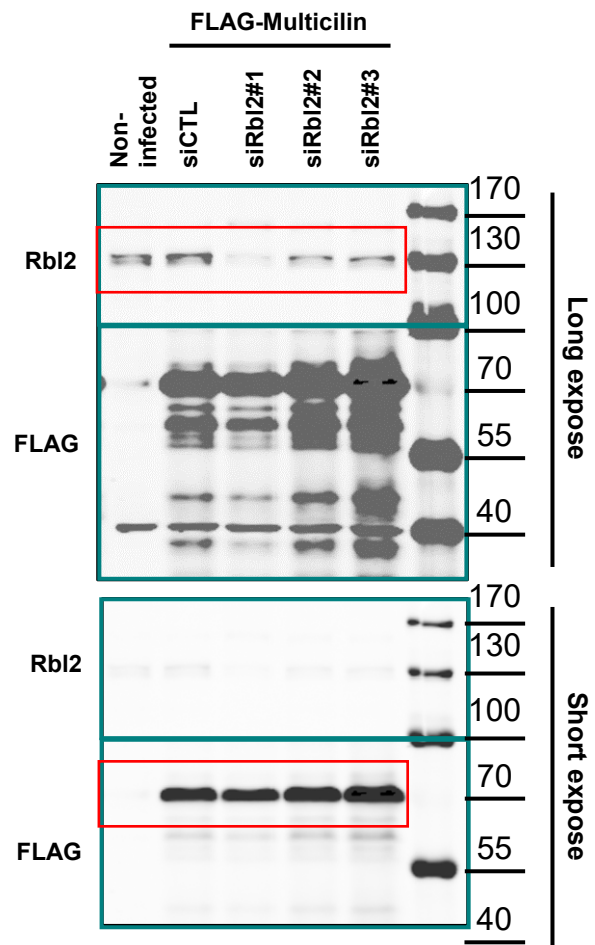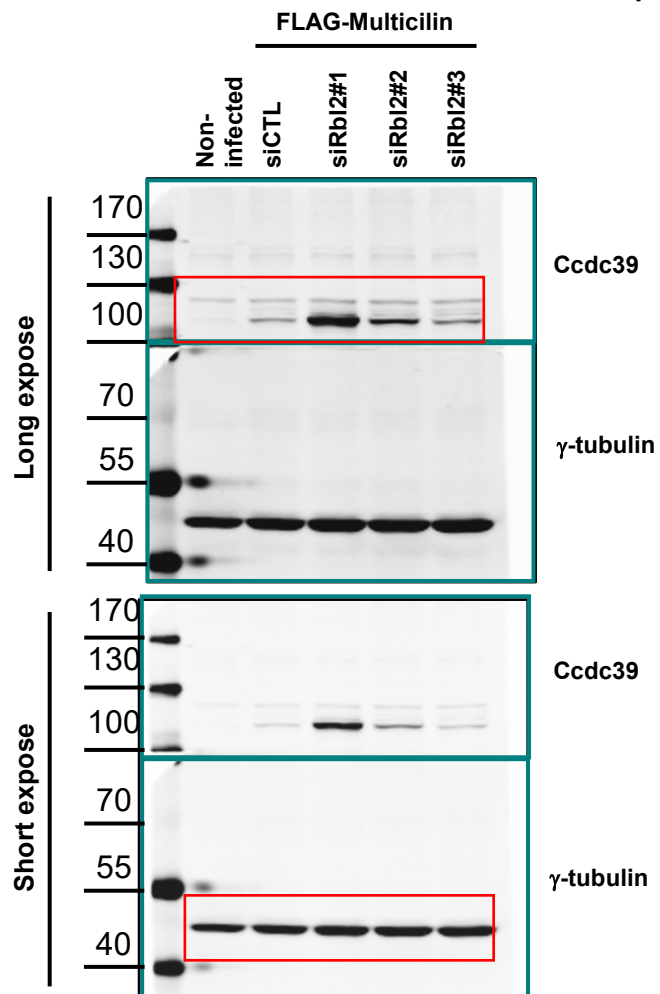

**Raw Data related to Figure 2b**

**Full immunoblots related to related to Figure 2b**

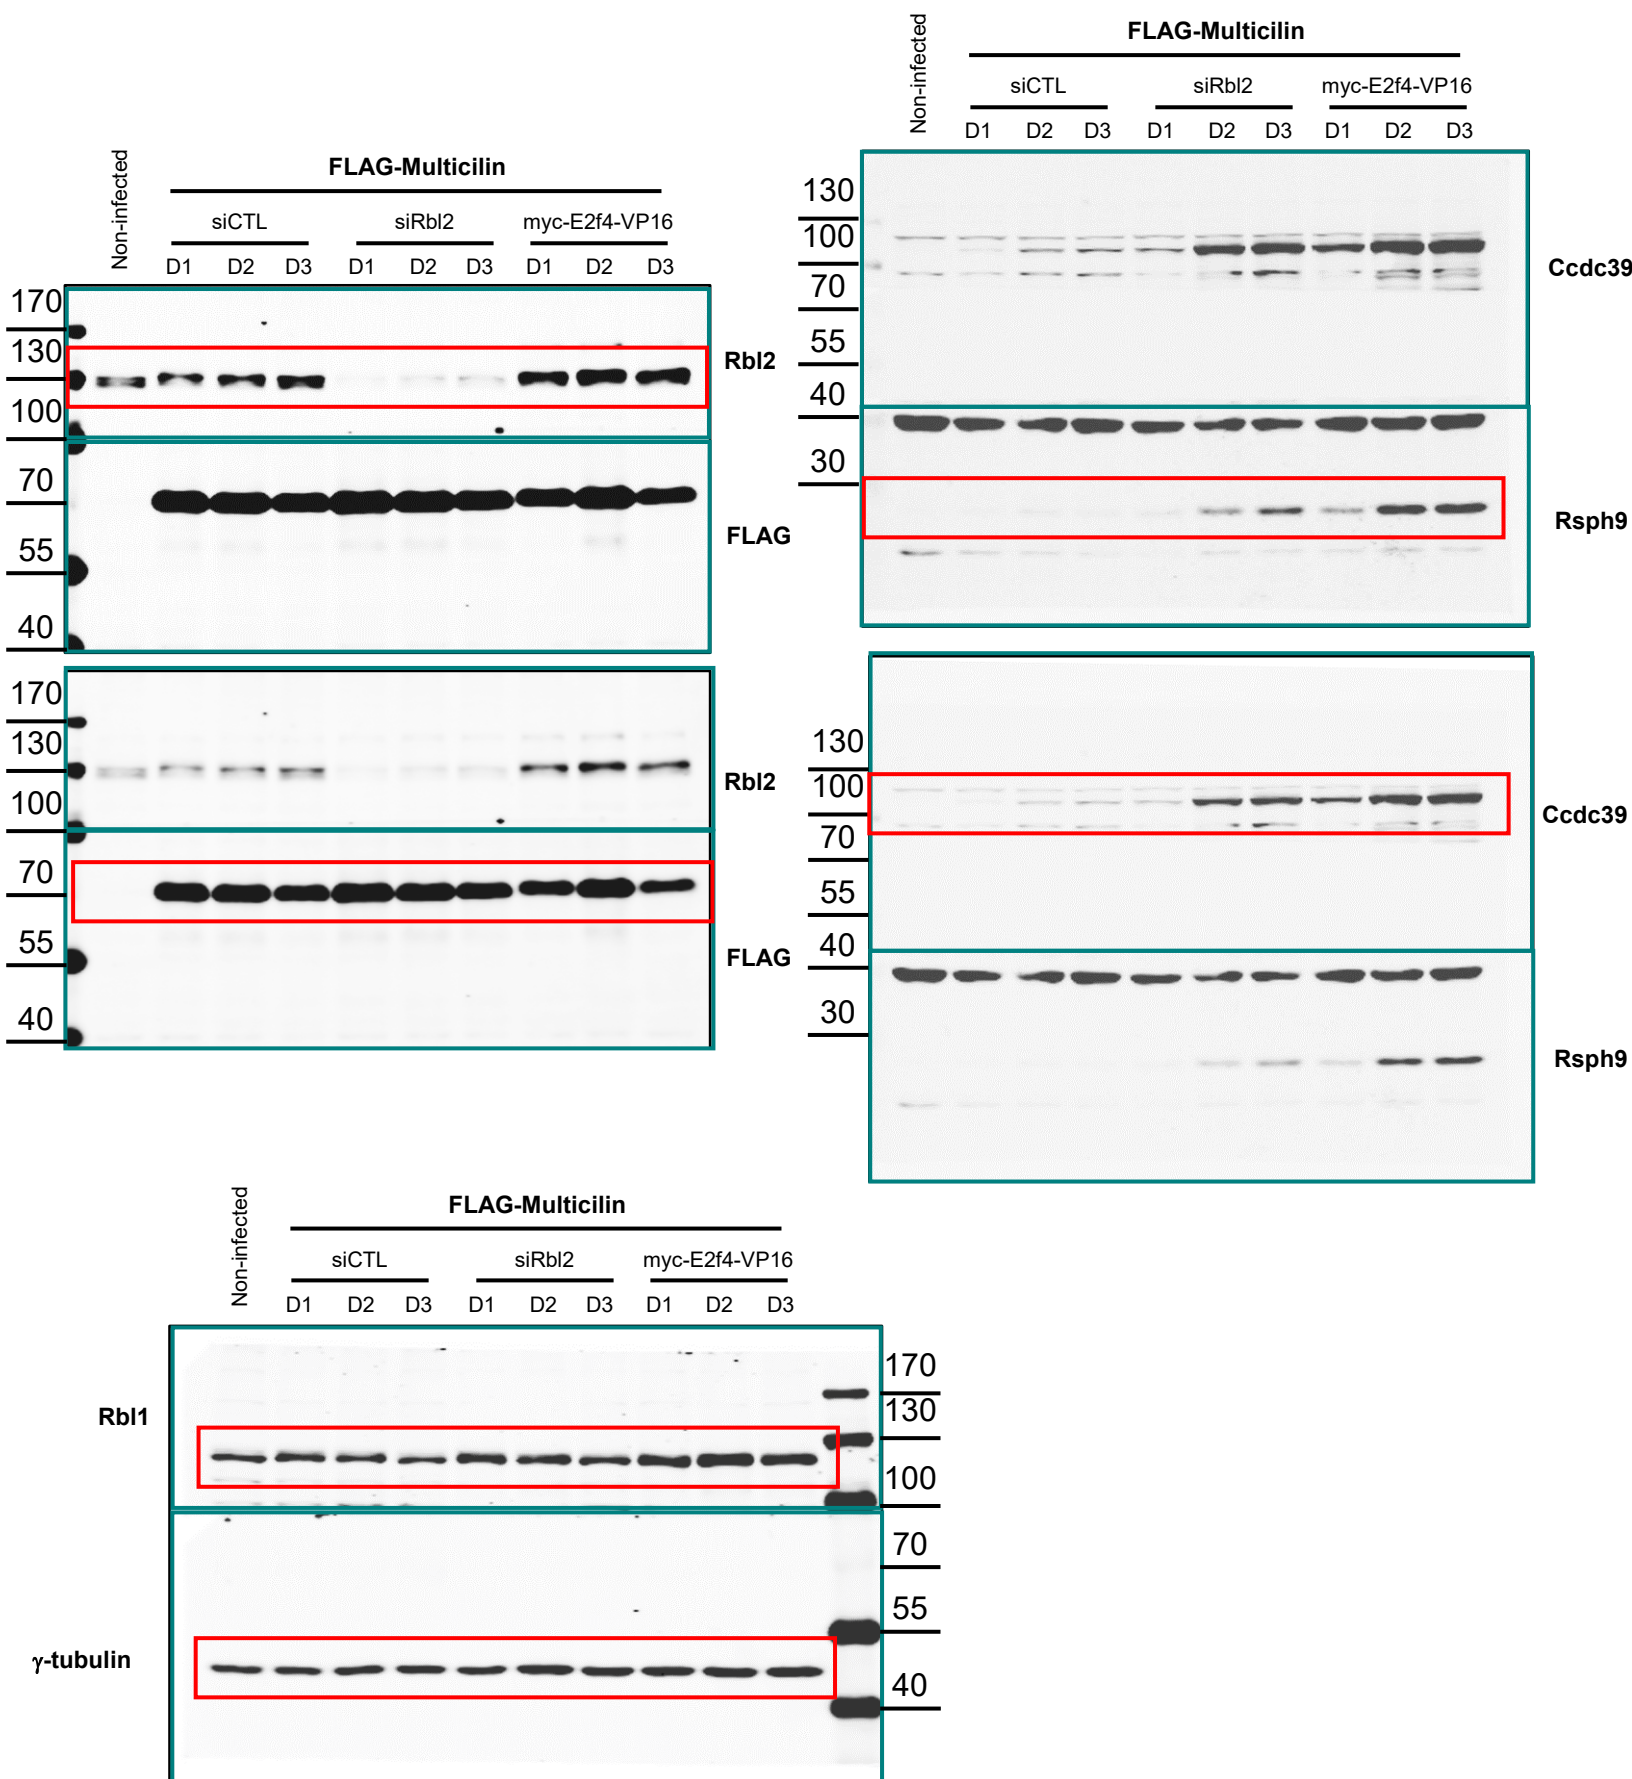

Raw Data related to Figure 2d

Full immunoblots related to Figure 2d

shRBL2#1

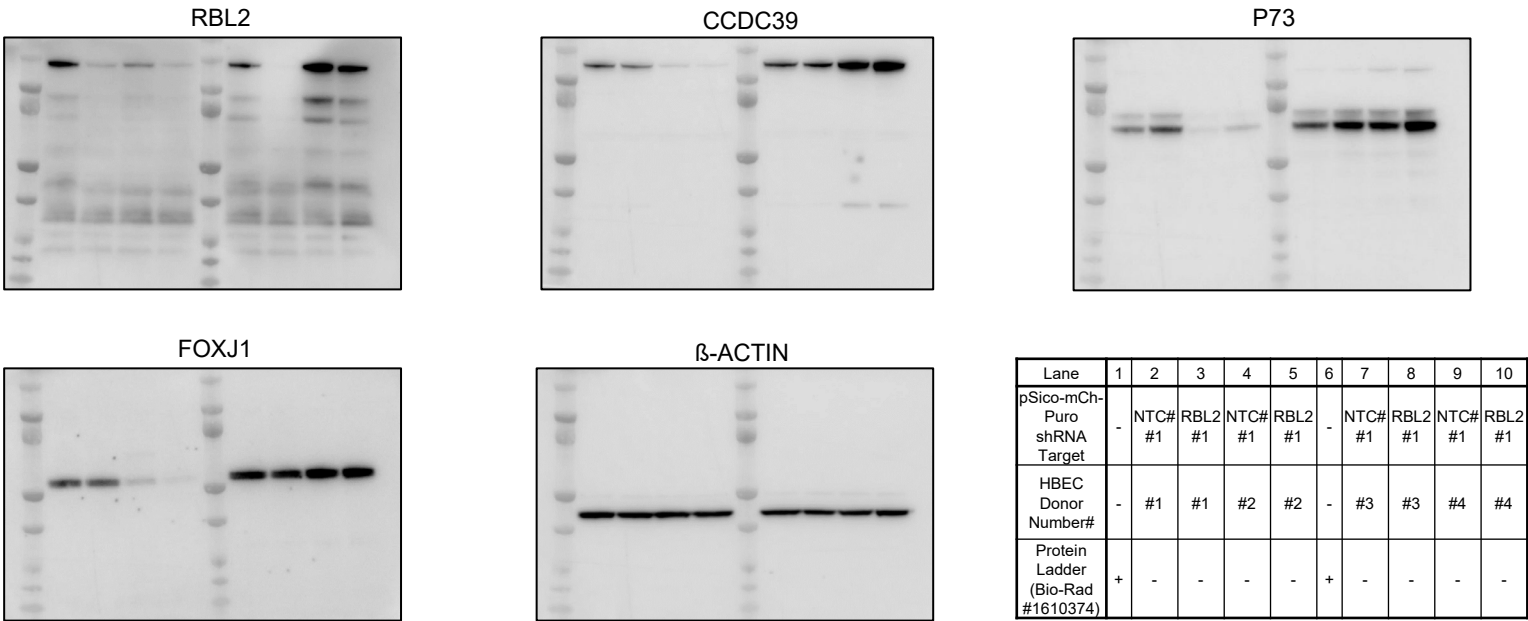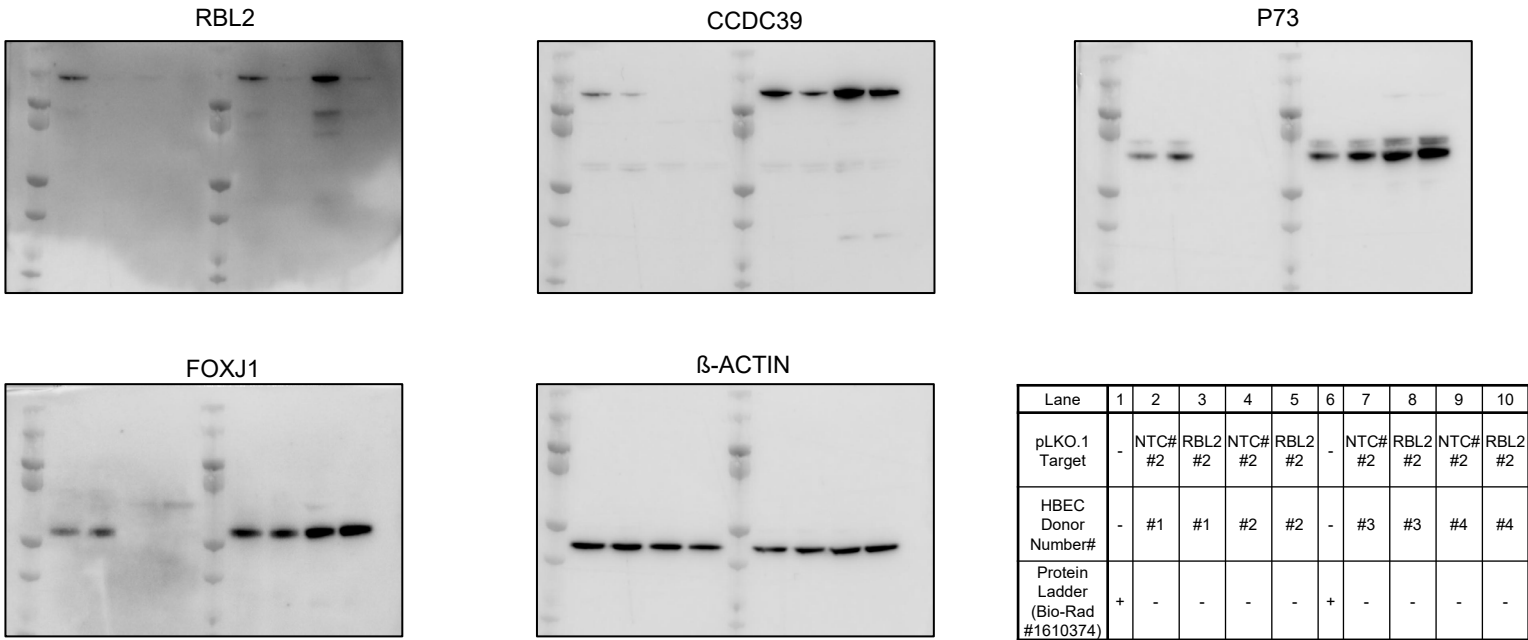

Raw data related to figure Fig 4d and e.

Full blots for 4d

Biological replicates for quantification in 4e

HBEC donor #2 was excluded from analysis due to failure to meet differentiation standards in the NTC control.

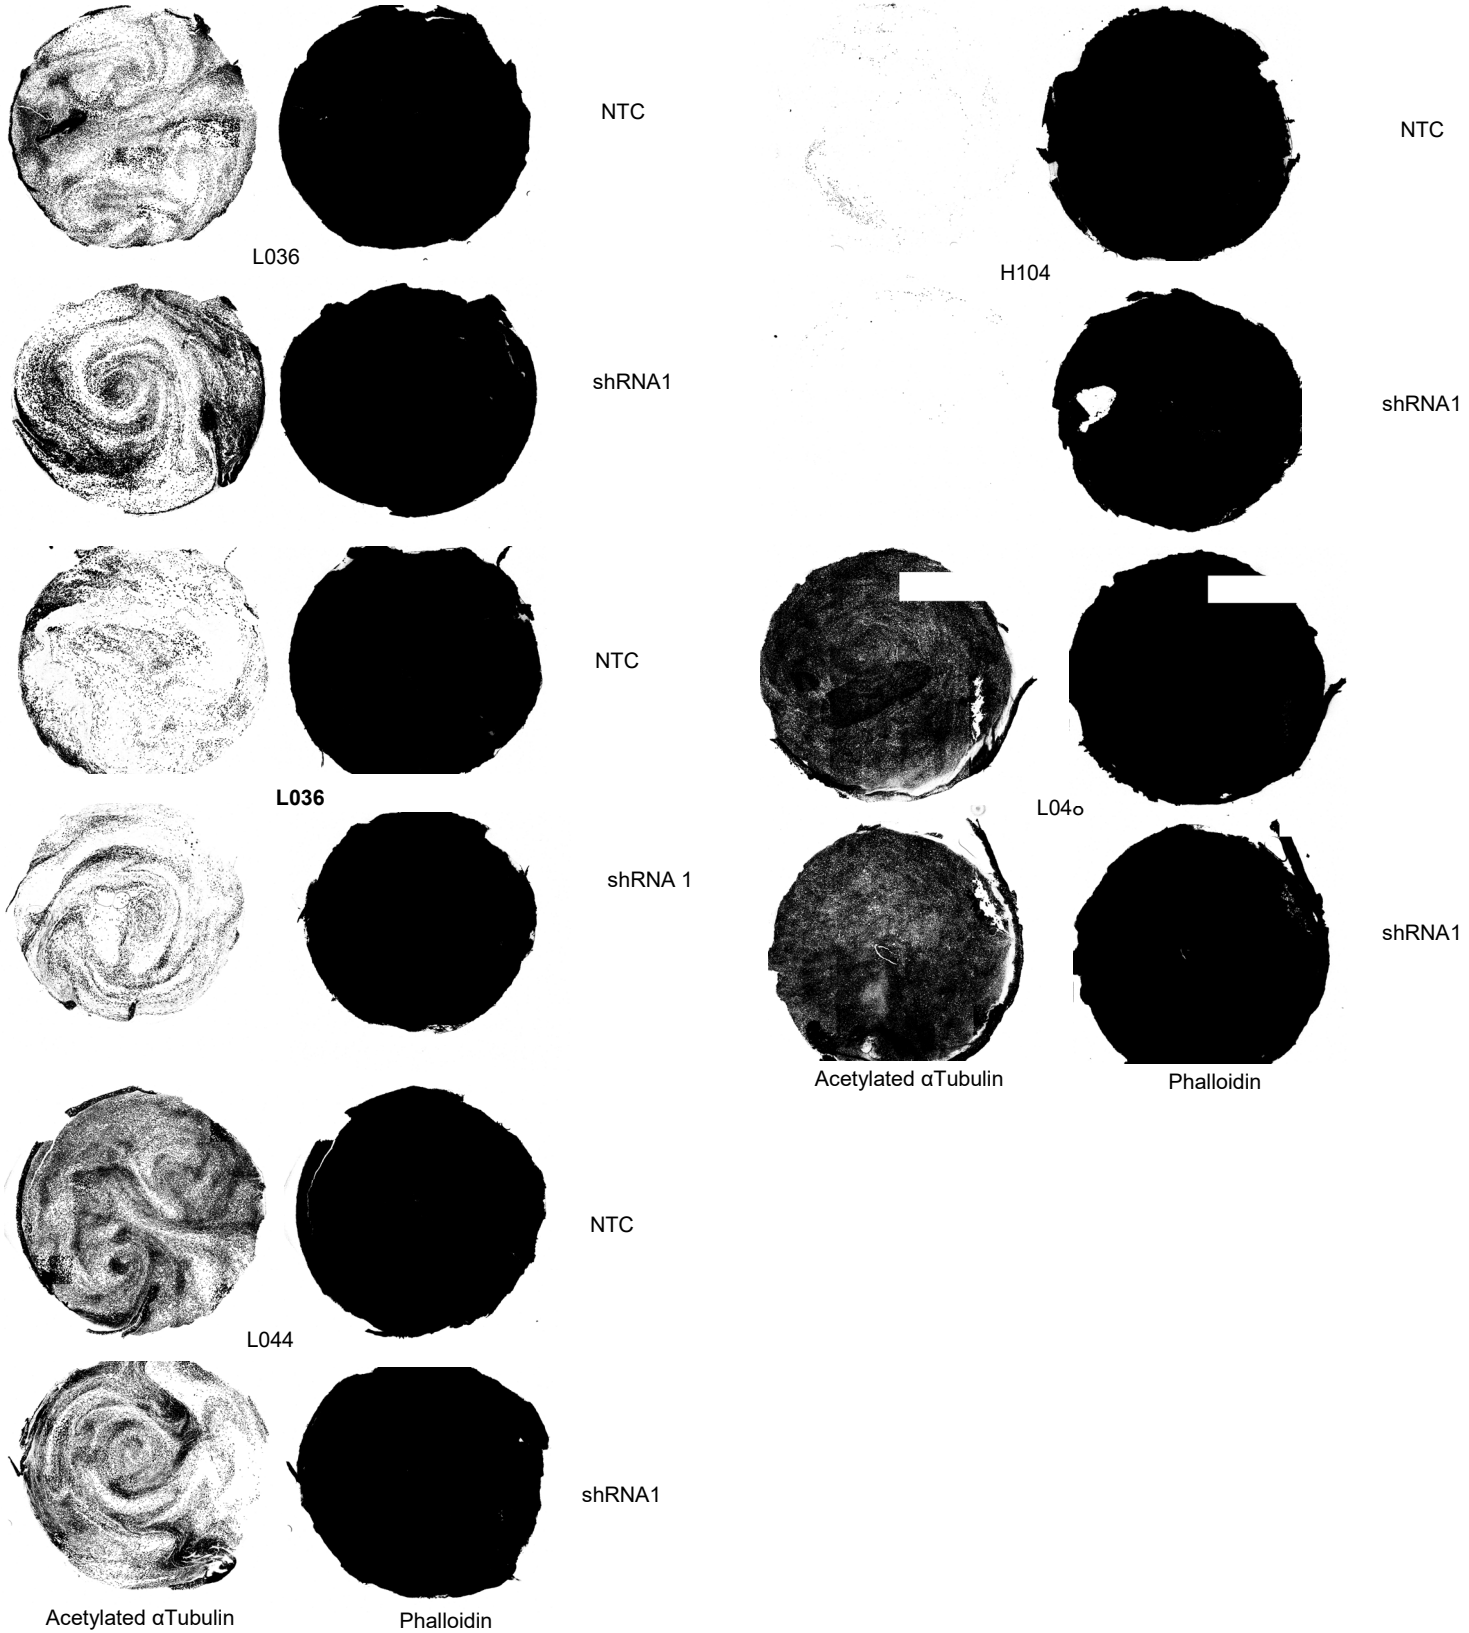

**Raw data related to figure Fig 4f.**  
 JPEGs of tile scans of 6.5mm transwell inserts with thresholds set for positive staining to quantitate percentage of apical cilia coverage area

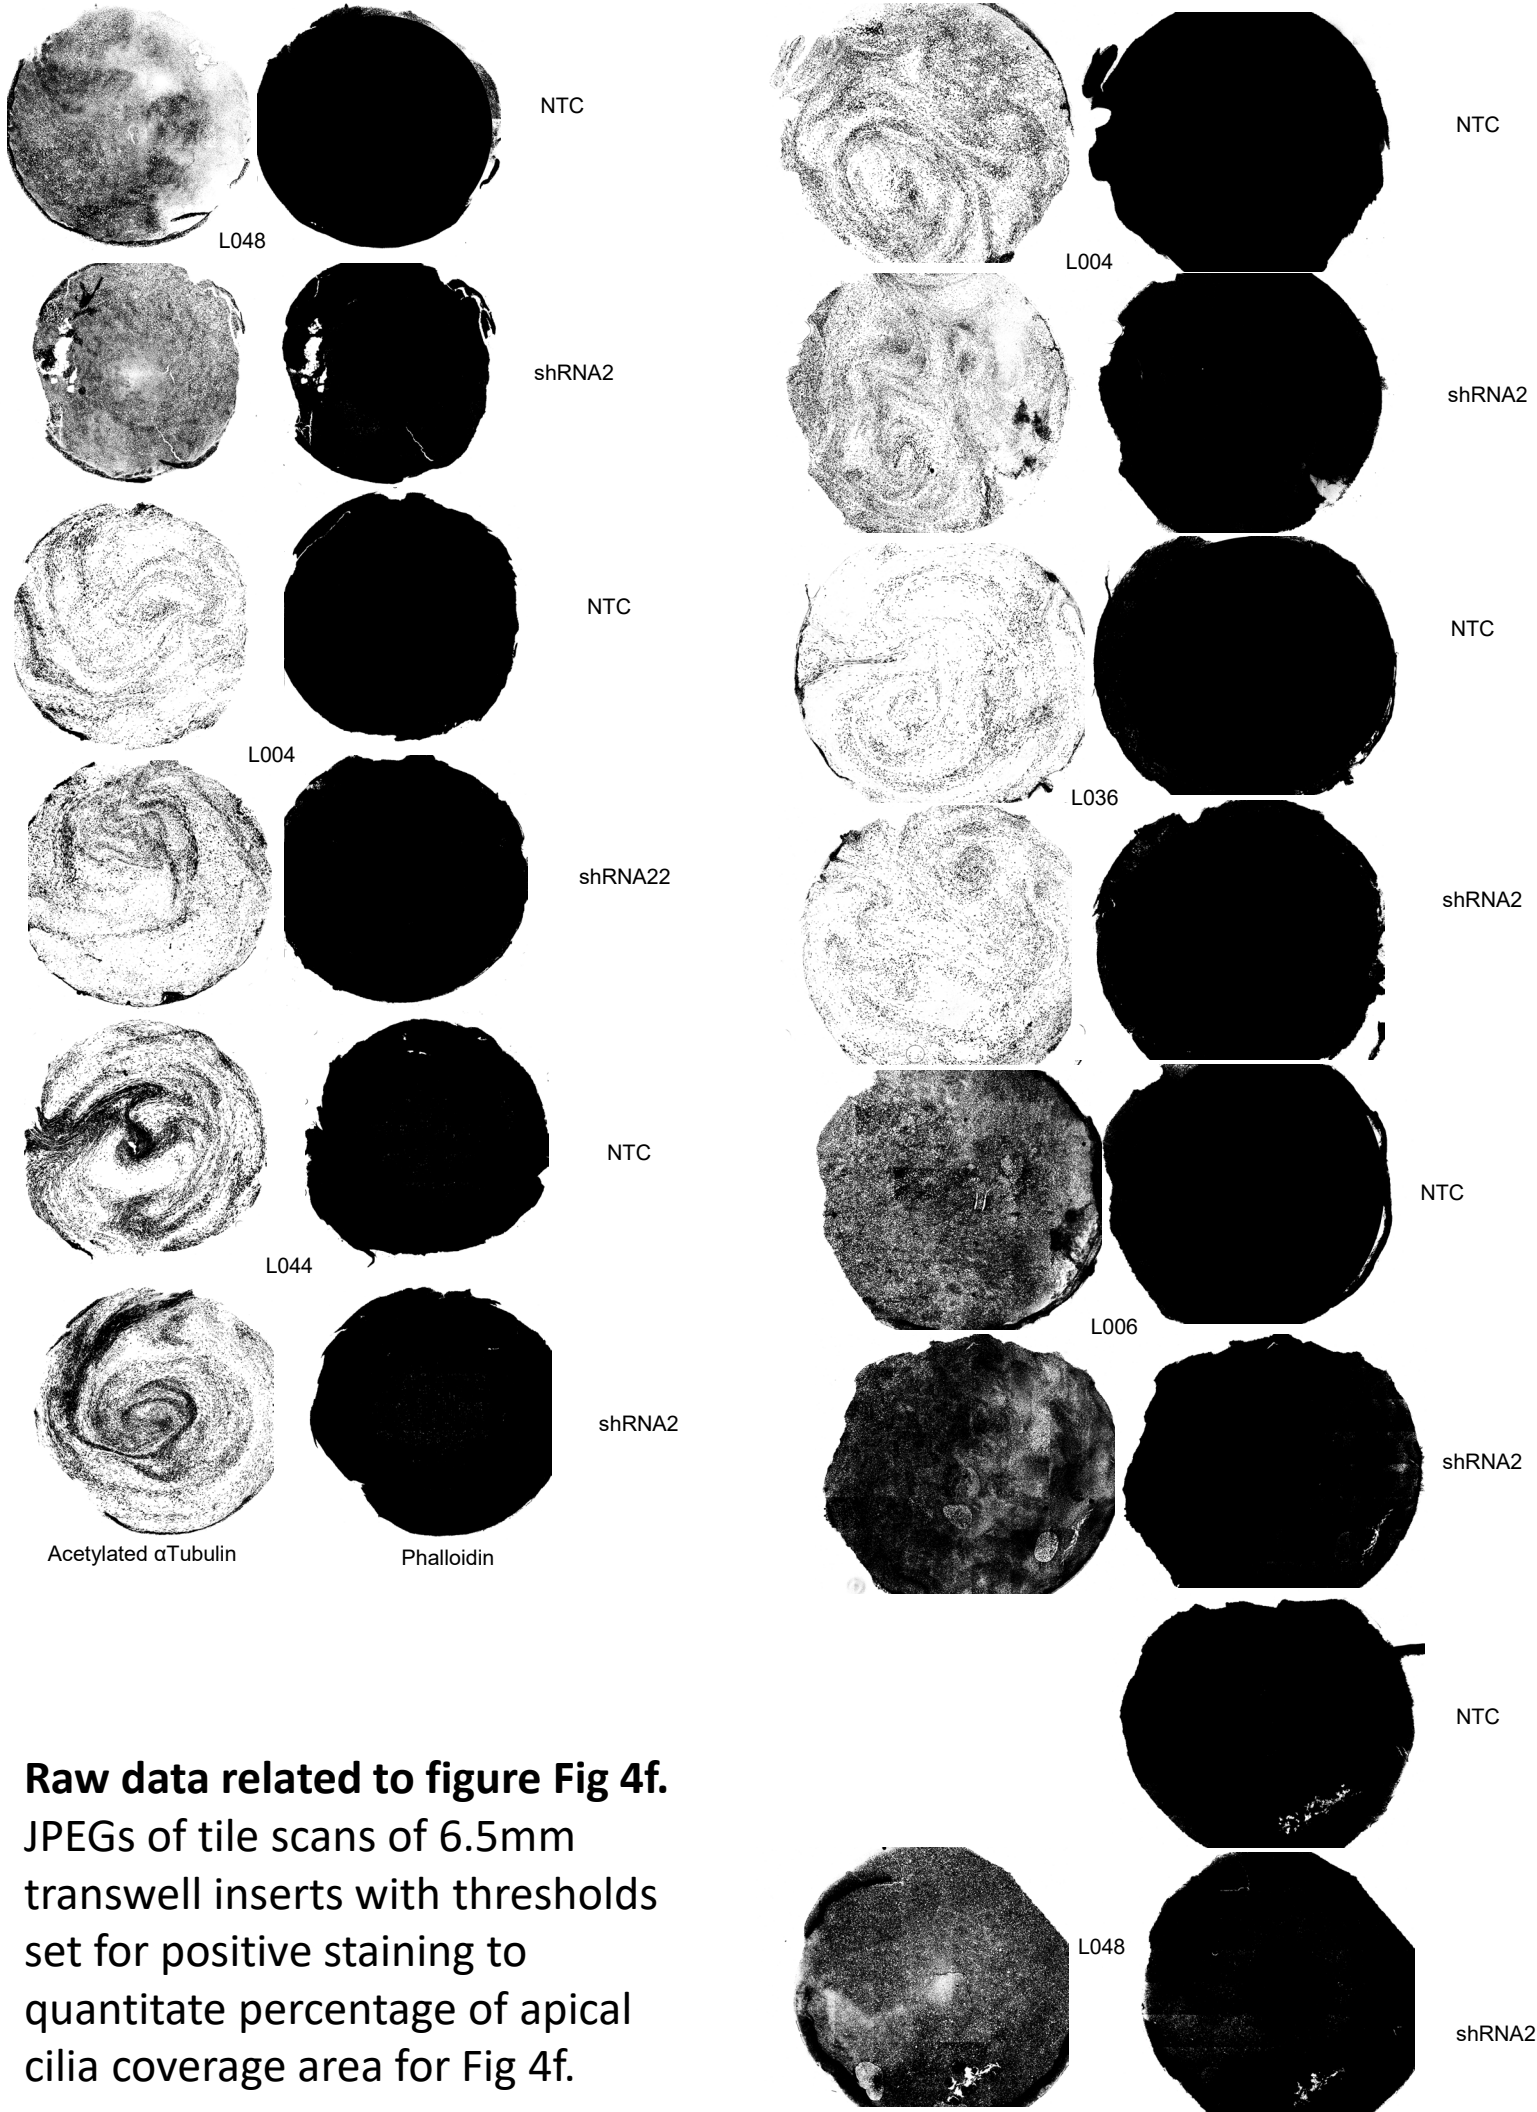

**Raw data related to figure Fig 4f.**  
 JPEGs of tile scans of 6.5mm transwell inserts with thresholds set for positive staining to quantitate percentage of apical cilia coverage area for Fig 4f.

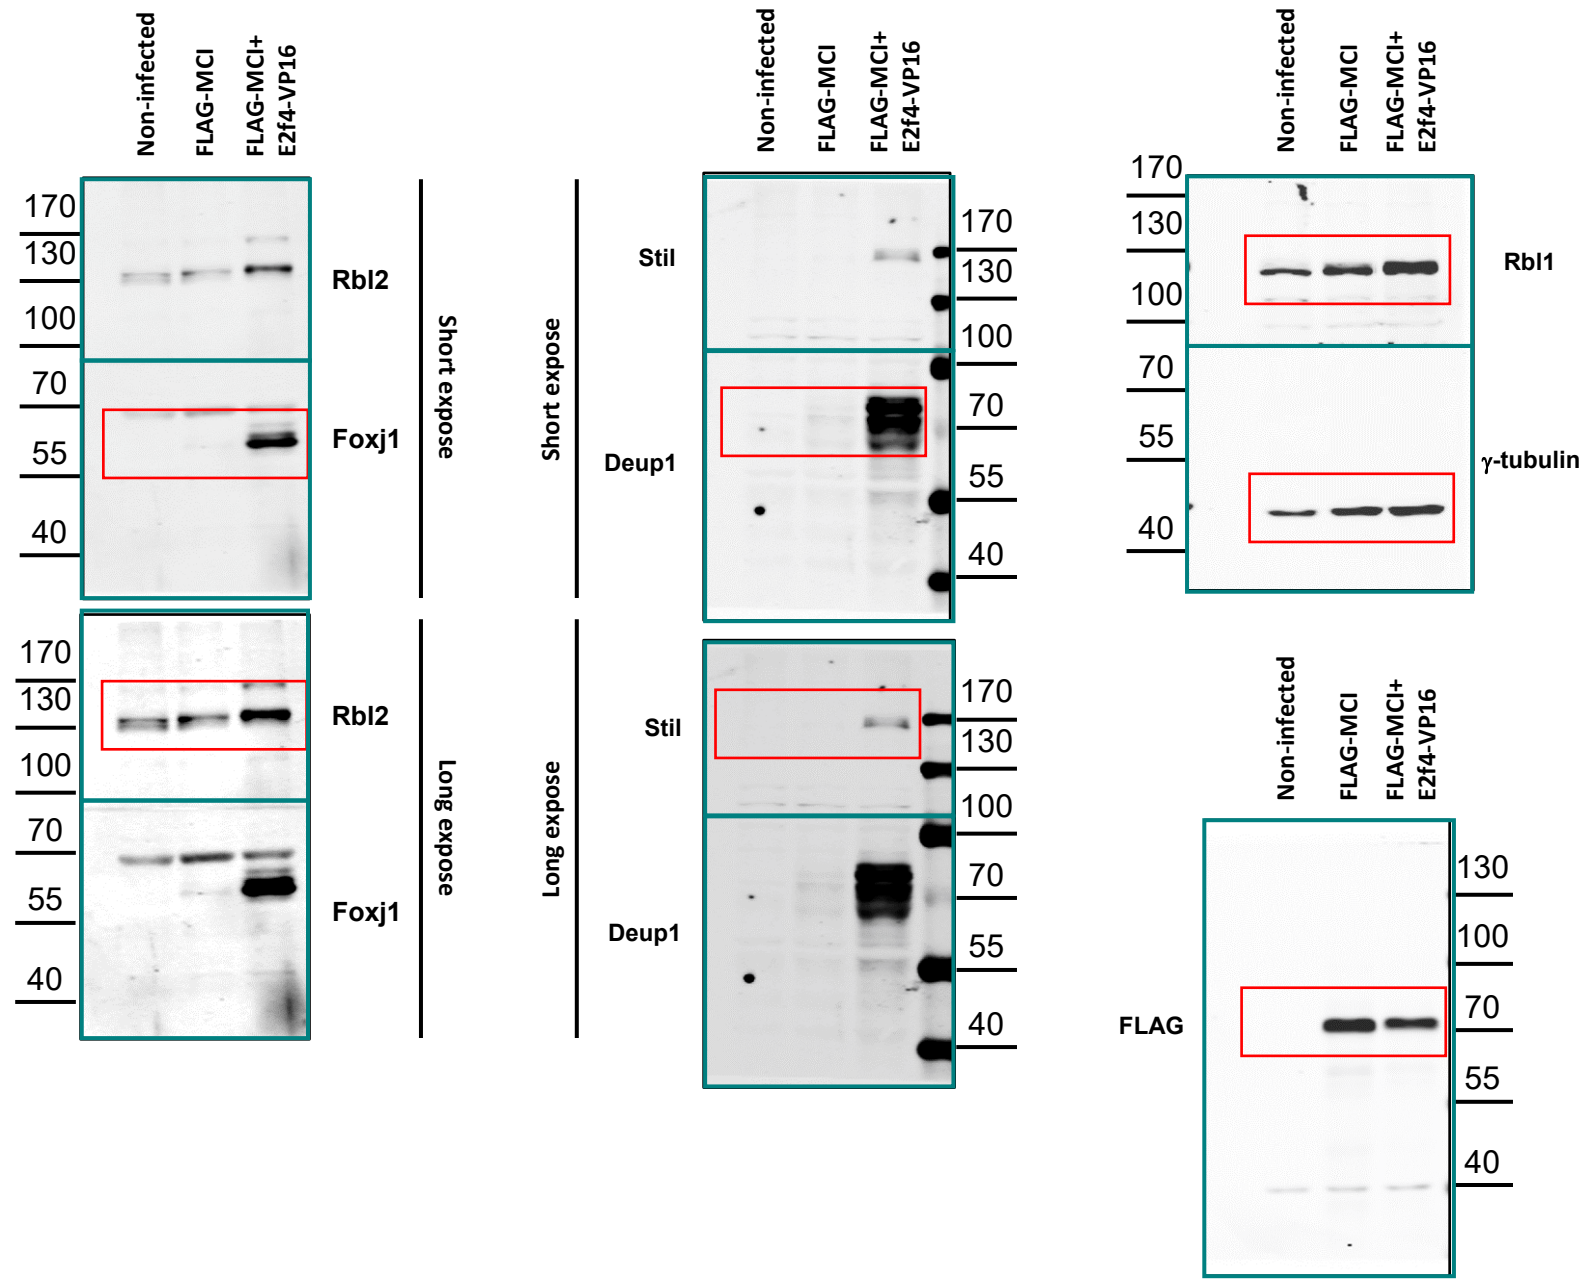

Raw Data related to Supplementary Figure 1

Full immunoblots for Supplement 1B

Phospho-RBL2 S672

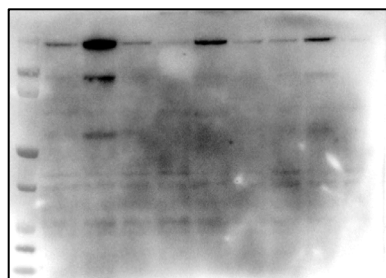

Total RBL2

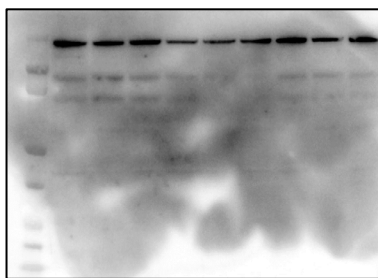

TP73

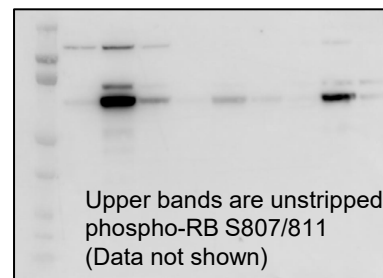

FOXJ1

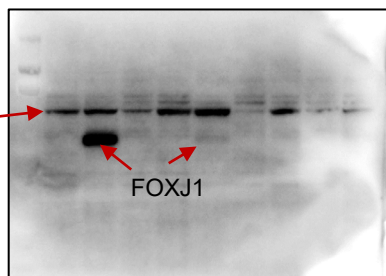

Non-specific bands were observed at higher exposure times needed for FOXJ immunoblots for HBECs at 4 days of differentiation.

 $\beta$ -Actin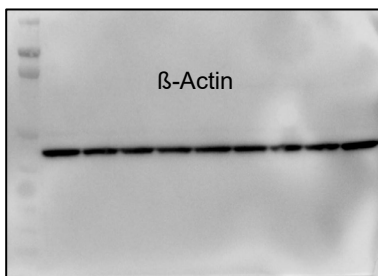

| Lane                              | 1 | 2     | 3         | 4         | 5     | 6         | 7         | 8     | 9         | 10        |
|-----------------------------------|---|-------|-----------|-----------|-------|-----------|-----------|-------|-----------|-----------|
| Condition                         | - | Day 0 | Day 4 ALI | Day 4 Sub | Day 0 | Day 4 ALI | Day 4 Sub | Day 0 | Day 4 ALI | Day 4 Sub |
| HBEC Donor Number#                | - | #1    | #1        | #1        | #2    | #2        | #2        | #3    | #3        | #3        |
| Protein Ladder (Bio-Rad #1610374) | + | -     | -         | -         | -     | -         | -         | -     | -         | -         |

Phospho-RBL2 S672

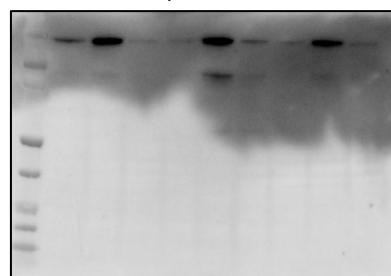

Total RBL2

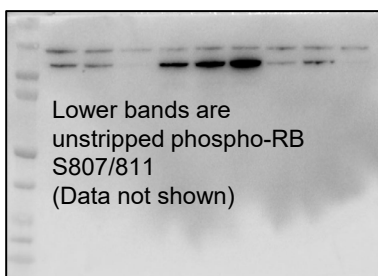

TP73

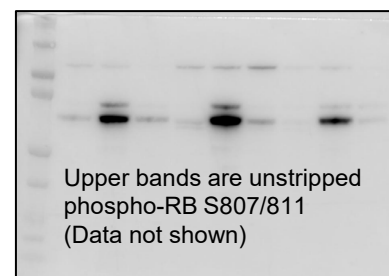

FOXJ1

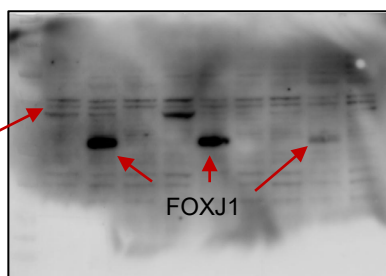

Non-specific bands were observed at higher exposure times needed for FOXJ immunoblots for HBECs at 4 days of differentiation.

 $\beta$ -Actin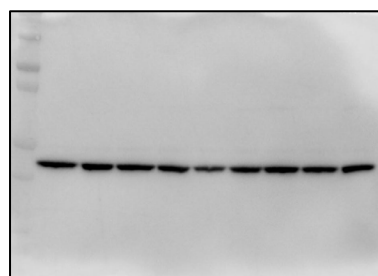

| Lane                              | 1 | 2     | 3         | 4         | 5     | 6         | 7         | 8     | 9         | 10        |
|-----------------------------------|---|-------|-----------|-----------|-------|-----------|-----------|-------|-----------|-----------|
| Condition                         | - | Day 0 | Day 4 ALI | Day 4 Sub | Day 0 | Day 4 ALI | Day 4 Sub | Day 0 | Day 4 ALI | Day 4 Sub |
| HBEC Donor Number#                | - | #4    | #4        | #4        | #5    | #5        | #5        | #6    | #6        | #6        |
| Protein Ladder (Bio-Rad #1610374) | + | -     | -         | -         | -     | -         | -         | -     | -         | -         |

## Raw Data related to Figure 5c and f

Full immunoblots for Figure 5C and biological replicates for quantification in Figure 5F .

RBL2

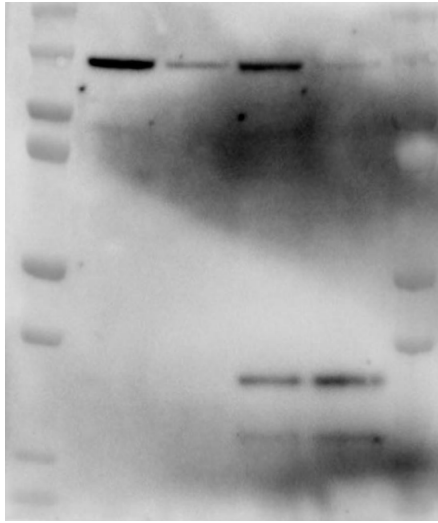

TP73

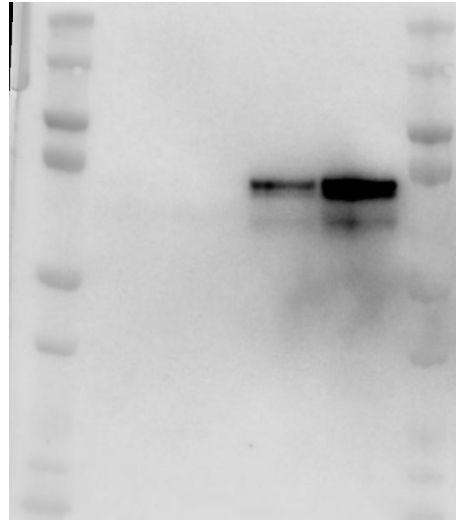

FLAG (Multicilin)

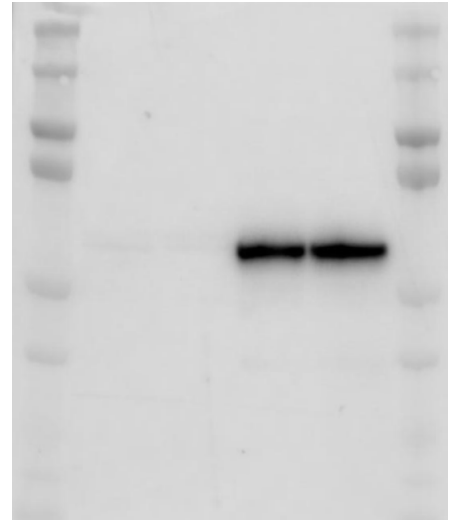 $\beta$ -actin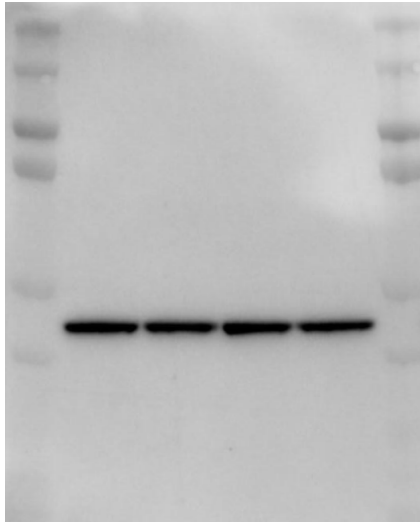

| Lane                              | 1 | 2                             | 3                              | 4                           | 5                           | 6 |
|-----------------------------------|---|-------------------------------|--------------------------------|-----------------------------|-----------------------------|---|
| Condition                         | - | Vehicle (H2O)/<br>shRNA NTC#2 | Vehicle (H2O)/<br>shRNA RBL2#2 | Doxycycline/<br>shRNA NTC#2 | Doxycycline<br>shRNA RBL2#2 | - |
| HBEC Donor Number#                | - | #5                            | #5                             | #5                          | #5                          | - |
| Protein Ladder (Bio-Rad #1610374) | + | -                             | -                              | -                           | -                           | + |

## Raw Data associated with Figure 6D

Whole immunoblots for Figure 6D.

# Supplementary material for: RBL2 represses the transcriptional activity of Multicilin to inhibit multiciliogenesis
**Source:** Cell Death Dis. 2024 Jan 22;15(1):81. doi: 10.1038/s41419-024-06440-z
**Supplement:** Supplementary file 2 — Supplementary Information

**Title**

RBL2 represses the transcriptional activity of Multicilin to inhibit multiciliogenesis.

**Authors and Affiliations**

Erik J. Quiroz^1,2,3*^, Seongjae Kim^4,5*^, Lalit K. Gautam^1^, Zea Borok^5^, Christopher Kintner^4^, Amy L. Ryan^1,2,3*^

*These authors contributed equally to this manuscript

**Corresponding Author** **Contact Information**

Amy L. Ryan, PhD

Associate Professor: Anatomy and Cell Biology
Associate Director: Center for Gene Therapy

BSB, 1-400 Core
University of Iowa
51 Newton Road
Iowa City, Iowa, 52242

**Supplementary Information**

The raw data supporting the data provided in the manuscript can be accessed on figshare. Raw data files associated with: Figure 1 <https://doi.org/10.6084/m9.figshare.23792361.v1>. Figure 2 <https://doi.org/10.6084/m9.figshare.23792364.v1>, Figure 4 <https://doi.org/10.6084/m9.figshare.23792181.v1>, Figure 5 <https://doi.org/10.6084/m9.figshare.23792301.v2> and Figure 6 <https://doi.org/10.6084/m9.figshare.23795949>.

**Supplementary Tables**

**Supplementary Table S1: Mass spectrometry analysis of MEFs expression Multicilin and Multicilin/E2f4VP16.** Provided as an excel file.

**Supplementary Table S2: Oligonucleotide sequences for RT-qPCR primers and siRNA.**

| **Mouse RT-qPCR Primers** | | |
| --- | --- | --- |
| **Primer Target** | | **Sequence** |
| mRbl2 | Forward | 5’-GAGAAGCTGGAGCGGATACT-3’ |
| mRbl2 | Reverse | 5’-TCTGGCTGGAAATGCTGAGA-3’​ |
| mCcno | Forward | 5’-CTGCAGCTCCCTACTCAACC-3’ |
| mCcno | Reverse | 5’-CCTTTCGGAAGTCGTAGCAG-3’ |
| mDeup1 | Forward | 5’-ATATGAGAACGAAAGACTCCGA-3’ |
| mDeup1 | Reverse | 5’-TGGCTAATTCTGTCTCCACTG-3’ |
| mMcidas | Forward | 5’-CCGAGCCCTTCCAGATCAAG-3’ |
| mMcidas | Reverse | 5’-TTAGGGTCACGATTGTGCAGG-3’ |
| mGapdh | Forward | 5'-AGGTCGGTGTGAACGGATTTG-3' |
| ​mGapdh | Reverse | 5'-TGTAGACCATGTAGTTGAGGTCA-3' |
|  |  |  |
| **Mouse siRNA Sequences** | | |
| **siRNA** | **Catalog#** | **Sequence** |
| siRbl1 | AM16708 ID#151420 | GCU AAG UUA AGC UUA AUA Ctt |
| siRbl2#1 | AM16708 ID#151423 | CCU UCA UUG GUU AGC AUG Utt |
| siRbl2#2 | AM16708 ID#68825 | GGG AAA UGA CCU UCA UUG Gtt |
| siRbl2#3 | AM16708 ID#68921 | GGG ACC GCU GAA GGA AAC Utt |
| siCTL | #12935–113 | Not Provided |
|  |  |  |
| **Human RT-qPCR Primers** | | |
| **Primer Target** | | **Sequence** |
| hRBL2 | Forward | 5’-CACCTTGCCAGTTCCACAGC-3’ |
| hRBL2 | Reverse | 5’-TGGAGGAGCATCCATATTTGCCT-3’ |
| hSAS6 | Forward | 5’-GCCTGCACATTCCAGCAGCA-3’ |
| hSAS6 | Reverse | 5’-GTTCCTGAACCAGGGTGGCT-3’ |
| hDEUP1 | Forward | 5’-TGACATGGAGAACCAAGCCCA-3’ |
| hDEUP1 | Reverse | 5’-CGTGTCTCCAAGCCCGCAT-3’ |
| hTP73 | Forward | 5’-GCAAGCGTGCCTTCAAGCAG-3’ |
| hTP73 | Reverse | 5’-CGTGTCCTCGTCTCCATGCC-3’ |
| hFOXJ1 | Forward | 5’-GCTACTTCCGCCACGCAGAT-3’ |
| hFOXJ1 | Reverse | 5’-TTCGTCCTTCTCCCGAGGCA-3’ |
| hCC10 | Forward | 5’-ACCATGAAACTCGCTGTC-3’ |
| hCC10 | Reverse | 5’-TCATAACTGGAGGGTGTGTCC-3’ |
| hMUC5AC | Forward | 5’-ACCAATGCTCTGTATCCTTCCC-3’ |
| hMUC5AC | Reverse | 5’-TGGTGGACGGACAGTCACT-3’ |
| hMCIDAS | Forward | 5’-TGGCGGACCAGAACCAGAGA-3’ |
| hMCIDAS | Reverse | 5’-GTTCGGCTGGCGAGTTCCTT-3’ |
| hRPLP0 | Forward | 5’-CCGTGATGCCCAGGGAAGAC-3’ |
| hRPLP0 | Reverse | 5’-GCATCTGCTTGGAGCCCACA-3’ |

**Supplementary Table S3: Metadata for RNAseq analysis of non-infected, Multicilin, Multicilin/siRbl2 and Multicilin/E2f4VP16 MEFs.** Provided as an excel file.

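The sheet for E2f4VP16 against non-infected MEFs can be set beside the deposited values. Over 395 genes listed there, the log2 fold of recovered normalized reads differs from the listed fold by a median of 0.00984 without regard to sign. For Stil, a cartwheel protein of the centriole, the recovered ratio is 3.73 as log2, and for Ccdc39, of the axonemal ruler, 4.16. All 1999 genes that could be read from the sheet of values per library equal the deposited rlog values to 6 significant digits.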

**Supplementary Table S4: Significantly Upregulated DEGs by MCI induction and Cilia Associated Gene List.** Table lists DEGs, with >2-fold changes in expression, across all experimental conditions relative to non-infected controls and the cilia-associated gene list (1, 2). Provided as an excel file.

**Supplementary Table S5: Oligonucleotide sequences for shRNA.**

| **human shRNA Sequences** | | | | |
| --- | --- | --- | --- | --- |
| shRNA | Lentivirus Transfer Plasmid Backbone | Catalog# | Target Sequence | Hairpin Loop |
| NTC#1 | pSicoR-Ef1a-mCh-Puro | N.A. (Cloned from Adggene #31845) | ATATGTCGCCGACCTAGCGAT | TTGGATCCA |
| NTC#2 | pLKO.1 | Addgene #136035 | CCTAAGGTTAAGTCGCCCTCG | CTCGAG |
| RBL2#1 | pSicoR-Ef1a-mCh-Puro | N.A.(Cloned from Adggene #31845) | GCACTTTCTACAATGTGAA | TTCAAGAGA |
| RBL2#2 | pLKO.1 | Sigma Mission RNAi #TRCN0000039923 | GCTGAGAGAAATATGGAACTT | CTCGAG |

**Supplementary Table S6: Antibody Information.**

| **Antibody Target** | **Vendor** | **Catalog Number** |
| --- | --- | --- |
| RBL1 | Proteintech | 13354-1-AP |
| RBL2 | Cell Signaling Technologies | 13610 |
| STIL | Bethyl | A302-441 |
| γ-Tubulin | Santacruz | sc-17787 |
| CEP164 | Santacruz | sc-240226 |
| ARL13B | NeuroMab | 75-287 |
| DEUP1 | Atlas antibodies | HPA010986 |
| SAS-6 | Santacruz | sc-81431 |
| FOXJ1 | eBioscience | 14-9965 |
| RBL2 S672 | abcam | ab284755 |
| FLAG | Sigma | F4042 |
| CCDC39 | Atlas antibodies | HPA035364 |
| RSPH9 | Atlas antibodies | HPA031703 |
| TP73 | Atlas antibodies | HPA027314 |
| ß-actin | Genetex | GT5512 |
| acetylated alpha-Tubulin | Abcam | ab24610 |

**Supplemental Figures**

**
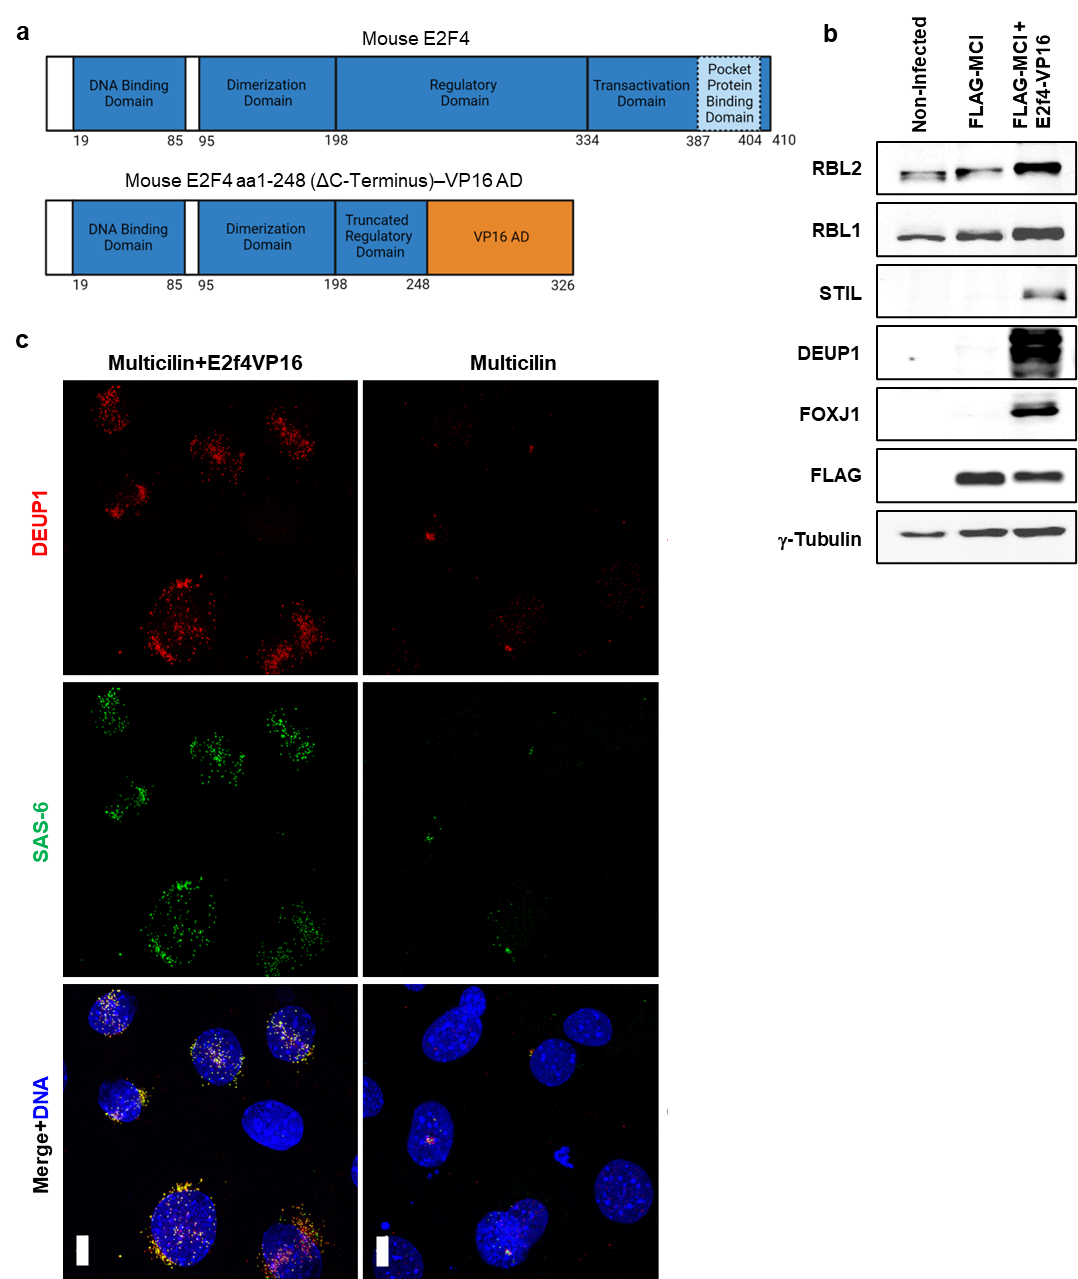
**

**Supplementary Figure S1: MCC protein expression is induced by Multicilin/E2F4-VP16 transduction in MEFs.** (**a**) Diagram depicting mouse E2F4 protein domains and replacement of c-terminal amino acids (aa) 249-410 with VP16 transcriptional activation domain (VP16 AD) (**b**) Western blot comparing non-infected MEFs and MEFs infected with FLAG-MCI or FLAG-MCI+E2f4VP16. (**c**) Confocal imaging of MEFs infected with FLAG-MCI or FLAG-MCI+E2f4VP16 for deuterosome mediated centriolar biogenesis proteins DEUP1 (red) and SAS-6 (green) with DNA counterstain (DAPI, blue). Scale Bars = 10 µm.

**
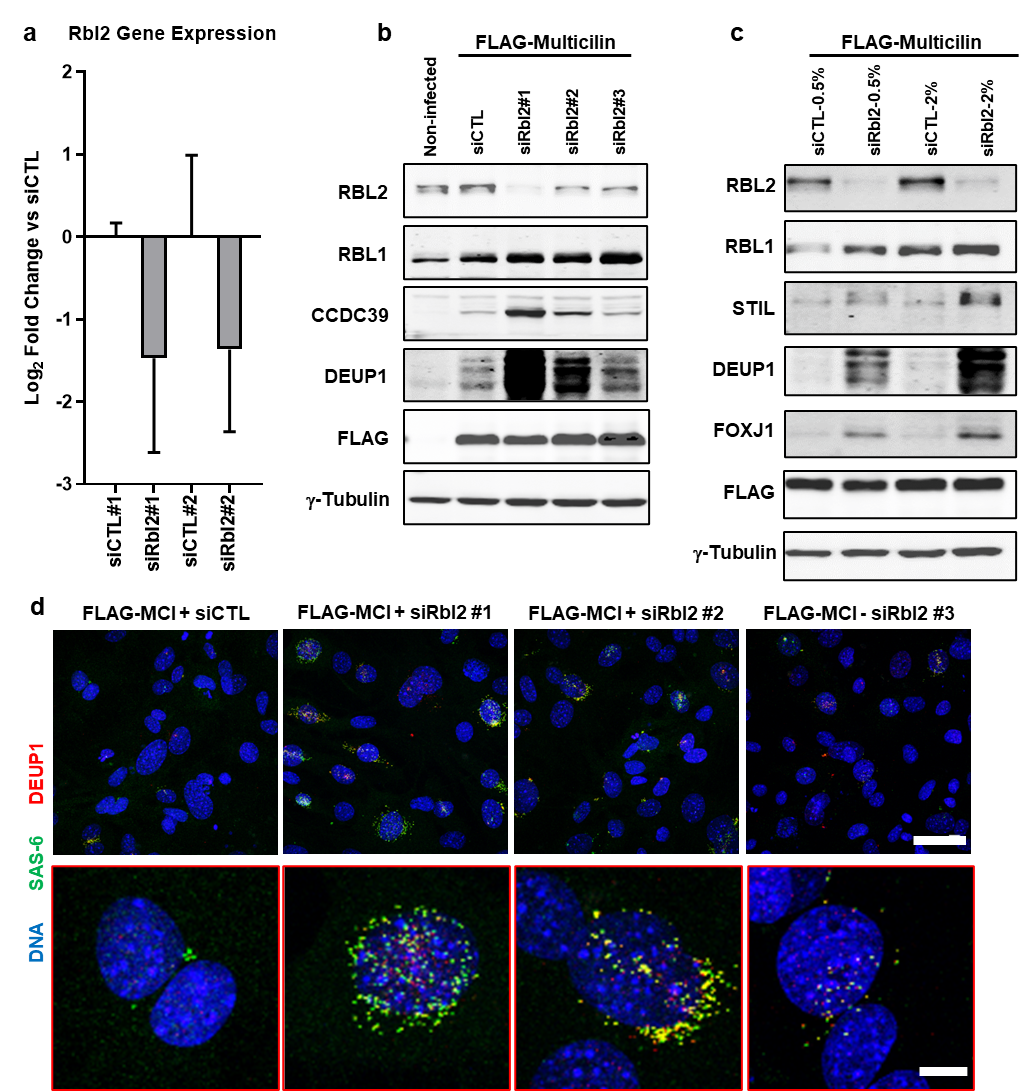
**

**Supplementary Figure S2: MCC protein expression induced by Multicilin transduction/Rbl2 knockdown in MEFs.** (**a**) qRT-PCR analysis for *Rbl2* expression in MEFs in the presence of siRNA targeting *Rbl2* (siRbl2#1, siRbl2#2) or two non-targeting control siRNA (siCTL#1, siCTL#2). N=2 experimental replicates and 2 technical replicates for each. Gene expression relative to *Gapdh* and normalized to siCTLs. Data represents mean±SEM. (**b-c**) Western blot analysis with antibodies against given proteins for non-infected MEFs and MEFs infected with FLAG-MCI and transfected with given siRNAs and (**c**) siCTL and siRbl2 at 0.5% and 2% of FBS containing media conditions.. (**d)** Confocal imaging comparing non-infected to FLAG-MCI ± siRNA-Rbl2 for deuterosome mediated centriolar biogenesis proteins DEUP1 (red) and SAS-6 (green) with DNA counterstain (DAPI, blue). Scale Bars = 50 µm and 10 µm.

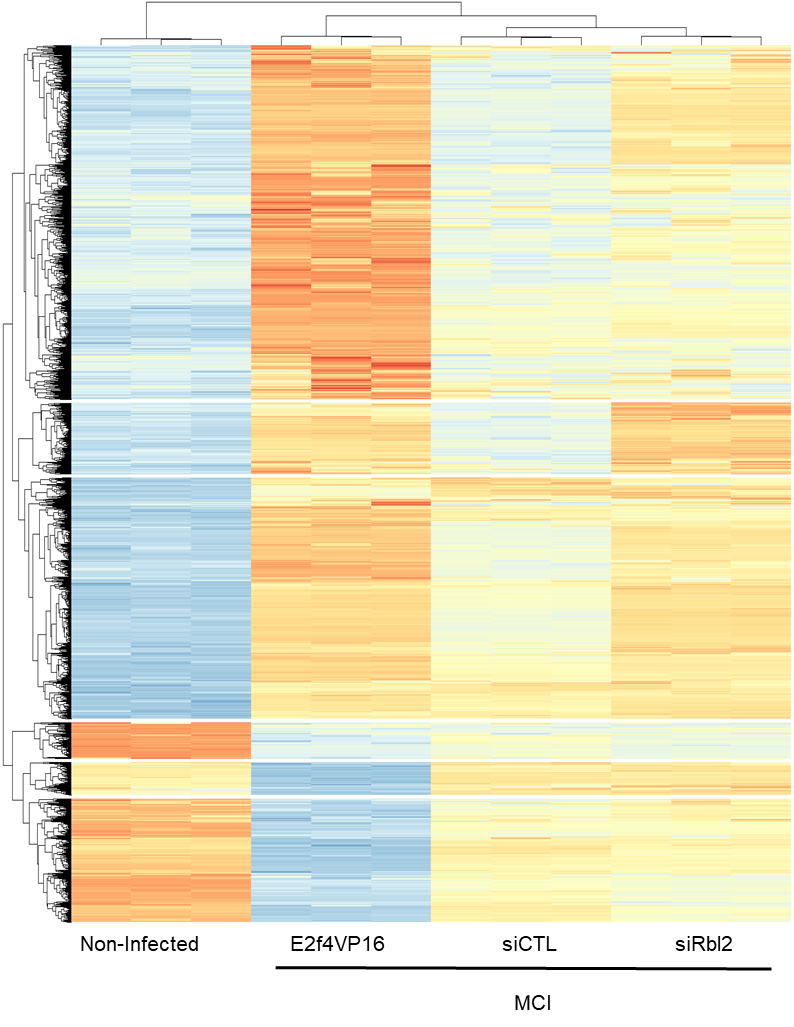

**Supplementary Figure S3: Heatmap of total gene expression comparing Multicilin/siRbl2 and Multicilin/E2f4VP16 MEFs.** Heatmap representing gene expression from RNAseq of non-infected MEFs and MEFs infected with FLAG-MCI+siCTL, FLAG-MCI+siRbl2 or FLAG-MCI+E2f4VP16.

**
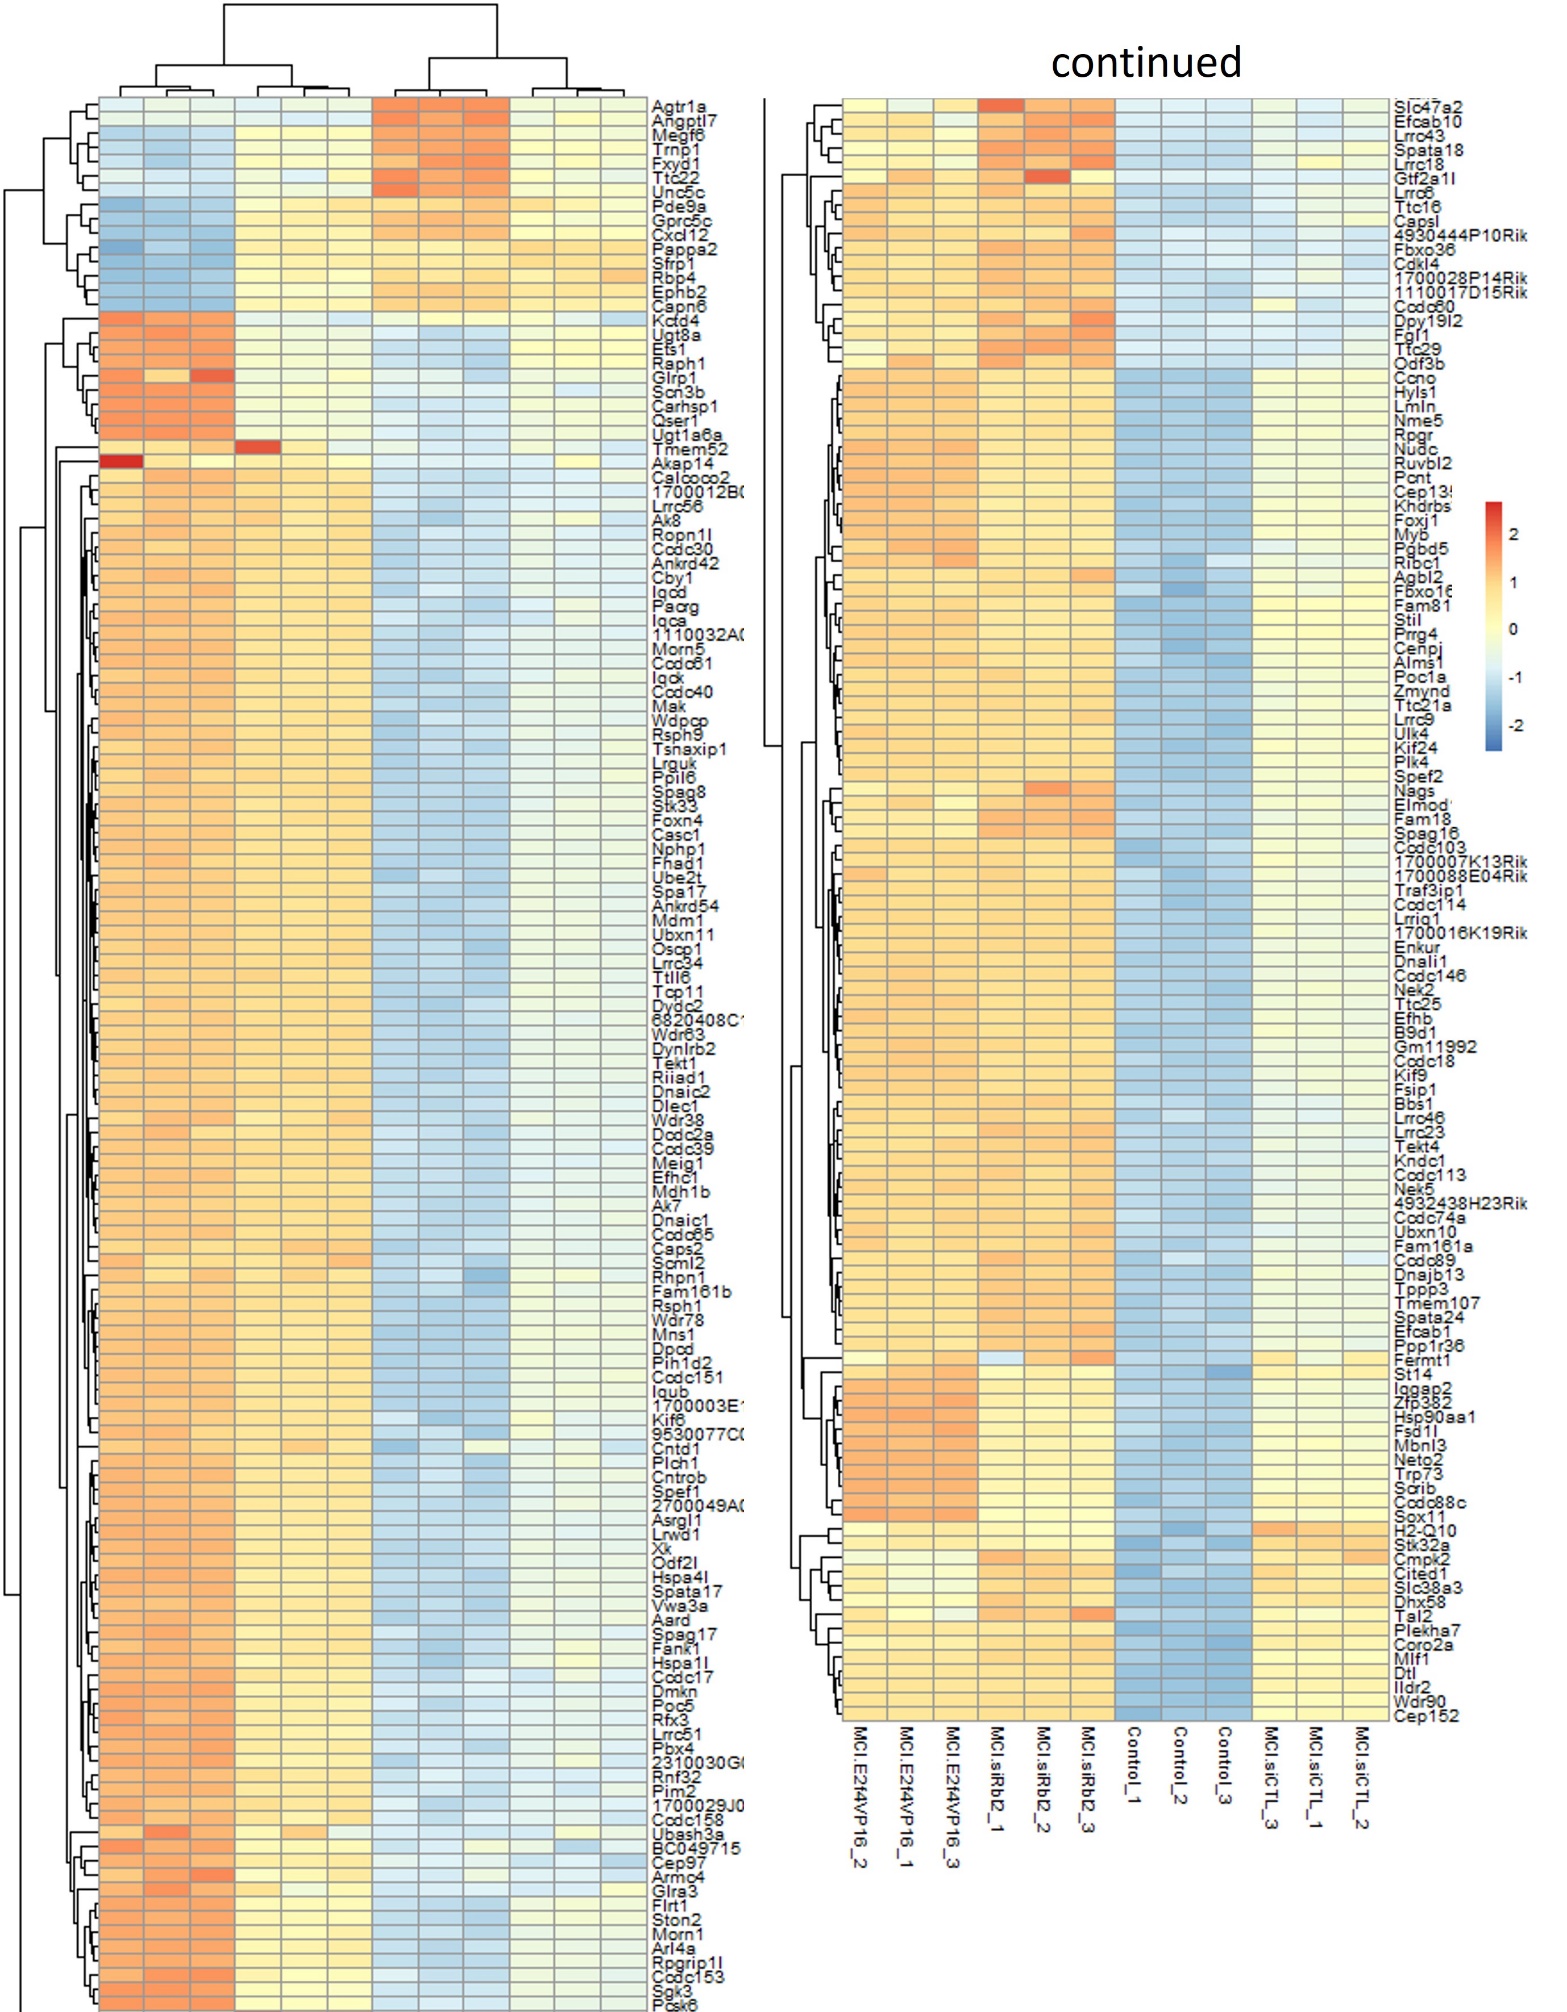
**

**Supplementary Figure S4: Heatmap of MCC associated gene expression comparing Multicilin/siRbl2 and Multicilin/E2f4VP16 MEFs.** Heatmap representing only MCC-associated gene expression from RNAseq of non-infected compared to FLAG-MCI+siCTL, FLAG-MCI+siRbl2 or FLAG-MCI+E2f4VP16 MEFs.

**
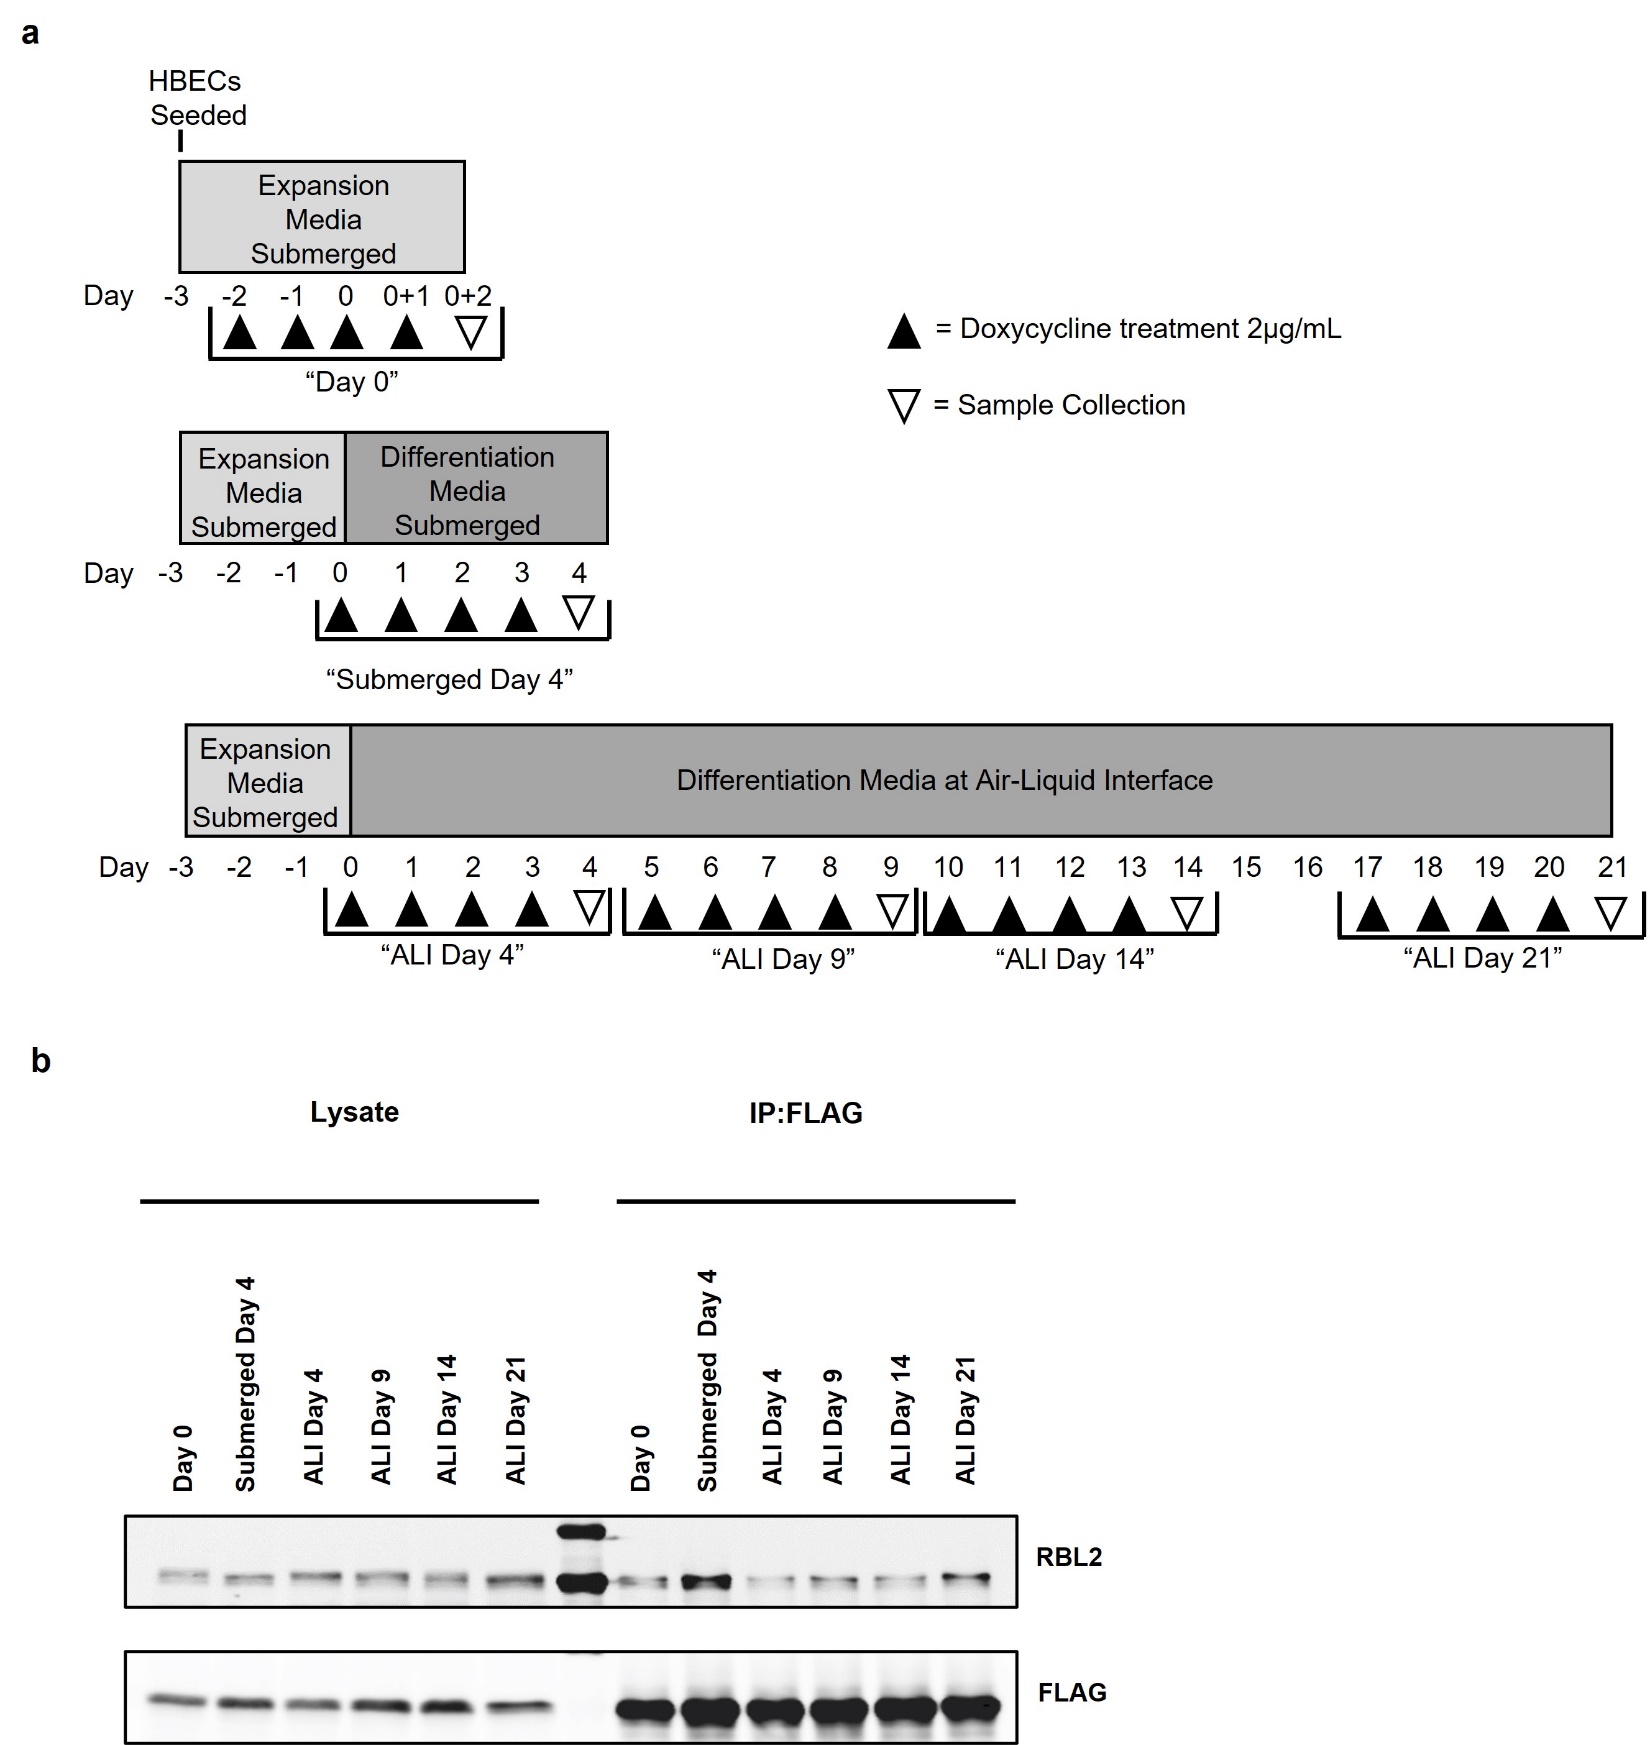
**

**Supplementary Figure S5: Immunoprecipitation of FLAG-Multicilin and RBL2 in HBECs at the ALI. (a)** Experimental outline for Multicilin induction at the air-liquid interface. **(b)** Western blot analysis for RBL2 and FLAG of total protein and immunoprecipitation with FLAG-Multicilin from HBECs transduced with doxycycline inducible FLAG-Multicilin. Cells treated with doxycycline for 4 days prior to sample collection at different given timepoints of air-liquid differentiation (ALI) or after 4 days submerged in differentiation media (Submerged Day 4).

**Supplemental Movie S1: Multiciliated cell cilia beating in submerged HBECs with RBL2 knockdown and Multicilin overexpression**

**References**

1. Treutlein B, Brownfield DG, Wu AR, Neff NF, Mantalas GL, Espinoza FH, et al. Reconstructing lineage hierarchies of the distal lung epithelium using single-cell RNA-seq. Nature. 2014;509(7500):371-5.

2. Marshall CB, Mays DJ, Beeler JS, Rosenbluth JM, Boyd KL, Santos Guasch GL, et al. p73 Is Required for Multiciliogenesis and Regulates the Foxj1-Associated Gene Network. Cell Rep. 2016;14(10):2289-300.

How the deposited data were processed for this re-analysis (not part of the article)

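RNA of 12 MEF cultures was measured by sequencing: 3 libraries each of non-infected MEFs and of MEFs infected with adenovirus for FLAG-tagged Multicilin together with a non-targeting siRNA, an siRNA against Rbl2, or E2f4VP16. The labels give single reads of 50 base pairs, from RNA collected at day 4, 2 days after infection. The library kit is not strand-specific. The methods of the paper name FastQC, fastp, STAR against GRCm39, featureCounts and DESeq2 on Galaxy, without versions, while the processing notes of the submitters name RSEM, mm10 and GRCm38. All 1999 genes that could be read from the sheet of values per library in Table S3 equal the deposited values to 6 significant digits. What the authors deposited are regularized log2 values (rlog) that DESeq2 made from counts scaled to library size, for 28256 genes with reads and 12597 without in 12 columns. No raw counts are at hand, and 0 columns of values were left unused.

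The rlog values were inverted to whole reads, one gene at a time, by finding size factors and shrinkage under which the values of a gene come from whole numbers. Of the recovered values 90.5% lie within 0.1 of a whole number. The share is 96.5% for the 22747 genes with a mean under 1000 reads and 65.7% for the others. On simulated reads of 2949 genes passed through the same transform 98.0% came back exact. The simulated means were mostly under 1000 reads, so this says little about the most abundant genes. Normalized reads are recovered reads divided by the recovered size factor of the library. Median depth by recovered reads is 27762298 in non-infected, 25287434 in siCTL, 24432774 in siRbl2 and 24382024 in E2f4VP16 MEFs. Beyond counting noise the replicates vary by a chi-square per gene of 2.00 to 6.90, where 1 is expected from counting alone, in genes with at least 50 reads. A group at 3 or fewer reads in all gets no ratio, and in list medians of ratios a group at 0 is set to 3 reads over the group.

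Differences were tested with limma 3.58.1 (R 4.3.3) on the rlog values, with a trend of the variance on the mean, over all 12 libraries in 4 groups, for the 15502 genes with a mean of at least 3. The residual degrees of freedom are 8 and the prior degrees of freedom 21.5. All 6 comparisons between groups were made, with the adjustment of Benjamini and Hochberg in each. Called genes have an adjusted p under 0.05 and an absolute log2 difference of at least 2, the thresholds of the methods. The legend of the paper gives an adjusted p under 0.5, and this was tried too. Gene lists were tested with camera at a correlation of 0.01 between genes, and again with an estimated correlation, adjusted over 186 tests (31 lists with at least 2 tested members in 6 comparisons). The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data, with log2 differences of 0.5, 1, 2 and 3 added to 50 genes each, 88%, 100%, 100% and 100% of the changed genes were called, and 12 unchanged ones. In the same data 0 genes passed between 2 unchanged groups. In 20 sets of unchanged groups against the real non-infected libraries the highest overlap of calls was 0. These groups were drawn around the means of those libraries, so a chance offset of the shared controls was left out. A list of 18 members shifted by 0.5 was recovered, and 0 of 180 other list tests passed. The genes were simulated as independent, so this does not show how often correlated genes give false list calls.

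The lists cover MCC regulators, deuterosome and centriole assembly, centriole appendages, axonemal dyneins, dynein assembly factors, radial spokes with nexin links and central apparatus, microtubule inner proteins, intraflagellar transport and BBSome, and the transition zone. Others are interferon-stimulated genes, guanylate-binding proteins with immunity-related GTPases, MHC class I, NF-kB targets, DNA replication, mitosis, RB and E2F factors, extracellular matrix, contractile genes, epithelial genes, airway genes, p53 targets, the unfolded protein response, heat shock, cholesterol synthesis, Notch, Hedgehog, mitochondrial genes and housekeeping genes. Markers of macrophages, endothelium, muscle and neural cells were listed because embryos hold these cells. The lists were written after the tables of the paper had been seen. Genes were named in the text by a rule that gave 438 genes: those the paper names in its MEF experiments, the 10 that rose and the 10 that fell most in each comparison with an adjusted p under 0.05 and groups that do not overlap, leaving out predicted genes, and up to 4 members per list and comparison with the largest difference, with any member that went the other way. Predicted genes here include those with RIKEN symbols. Values of some of the named genes in Tables S3 and S4 were seen before the rule was written. Genes of the Venn regions were also named by their list.

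Alternatives were no filter (28256 genes), a mean of at least 5 (13014 genes), no trend, robust variance, each pair of groups alone, quantile normalization, median centring, the number in the sample name as a block, limma treat against a log2 difference of 1, a log2 difference of at least 1, an adjusted p under 0.5, each library left out in turn, and camera with an estimated correlation. Added after the values were seen were limma with voom weights on recovered reads, for the same genes and for 16292 genes with at least 10 reads in at least 3 libraries. A planned test of raw counts with another count tool was not run, since the values at hand are not raw counts. GO enrichment was not computed, since the terms are not at hand. Genomic positions were not used, since the annotation at hand is of an older assembly, and it served to match older gene symbols.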

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

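The threshold that picks these results, a list passing both forms of camera with a median log2 difference of at least 1 outside the ciliary, interferon and MHC lists, was chosen after the results were seen, as were the tests below apart from that of a smaller share of RNA from macrophages.

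Macrophage markers were lower than in non-infected MEFs with siCTL (median -2.37) and with siRbl2 (-2.92), and higher with E2f4VP16 than with siRbl2 (2.19) and with siCTL (1.76). As recovered reads, a median of 7.73% of the non-infected level was left with siCTL and 3.33% with siRbl2. The rlog transform draws the values of a gene together, so recovered reads had to show a larger difference. They give its size and are no test of the transform as a source. A smaller share of RNA from macrophages in the siRNA groups, for instance through loss of such cells, may account for the lower markers. Of 19 further markers, not among the first 13, 18 were lower in both groups. Aif1, at 24.6 normalized reads in non-infected and 21.0 in siRbl2 MEFs, was the exception. Whether siRNA transfection is the source cannot be told apart from the groups, since the E2f4VP16 MEFs, whose labels name no siRNA, kept a median of 58.4%. The most abundant markers in non-infected MEFs were Lyz2 and Mpeg1 (3162 normalized reads, 350 with siCTL, 155 with siRbl2, 1827 with E2f4VP16).

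Cholesterol and fatty acid synthesis genes were lower with E2f4VP16 than with siRbl2 (median -1.22) and than with siCTL (-1.09), in 21 of 22 each. Scaling of the libraries is argued against, since the median against siRbl2 stays at -1.17 or further from 0 under quantile normalization and median centring. A reagent effect in the siRNA groups alone is argued against for the part below non-infected MEFs, where 18 of 22 were lower with E2f4VP16 (median -0.78). It stays open for the rest, since 18 of 22 were higher in both siRNA groups than in non-infected MEFs (medians 0.31 with siCTL and 0.43 with siRbl2). A response to E2f4VP16 remains a candidate explanation of the first part, found and tested on the same 12 libraries. The virus, Multicilin and the separate vector also part E2f4VP16 from non-infected MEFs, and cannot be told apart from E2f4VP16 here. Causes such as cell density or serum are untested.

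Extracellular matrix genes were lower with E2f4VP16 than in non-infected MEFs, in 25 of 25 (median -1.07), with Lum at 5422 and 800 normalized reads.

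With 3 libraries against 3 there are 10 splits of the libraries, too few for a share under 0.05. In each comparison 1 of 10 splits, the real one, gave as many called genes: 113 with siCTL, 303 with siRbl2 and 360 with E2f4VP16 against non-infected MEFs, 36 with siRbl2 and 139 with E2f4VP16 against siCTL, and 61 with E2f4VP16 against siRbl2 MEFs. The highest of the other splits gave 0 in each. Every other split mixes libraries of the compared groups on each side, which shrinks the difference of a gene well below its real size. Few if any genes could then reach the size asked of a called gene. These counts therefore cannot decide whether the differences arose by chance.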

How the results depend on the processing

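The tests on recovered reads were chosen after the results were seen; the other settings were planned. The counts past a log2 difference of 2 depend on the scale of the values and the size asked for, and not on the other settings. With no filter, a mean of at least 5, no trend, robust variance, pairs alone, quantile normalization, median centring and the replicate block 23 of 23 leading values stayed within 1.5 times, and 17 of 17 at an adjusted p under 0.5. With treat 1 of 17 did, at a log2 difference of at least 1 0 of 17, and on recovered reads 7 of 23. No trend, robust variance, pairs alone, the block and an adjusted p under 0.5 change the p-values and not the differences. Past a log2 difference of 2 the counts are the same at an unadjusted p in all 6 comparisons. Steady counts under these settings therefore say little. Of the list tests 124 pass at the preset correlation and 66 with an estimated one. For named genes 15755 planned values gave the same call, 13 a stronger, 334 a weaker and 9 a reversed one; for lists 2673, 28, 88 and 1.

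Higher and lower with treat: siCTL 276 and 186, siRbl2 697 and 234, E2f4VP16 874 and 437 against non-infected MEFs; siRbl2 198 higher against siCTL, E2f4VP16 475 and 247 against siCTL, 134 and 185 against siRbl2; the set with siRbl2 and E2f4VP16 alone 346, of it 154 in the MCC list; list members 57, 229 and 261. At a log2 difference of at least 1: 493 and 298, 987 and 371, 1230 and 727; 347 and 2, 770 and 463, 277 and 372; set 444, of it 166; members 87, 273 and 305. Recovered reads, same genes: 721 and 230, 1091 and 259, 1166 and 471; 292 and 9, 680 and 448, 234 and 408; set 329; members 125, 223 and 241. Recovered reads, filter on reads: 871 and 275, 1350 and 298, 1442 and 525; 375 and 12, 868 and 563, 325 and 541; set 432; members 126, 232 and 251.

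Directions reversed under quantile normalization alone, by a cause not tested: the mitochondrial list with siRbl2 against non-infected MEFs (-0.16 to 0.28), Atf4 with siCTL (-0.06 to 0.061), Ccng1 with siRbl2 (-0.08 to 0.20), ND2 with siRbl2 (-0.16 to 0.21) and E2f4VP16 (-0.12 to 0.38), ND4 (-0.23 to 0.14 and -0.11 to 0.43), ND5 (-0.21 to 0.28 and -0.10 to 0.29) and ND6 with E2f4VP16 (-0.14 to 0.33).

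With each library left out in turn, 156 of 156 leading values stayed within 1.5 times: siCTL 59 to 66 and 45 to 53, siRbl2 234 to 242 and 62 to 66, E2f4VP16 325 to 337 and 29 to 33 against non-infected MEFs, siRbl2 against siCTL 34 to 41, E2f4VP16 115 to 120 and 18 to 29 against siCTL, the set 166 to 176 and its MCC members 89 to 92. With the number in the sample name as a block the counts higher stay at 64, 240 and 329, 4 named genes turn weaker and 1 stronger, and 186 list tests keep their call. Whether samples with the same number share an experiment is not stated. Correlations of the 18 same-numbered pairs run from -0.039 to 0.063, and 7 of 12 libraries correlate best with their own number, so pairing is not excluded.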

Differences from the paper's values

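Tests on recovered reads and the overlap with Table S4 were chosen after the values were seen; the other settings were set before the data were examined.

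Counts of called genes are smaller here than in the paper. The paper gives 440 higher and 183 lower genes with siCTL, 989 and 240 with siRbl2 and 1514 and 439 with E2f4VP16 against non-infected MEFs; here they are 64 and 49, 240 and 63, and 329 and 31. The paper has 448 genes higher with siRbl2 and E2f4VP16 but not siCTL, and 174 are found here; about 270 are higher in all 3 groups in Fig. 3f, read by eye, and 16 here. The rlog differences are smaller than the folds of the paper (median ratio 0.665 over 395 genes), so the same threshold takes fewer genes. Whether the folds of the paper are shrunken too, if less so, is not stated. Those of Ccno, Foxj1, Cdc20b and Myb lie below the log2 ratio of recovered reads, and those of Stil, Ccdc39 and E2f4 close to it. Of the settings set beforehand, a log2 difference of at least 1 comes within 1.5 times of the paper for the higher genes (493, 987 and 1230), the set (444) and all 3 groups (263). Treat does for the lower genes (186, 234 and 437), for the higher genes with siRbl2 (697) and for the set (346). No filter, a mean of at least 5, no trend, robust variance, pairs alone, quantile normalization, median centring, the block, an adjusted p under 0.5 and leaving out any library do not. On recovered reads of the same genes all of these but the higher genes with siCTL (721) and all 3 groups (484) come within 1.5 times, and with the filter on reads all but siCTL (871 and 275) and all 3 groups (542). All 64, 240 and 329 genes called higher here are in Table S4, which lists 440, 988 and 1513 as read. The shrunken values make this a stricter cut. Recovered reads of the same genes call 425, 877 and 1070 of the listed genes, and another 296, 214 and 96 genes that are not listed.

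The members of the set in the MCC list number 99 in the paper and 91 here, within 1.5 times, though of a smaller set. Of the settings set beforehand that bring the set near the 448 of the paper, a log2 difference of at least 1 gives 166 and treat 154, both over 1.5 times 99. On recovered reads the number is 84 of 329, and 92 of 432 with the filter on reads, both within 1.5 times. Their shares, 25.5% and 21.3%, are below the 52.3% on rlog values.

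Folds of the paper with E2f4VP16 against non-infected MEFs (log2) are, with the rlog difference here and the log2 ratio of recovered reads: Ccno 9.31, 4.55 and 9.47; Foxj1 11.63, 5.01 and 11.96; Cdc20b 10.06, 4.57 and 10.39; Myb 10.06, 4.75 and 10.55; Stil 3.73, 2.33 and 3.73; Ccdc39 4.17, 2.65 and 4.16; E2f4 2.86, 1.97 and 2.86. None of the settings set beforehand comes as near as the replicates vary; recovered reads do, apart from Myb (10.56 with and without the filter on reads).

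The paper states, after the enrichment of immune terms with siCTL, that similar numbers of genes of these terms were also found with E2f4VP16 and siRbl2. Among the fixed interferon-stimulated genes 19 are called with siCTL, 10 with siRbl2 and 2 with E2f4VP16 (28, 24 and 10 on recovered reads). On recovered reads the guanylate-binding and related genes number 16, 16 and 5 and the MHC class I genes 8, 4 and 4, so siRbl2 and siCTL have equal numbers for the first of these lists. By limma on rlog values the numbers are 9, 3 and 0 for the guanylate-binding and related genes, and 3, 0 and 0 for the MHC class I genes. The lists are not the members of the GO terms. The paper reports Mcidas as increased in siRbl2 relative to siCTL MEFs by qRT-PCR (Fig. 2b). Here its reads are lower with siRbl2 (log2 difference -0.18), and they count the viral transgene with the endogenous gene.

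The text, the legend and the methods of the paper give different thresholds (adjusted p over 0.05, under 0.5 and at most 0.05).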

Other observations

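The test of each list was planned; which lists and genes to describe here, and the weighing below, were chosen after the results were seen.

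Most cell cycle genes were higher in the infected groups. Of 35 DNA replication genes 31 rose with siCTL, 29 rose and 2 fell with siRbl2, and 24 rose and 8 fell with E2f4VP16 against non-infected MEFs (median log2 differences 0.59, 0.56 and 0.38, adjusted p = 2.58e-14, 8.71e-09 and 2.74e-04). Of 30 mitosis genes 29, 30 and 18 rose, and 7 fell with E2f4VP16 (0.59, 0.85 and 0.25, adjusted p = 2.39e-14, 1.76e-14 and 0.00891, adjusted p = 0.357 with an estimated correlation for E2f4VP16, where the call is lost). Between E2f4VP16 and siRbl2 MEFs 28 of 30 mitosis genes were lower (-0.63, adjusted p = 1.07e-12). Cdk1, the mitotic kinase, stood at 1356 normalized reads in non-infected, 4363 in siCTL, 6506 in siRbl2 and 5351 in E2f4VP16 MEFs, and the proliferation marker Mki67 at 3140, 4806, 5190 and 1684. Of 18 RB, E2F and DREAM genes 11, 10 and 11 rose and 3, 4 and 5 fell (0.34, 0.26 and 0.53, adjusted p = 7.04e-04, 0.00296 and 0.00891, adjusted p = 0.0426, 0.0687 and 0.0949 with an estimated correlation). The G1/S cyclin genes Ccne1 and Ccne2 were highest with E2f4VP16: Ccne1 at 831, 3083, 2568 and 9786, Ccne2 at 174, 325, 297 and 2158. Of 18 p53 targets 12 rose and 6 fell with siCTL (0.22, adjusted p = 0.0303, adjusted p = 0.143 with an estimated correlation), and Cdkn1a, an inhibitor of cyclin-dependent kinases, stood at 17927, 25836, 28258 and 51363.

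Fibroblast genes fell. Of 25 extracellular matrix genes 21 fell with siCTL and 21 with siRbl2 (-0.52 and -0.73, adjusted p = 6.76e-12 and 8.5e-11), and Eln, the gene of elastin, fell in the 3 infected groups (-1.21, -1.47 and -1.52). Of 16 contractile genes 13, 14 and 16 fell (-0.27, -0.59 and -0.75, adjusted p = 1.34e-05, 3.27e-08 and 4.93e-08, adjusted p = 0.14, 0.0752 and 0.0782 with an estimated correlation). Between siRbl2 and siCTL MEFs 15 of 15 genes of the unfolded protein and integrated stress response were lower (-0.43, adjusted p = 2.69e-14, adjusted p = 0.0237 with an estimated correlation), the chaperone gene Hspa5 at -0.43. With siCTL 11 of these 15 were higher than in non-infected MEFs (0.28, adjusted p = 0.00209, adjusted p = 0.261 with an estimated correlation). Hedgehog genes were lower with E2f4VP16 than with siCTL in 9 of 11 and than with siRbl2 in 10 of 11 (-0.63 and -0.56, adjusted p = 0.00112 and 6.69e-04), Gli1, a target of the pathway, at 72.4, 79.9 and 7.25 normalized reads with siCTL, siRbl2 and E2f4VP16. Of 15 NF-kB targets 11 were lower with E2f4VP16 than with siCTL (-0.48, adjusted p = 0.00482), the collagenase gene Mmp13, outside this list, at 266 against 4522. Of 12 epithelial genes 7 rose with siCTL (0.65, adjusted p = 0.0425, adjusted p = 0.11 with an estimated correlation). Mitochondrially encoded genes were lower with siCTL in 6 of 7 (-0.26, adjusted p = 0.00236, adjusted p = 0.318 with an estimated correlation). Endothelial and muscle markers were lower with E2f4VP16 than with siCTL in 6 of 7 and 5 of 6 (-0.50 and -0.80, adjusted p = 0.0339 and 0.047, adjusted p = 0.23 and 0.341 with an estimated correlation). The neural, heat shock, Notch and housekeeping lists passed in 0 of 6 comparisons each by camera (lowest adjusted p = 0.0837, 0.465, 0.169 and 0.106). Single members moved all the same, as Hsp90aa1 at 2544, 5441, 8371 and 16525 and the neurofilament gene Nefl at 8.74, 232, 154 and 4.07 normalized reads. Of 15 airway genes Trp63 alone was tested, at 77.0, 37.5, 54.9 and 34.3.

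Interferon-stimulated genes differ between the 3 infected groups, which all carry an adenovirus for Multicilin. RNA from macrophages as the source is argued against, since the genes are lower with E2f4VP16 than with siCTL (median -1.03) where macrophage markers are higher. For siRbl2 against siCTL, where 28 of 35 are lower, an uneven response to transfection stays open, since the libraries of the 2 groups overlap on this list (1.30 to 1.87 and 1.85 to 2.09) and its call is lost with an estimated correlation (adjusted p = 0.382). For E2f4VP16 against siCTL, where 35 of 35 are lower, transfection cannot be told apart from E2f4VP16, as the labels name no siRNA for the E2f4VP16 MEFs. The list call of this comparison is also lost with an estimated correlation (adjusted p = 0.257). The E2f4VP16 MEFs also have an adenoviral construct of their own, so the vector and its preparation cannot be told apart from E2f4VP16 either. The dose of virus per group is not given and may differ as well.

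Among the 3 infected groups Mcidas reads were lowest in the group with the highest Foxj1, and ciliary genes were higher with siRbl2 than with siCTL at a lower level of Mcidas reads. By qRT-PCR the paper reports the opposite direction for Mcidas between siRbl2 and siCTL MEFs (Fig. 2b). The level of Mcidas reads with E2f4VP16 comes from another construct, so it cannot be told apart from the vector.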
